# Transcriptomic and hormonal dynamics in relation to adventitious rooting of two parental *Petunia* species highlight a coordinated activation of the jasmonate and auxin pathways and an important role of upper-shoot-derived auxin influx

**DOI:** 10.3389/fpls.2025.1707238

**Published:** 2026-02-06

**Authors:** Ivona Jurenic, Sindy Chamas, Nicole Nagler, Gerd Ulrich Balcke, Uwe Druege

**Keywords:** cutting, wounding, adventitious root, phytohormone, auxin, jasmonate, ERF, petunia

## Abstract

**Introduction:**

Adventitious rooting of cuttings is a key developmental process for the vegetative propagation of many crops that involves phytohormone-controlled reprogramming and redifferentiation of specific cells in the stem base. The endogenous control of phytohormone action at the whole-plant level is not completely understood.

**Methods:**

Using the genome-sequenced *Petunia axillaris* and *Petunia inflata*, we monitored the transcriptome of phytohormone-related genes and phytohormone levels in different cutting sections through a phytohormone-targeted microarray, RT-qPCR, and LC-MS/MS, and analyzed the rooting response to manipulations of auxin levels and transport.

**Results:**

In the stem base of both species, genes controlling jasmonic acid (JA) biosynthesis, conjugation, and signaling, and encoding transcription factors of the ERF family were already upregulated at 0.5 hours post excision (hpe), followed by increased regulation of auxin-related genes. Accordingly, JA and its physiologically active isoleucine conjugate JA-Ile accumulated transiently at 0.5 hpe, before indole-3-acetic acid (IAA) peaked at 2 hpe. Genes controlling auxin biosynthesis were mostly downregulated, whereas three *IAA-leucine-resistant-like* genes were strongly upregulated between 0.5 and 2 hpe. *P. inflata’s* greater rooting capacity compared with *P. axillaris* was linked to higher stem-base IAA levels (0–72 hpe), resulting in a higher IAA/cytokinin ratio and stronger upregulation of auxin-signaling genes. *P. inflata* showed a steeper IAA gradient between the leaves and the stem base, which was positively and negatively correlated with leaf salicylic acid and cytokinin isopentenyladenine levels, respectively, and associated with exclusive upregulation of *PIN-like* genes in the leaves. *P. axillaris* showed a stronger improvement in rooting with low IAA doses than *P. inflata*. Blocking polar auxin transport in the upper shoot prevented rooting in both species.

**Discussion:**

The results reveal excision-triggered coordination of jasmonate and auxin pathways in the stem base, interacting with ERF transcription factors, and indicate an important role for upper shoot-derived auxin influx, potentially regulated by salicylic acid and cytokinins. Higher rooting capacity of *P. inflata* can be explained by the higher IAA level in the stem base. The results indicate important roles of *ERF113/114*, *ILR-like2 and 6*, *PIN6*, *PIN-like 1/3*, the *PINOID* gene *A4A49_10797*, *ARF11*, and several *LBD* genes in adventitious rooting of *Petunia*.

## Introduction

Adventitious root (AR) formation in cuttings is a key developmental process for the vegetative propagation of many horticultural and forestry crops that requires a reprogramming of particular responsive cells in the stem base near the wound and is evoked by two stimulating principles: wounding and isolation from the donor plant (reviewed in Druege et al., 2016 and Druege et al., 2019). It involves sequential phases. According to Da Costa et al. (2013) and Druege et al. (2019), three phases are distinguished. The first, the so-called induction phase, is characterized by an anatomical lag phase devoid of cellular changes, during which the initial cell reprogramming occurs. After the determination of AR founder cells, the initiation phase starts with qualitative changes in cell structures, followed by cell division and differentiation of the new cell clusters into dome-shaped root primordia. The final expression phase begins with the differentiation of primordia into the complete root body, with differentiated vascular bundles connected to the vascular cylinder of the stem, followed by the emergence of roots.

Research over several decades has shown that the rooting success of cuttings is dependent on primary metabolic processes but particularly on the action of plant hormones, while both factors are interrelated (reviewed in Da Costa et al., 2013; Druege et al., 2019; Lakehal and Bellini, 2019). Among the plant hormones, auxin plays an outstanding role. It acts as a positive regulator during the induction phase, whereas high auxin levels have an inhibitory role during subsequent differentiation and growth of ARs (Da Costa et al., 2013). Even though synthetic auxins have frequently been used to stimulate the rooting of cuttings, the major endogenous bottlenecks of auxin action at the whole-cutting level and the interactions with other plant hormones are not completely understood. Cytokinins act antagonistically against auxin during AR induction but, at low concentrations, have important functions during early cell reprogramming (reviewed in Da Costa et al., 2013). Some studies point to positive effects of ethylene during the early induction of ARs, possibly contributing to redifferentiation, while it also can interact with auxin in both directions (reviewed in Druege et al., 2019). Other studies suggest a positive regulator function of jasmonic acid (JA) during AR induction in cuttings (reviewed in Druege et al., 2019), which, however, stands in contrast to an inhibitory function of JA during etiolation-induced AR initiation in hypocotyls of intact *Arabidopsis* seedlings (Gutierrez et al., 2012).

Mostly, leafy shoot tip cuttings are used for vegetative propagation, which are not formed by the model plant *Arabidopsis*. Among horticultural plants, *Petunia hybrida* has an economically important role worldwide, and many cultivars are propagated by leafy shoot tip cuttings. *Petunia* has been established as a model for molecular investigations of diverse research questions (Gerats and Vandenbussche, 2005; Vandenbussche et al., 2016). We have previously used the model cultivar *P. hybrida* Mitchell and characterized the endogenous regulation of excision-induced AR formation. AR formation involves early accumulation of JA (Ahkami et al., 2009) and of indole-3-acetic acid (IAA) (Ahkami et al., 2013) in the stem base during the root induction phase. The accumulation of IAA and AR formation is dependent on a functioning polar auxin transport (PAT) in the cuttings, and PAT-controlled IAA accumulation is important not only for AR induction but also for the activation of invertases that control the establishment of the new sink in the stem base (Ahkami et al., 2013). Excision-induced AR formation of *P. hybrida* Mitchell involves differential expression of genes putatively controlling ethylene (ET), strigolactone (SL), and auxin homeostasis and signaling in the stem base, while rooting is dependent on ethylene biosynthesis and perception (Druege et al., 2014; Bombarely et al., 2016). The transcriptome data of these studies were limited as based on available ESTs and had not been linked to hormone data. In addition, the contribution of the upper cutting parts to excision-induced AR formation in the stem base of *Petunia* is still unknown.

Recently, the complete genomes of *Petunia axillaris* and *Petunia inflata*, which constitute important parental species of modern *P. hybrida* cultivars, have been sequenced (Bombarely et al., 2016). Preliminary studies indicated that both *P. axillaris* and *P. inflata* are easy to root, while *P. inflata* showed more intense rooting than *P. axillaris*.

In light of these findings and the still open questions, the present study aimed to address the following:

- Simultaneous analysis of the excision-induced dynamics of the phytohormone-related transcriptome and the phytohormone concentrations in the stem base and upper cutting sections of *P. axillaris* and *P. inflata.*
- Identification of important hormonal events and candidate genes that putatively control AR formation in both species and may contribute to the difference in rooting efficiency.

A phytohormone-targeted microarray, reverse transcription real-time quantitative polymerase chain reaction (RT-qPCR), and LC-MS/MS were combined with local pharmacological manipulations of auxin levels and transport to elucidate these relationships.

## Materials and methods

### Plant material, growth conditions, and analysis of rooting

Donor plants of *P. axillaris* N and *P. inflata* S6 were established from seeds and cultivated in the greenhouse as previously described for *P. hybrida* Mitchell (Klopotek et al., 2010). After the donor plants reached 3 months of age, shoot tip cuttings, as illustrated in **Figure 1**, were excised at regular intervals over a period of up to 6 months and used for the experiments, always leaving two leaves or nodes on the stock plant. Cuttings were planted in perlite Perligran A (Knauf Perlite GmbH, Dortmund, Germany) and cultivated in a growth chamber under the following conditions: temperature, 22°C/20°C (day/night); humidity outside the covered trays, 85%/60% (day/night); PPFD of 100 μmol m^−2^ s^−1^ at plant level during a 10-h photoperiod provided by white fluorescent tubes. During the rooting period, cuttings were manually watered and did not receive nutrients or phytohormones unless indicated otherwise (**Figure 1**). At specified days post excision (dpe) of the cuttings (**Figure 1**), ARs were counted and assigned to different root length classes (in 1-cm increments). The number of ARs formed per planted cutting, the mean length per AR, and the total root length per planted cutting were calculated as described by Druege et al. (2007) and Agulló-Antón et al. (2011).

**Figure 1:**
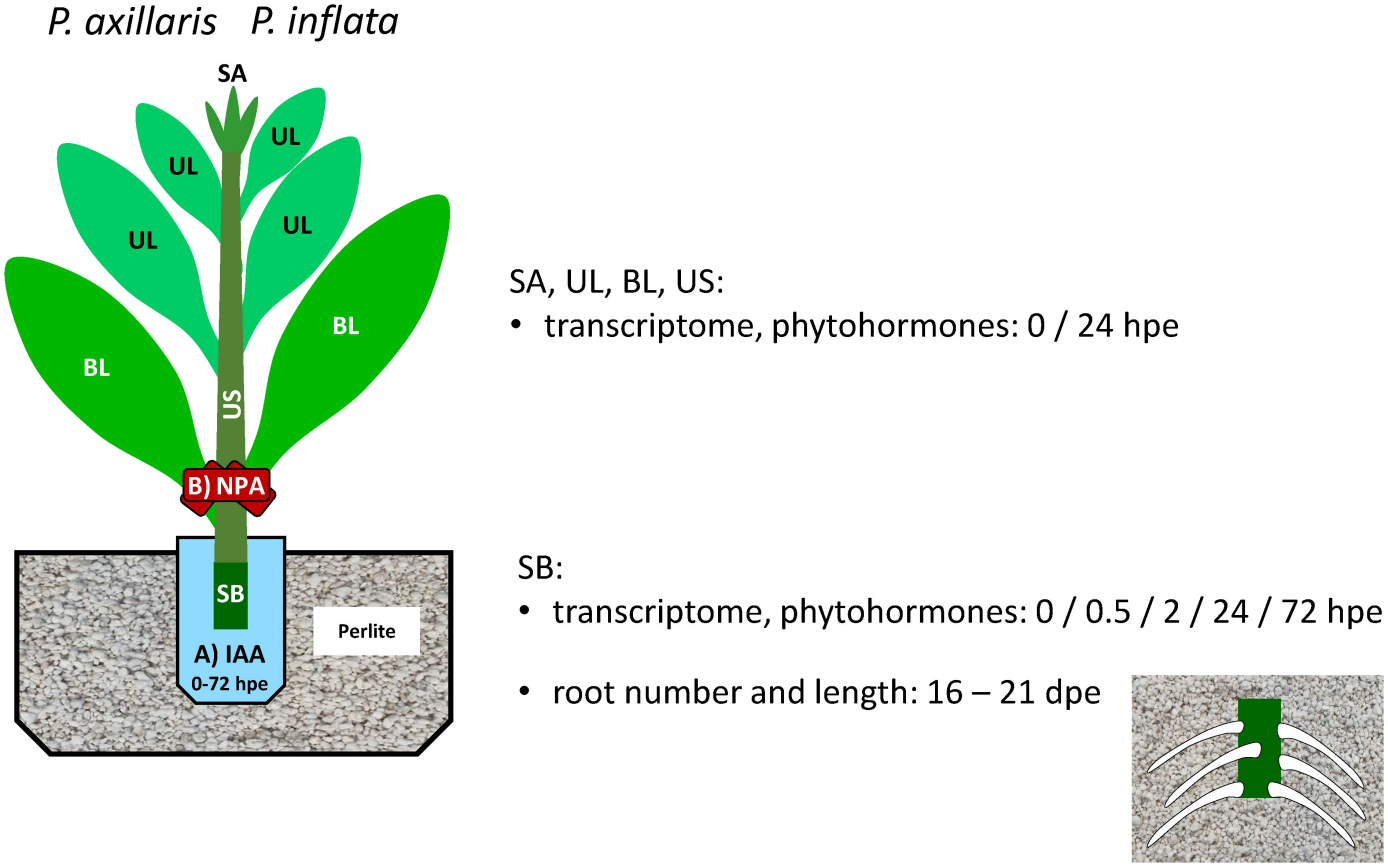
Experimental setup of transcriptome, phytohormone, and rooting analysis of cuttings of *P. axillaris* and *P. inflata*, and of IAA and NPA applications. SA, shoot apex including the smallest adjacent leaves that were maximally 1 cm in length; UL, upper leaves; BL, basal leaves; SB, stem base, 0.5 cm in length; US, upper stem, the stem section between SB and SA; hpe, hours post excision; dpe, days post excision.

### Sampling and grinding

At specified hours post excision (hpe) of the cuttings, according to **Figure 1**, their stem bases (SB, 0.5 cm in length), upper stems (US), longitudinal halves of the two basal leaves (BL) and the remaining upper leaves (UL), and shoot apices including the smallest adjacent leaves (SA) were shock-frozen in liquid nitrogen and stored at − 80°C. For each replicate (*n* = 3), pooled material from 10 or 16 cuttings was ground manually in liquid nitrogen using a mortar and pestle, and aliquots of 100 and 50 mg fresh mass were used for extraction and analysis of the transcriptome and the phytohormones, respectively.

### RNA extraction

Total RNA was extracted from the *Petunia* cutting samples following the protocol of the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). Up to 100 mg fresh mass was processed, according to the lysis capacity of the RLT buffer and RNeasy spin columns. Following the manufacturer’s protocol, 30 µL of total RNA was obtained. RNA integrity was checked on an agarose gel, and total RNA concentration and quality were determined using a NanoDrop™ 2000/2000c spectrophotometer (Thermo Fisher Scientific, Schwerte, Germany). Only high-quality RNA samples (OD260/280 = 1.8 − 2.2, OD260/230 ≥ 2) were used. The integrity of RNA used for microarray analysis was additionally verified using an Agilent 2100 Bioanalyzer (Agilent Technologies Deutschland GmbH, Waldbronn, Germany).

### Design and use of the phytohormone-targeted microarray

Based on previous findings on the hormonal regulation during AR formation in *P. hybrida* Mitchell, a phytohormone-targeted microarray was developed that covered those genes from *P. axillaris* and *P. inflata* that putatively control homeostasis, signal transduction, and downstream responses of/to auxin, JA, and SLs. To also cover the response of AR formation to ET, genes encoding ethylene response factors (ERFs) that may respond to ET and other phytohormones such as JA (Heyman et al., 2018) were included as the main gene family of the gene category “hormonal interaction” (short name “interaction”). To compile the gene list for the microarray, literature research was first carried out, and genes or gene families involved in the pathways mentioned above were selected. Subsequently, the *Petunia axillaris* v1.6.2 CDS and *Petunia inflata* v1.0.1 CDS databases (solgenomics.net) were searched for the respective annotated genes. Furthermore, the NCBI database was searched for homologous genes in other *Solanaceae* species, and the corresponding sequences (CDS or AAS) were blasted against the *Petunia* genomes. The results of the two BLAST searches were compared, and the gene list was adjusted accordingly. Later, based on the results of microarray, annotation of differentially expressed genes of the families *YUCCA family of flavin monooxygenase* (*YUCCA*), *IAA-leucine resistant* (*ILR*), *ILR-like* (*ILL*), *pin-formed* (*PIN*), *PIN-like*, *Auxin indole-3-acetic acid protein* (*Aux/IAA*), *auxin response factor* (*ARF*), *lateral organ boundaries domain* (*LBD*), *PROTEIN serine/threonine kinase pinoid* (*PINOID*), and *ERF* was updated using a new version of the *P. axillaris* genome 4.02 I, with the kind permission of Cris Kuhlemeier, University of Bern, Switzerland (later published as Pax403 under https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_026929995.1/).

Based on the genome sequences of 1,265 genes of interest (605 from *P. axillaris* and 660 from *P. inflata*), an Array-to-Go Custom microarray was designed by OakLabs GmbH (Henningsdorf, Germany). For this purpose, five to 10 specific isothermal probes, each 45–60 bp in length, were designed for each gene of interest. An additional 1,000 probes from a previously used microarray (Yang et al., 2019) were used for normalization. The probes were spotted on a microarray. Extracted RNA samples were labeled with a Cy3 fluorescent dye and hybridized to the microarray, which was manufactured in collaboration with Agilent (Santa Clara, CA, USA). The best-performing oligonucleotide probe(s) were selected for each gene based on the hybridization data and used for the subsequent data analysis. Quantile-normalized expression values of the genes of interest were provided and then analyzed as described below.

### cDNA synthesis and reverse transcription real-time quantitative PCR analysis

Transcription of selected genes was additionally analyzed by RT-qPCR analysis. First-strand complementary DNA (cDNA) was synthesized from RNA using the PrimeScript RT Master Mix reverse transcriptase (Takara Bio Europe SAS, Saint-Germain-en-Laye, France) according to the manufacturer’s protocol. Four microliters of diluted RNA (125 ng µL^−1^) were added to 1 µL of 5× PrimeScript RT Master Mix. Primers, which are described in **Supplementary Table S1**, were selected using Primer3web version 4.1.0 software and obtained salt-free at 0.01 µM from Eurofins (Jena, Germany). RT-qPCR was performed in plates (Brand GmbH + Co KG, Wertheim) using iQ SYBR Green Supermix (Bio-Rad Laboratories GmbH, Feldkirchen, Germany) in a 10-µL reaction volume with three technical replicates per biological sample. The reaction contained 2.5 µL of primer mix, with 1/100 (Fw + Rv) diluted primers, 5 µL of SYBR Green, and 2.5 µL of diluted cDNA (1:20). Melting curve analysis confirmed the specificity and quality of the PCR products. RT-qPCR was conducted on the CFX96 Real-Time System (Bio-Rad) with an initial denaturation for 3 min at 95°C, followed by 40 cycles of 10 s at 95°C and 40 s at 60°C. After preliminary tests according to Mallona et al. (2010), *ribosomal protein S13* (*Ph-RPS13*) and *elongation factor 1-alpha* (*EF1α*) were used as reference genes. Cq values were calculated using the Bio-Rad CFX Maestro software. Relative transcript levels were determined by the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001) with geometric averaging of the reference genes (Vandesompele et al., 2002).

### Plant hormone analyses

#### Hormone extraction

Fifty milligrams (fresh weight) of homogenate were extracted using three rounds with 80% methanol acidified to pH 2.4 with hydrochloric acid. For round 1, 400 µL; for round 2, 200 µL; and for round 3, 100 µL of solvent were used. Cell extraction was performed in 2 mL cryotubes with reinforced walls (710768, Biozym Scientific GmbH, Hessisch Oldendorf, Germany). To enhance cell rupture, one steel bead of 3 mm diameter, three steel beads of 1 mm diameter, and 200 mg glass beads with a diameter of 0.75–1 mm (Carl Roth GmbH, Karlsruhe Germany) were added to each tube, and bead milling was performed for 3 × 1 min in a homogenizer (FastPrep-24, MP Biomedicals, Eschwege, Germany). The combined extracts were pooled, centrifuged, and stored on ice until measurement on the same day.

#### Online SPE-UPLC-MS/MS phytohormone analysis

Hormones were analyzed by online solid-phase extraction coupled ultra-high-performance liquid chromatography–tandem mass spectrometry (SPE-UPLC–MS/MS) using a CTC Combi-PAL autosampler with a 1,000-µL injection loop, a 96-well rack of a CHROspe divinylbenzene polymer SPE phase (10 mm × 2 mm; particle size: 25–35 µm; fill weight, 10 mg), a SPH1299 UPLC gradient pump, an EPH30 UPLC dilution pump, a Mistral column oven (all Axel Semrau GmbH, Sprockhövel, Germany), and a mass spectrometer (QTrap 6500, ABSciex, Darmstadt, Germany). For each sample, 600 µL of plant extract was injected into the online SPE at a rate of 200 µL min^−1^, where phytohormones were trapped by simultaneous addition of excess water (3,800 µL min^−1^) before SPE. Sequential transfer of trapped hormones from the SPE cartridge to the UPLC column was accomplished by 120 µL of 20% acetonitrile and simultaneous water dilution prior to UPLC. For chromatographic separations by UPLC, a Nucleoshell RP Biphenyl column (100 mm × 2 mm × 2.7 µm, Macherey & Nagel, Düren, Germany) was used. The gradient was as follows: 0–2 min, 5% B; 2–13 min, linear gradient to 95% B; 13–15 min, 95% B; and 15–18 min, 5% B. The column temperature was 40°C, and the flow rate was 400 µL min^−1^. Solvent A was 0.3 mM ammonium formate, acidified with formic acid to pH 3.0, and solvent B was acetonitrile. The autosampler temperature was maintained at 4°C. Mass-spectrometric detection of the phytohormones on a QTrap 6500 (ABSciex) was accomplished by electrospray ionization and multiple reaction monitoring (MRM) using the parameters in **Supplementary Table S2**. For this, the ion source was heated to 450°C. Curtain gas was set to 35 psi, ion source GS1 to 60 psi, and GS2 to 70 psi. The electrospray ionization voltage was 5,500 V in positive mode and − 4,500 V in negative mode. Fully automated sample processing was controlled by Chronos (Axel Semrau GmbH) via contact closure to trigger MS/MS runs controlled by Analyst 1.7.1., based on protocols described by Balcke et al. (2012) and Ai et al. (2023).

### Pharmacological treatments

The rooting response of the two *Petunia* species to increasing external supply of IAA to the stem base during the root induction phase was analyzed under the same climate chamber conditions described above. For this purpose, cuttings, as described before, were immediately after excision placed in 25 mL vials (**Figure 1A**) containing one-half MS medium (Murashige and Skoog, 1962) supplemented with vitamins according to Gamborg et al. (1968) and adjusted to a pH of 5.8. The medium was supplemented with different concentrations of IAA (0, 5, 10, 50, and 150 mg L^−1^). The vials were sealed with paraffin to prevent water evaporation, with a small cut large enough for the cutting to pass through so that the stem base was immersed in the medium (**Figure 1A**). The cuttings were kept in the vials until 72 hpe and then replanted in hormone-free perlite and cultivated until rooting was assessed.

To test the dependency of AR formation in the stem base on PAT-derived auxin influx from the upper shoot of the cutting, including all leaves, immediately after excision, rings of lanolin paste (Carl Roth GmbH) containing 0, 10, or 30 mg L^−1^ 1-*N*-naphthylphthalamic acid (NPA; Duchefa, Haarlem, The Netherlands), were carefully applied around the petioles of the two basal leaves and the adjacent upper shoot, as illustrated in **Figure 1B**.

### Data analysis

Mean values and standard error (SE) at the experimental level, or standard deviation (SD) over several replicative experiments, were calculated for the rooting data, the expression values of specific genes analyzed by microarray and RT-qPCR, and the phytohormone levels. The microarray data were analyzed using the CLC Genomics Workbench (Qiagen, Hilden, Germany). The normalized transcript levels determined at 0.5, 2, 24, and 72 hpe (*x*) were related to the respective levels at 0 hpe (*y*), the time of excision, to calculate fold changes (FC). These fold changes were log-transformed to log2 FC (= log2 [*x*/*y*]). If the log2 FC values were > 2 or < −2 and the *p*-values of expression values were < 0.05 (*t*-test), the fold changes were considered significant. Numbers of up- and downregulated genes (DEGs) of different categories were counted. Ratios of DEGs were calculated based on the total number of respective genes covered by the microarray. Heat maps were developed to illustrate the intensity of regulation for specific genes. Root number and length, RT-qPCR and microarray data from selected genes, and phytohormone levels were further analyzed using Statistica Version 3, TIBCO Software Inc. (Palo Alto, CA, USA). Depending on the number of factor levels, the significance of differences was analyzed by *t*-test or by ANOVA followed by Tukey test (*p* < 0.05). Applied statistical tests and the number of replications (*n*) are provided with the data. Pearson correlation coefficients and slopes of linear regressions were determined to analyze interrelationships between specific data using the “trend” function of Microsoft Excel (Munich, Germany).

## Results

### Rooting capacity of *P. axillaris* and *P. inflata*

**Figure 2** summarizes the results of eight independent experiments analyzing the rooting capacity of *P. axillaris* and *P. inflata*. The early detection of ARs on cuttings of both species after a period of 16 to 18 days post excision demonstrates that both *P. axillaris* and *P. inflata* are easy to root. However, higher mean values of root number (**Figure 2A**), mean root length (**Figure 2B**), and total root length (**Figure 2C**) were observed for *P. inflata* across the eight experiments when compared with *P. axillaris*. *P. inflata* produced at least six roots and a total root length of at least 5 cm, whereas the minimum number and total length of roots for *P. axillaris* were 1 and 0.5 cm, respectively. These results indicate a higher rooting capacity for *P. inflata* than for *P. axillaris.*

**Figure 2:**
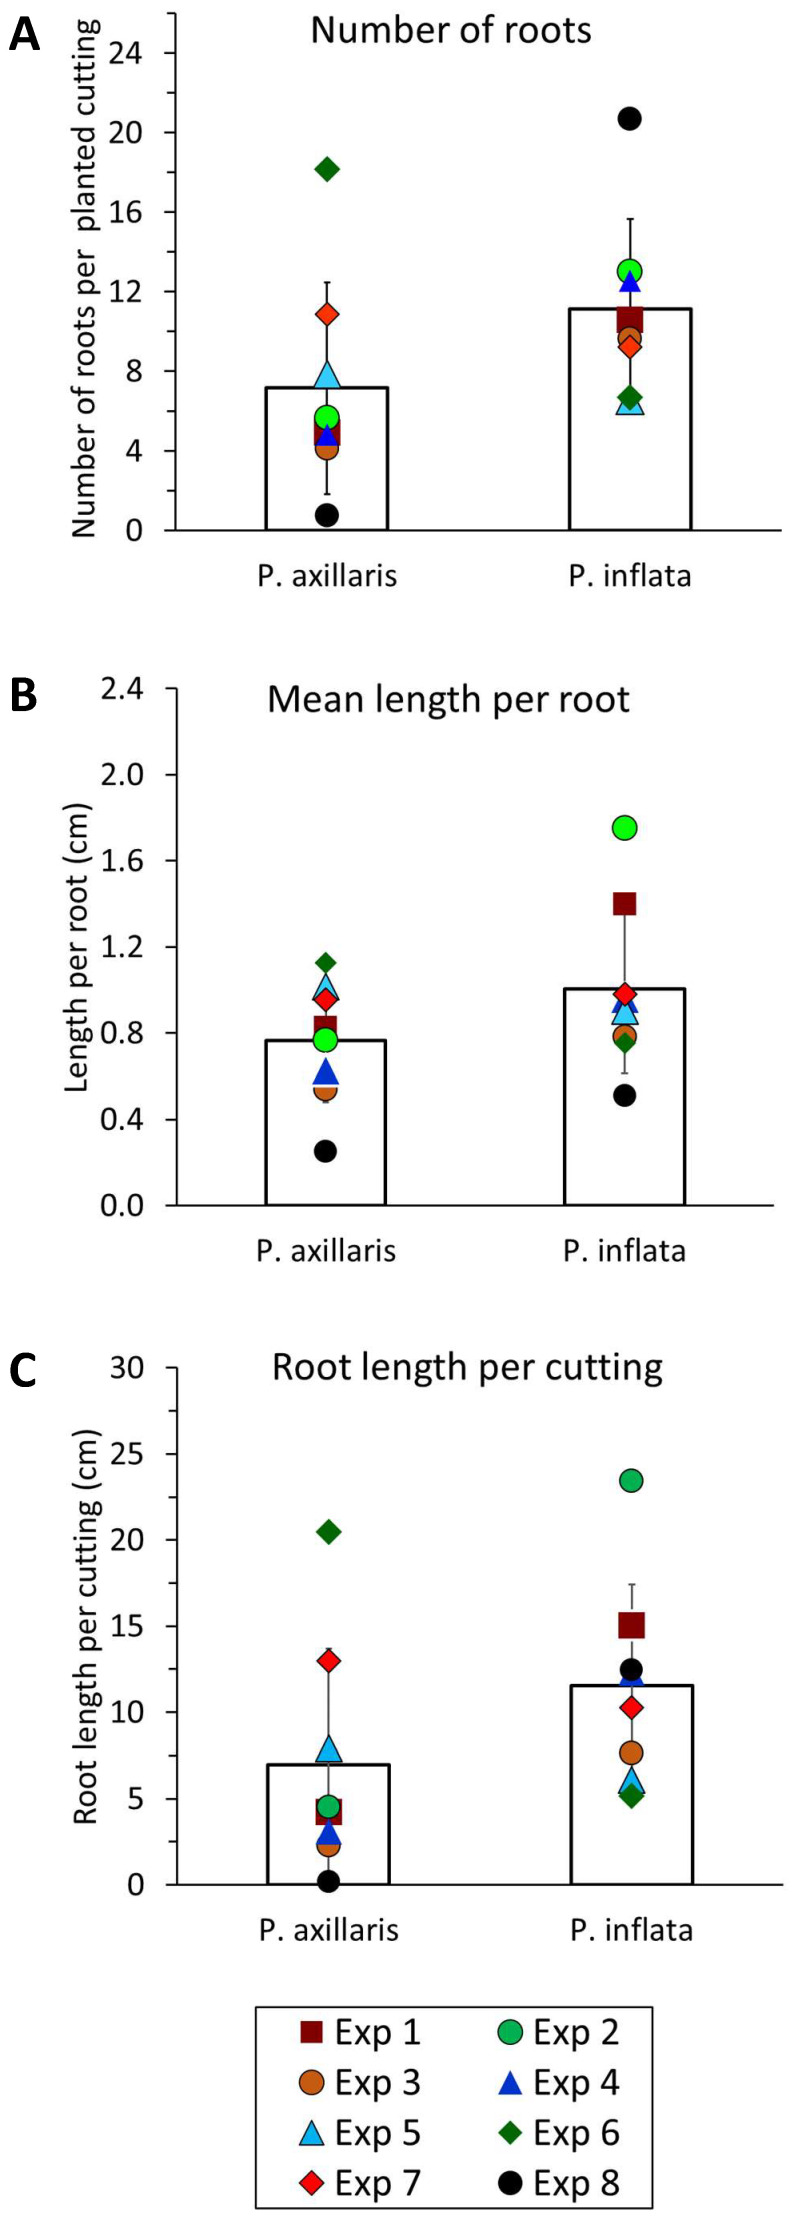
Rooting capacity of *P. axillaris* and *P. inflata*. The number of roots per planted cutting **(A)**, the mean length per root **(B)**, and the total root length per planted cutting **(C)** were determined in eight independent experiments (Exp). Roots were analyzed on day 16 (Exp 1–2, 4–6), day 17 (Exp 3, 8), and day 18 (Exp 7). Columns and whiskers represent the mean values ± standard deviation calculated over all experiments. Individual dots show the mean values per experiment. The experiments involved three (Exp 4–7) or four (Exp 1–3, 8) replications, each consisting of eight (Exp 3), 10 (Exp 4–8), or 12 (Exp 1, 2) cuttings.

### Time course of expression of hormone-related genes in the stem base analyzed by a targeted microarray

To characterize the hormonal response of the two species to cutting excision, we first monitored the transcription of auxin-, JA-, and SL-related genes, as well as genes putatively controlling the interaction of these hormones, in the stem base of the cuttings using a phytohormone-targeted microarray. 

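The transcripts of genes of auxin, JA and SL metabolism, transport and signaling were measured in leafy cuttings of the 2 species before rooting. Stem base tissue was sampled at excision and at 4 later times up to 72 hpe, with 3 replicates per species and time. Each replicate pooled 16 cuttings at 0, 0.5 and 2 hpe and 10 cuttings at 24 and 72 hpe. Cy3-labeled RNA was hybridized to 1-color arrays with 15208 probes, and the deposited values are quantile-normalized. By the methods section the best-performing probes of each gene were selected, but 97.3% of the deposited values had the rank of the median over all probes of the gene. The deposited table holds 600 genes of P. axillaris, 653 genes of P. inflata and 1437 normalization targets. Its decimal marks had been lost. They were restored as powers of 10 from the scanner values, with a largest distance of 0.125 decades from a whole power. The restored values gave all 862 log2 fold changes of Supplementary Tables S3 and S4, with a largest difference of 0.0050. Gene symbols and families were taken from these tables, from Table S1 and from the figures.
Log2 values were fitted with limma, per species over its 39 arrays and 13 groups, which leaves 26 residual degrees of freedom. A gene was called higher or lower where its log2 fold change against 0 hpe exceeded 2 in size with a Benjamini-Hochberg adjusted p under 0.05 over the genes of the species. Means are given ± SD in normalized units, and log2 fold changes with the SE of the fit. A gene was taken as not above background in a group where no probe was well above background, or where no array's value passed the lowest signal well above background. A level taken as measured can thus rest on a single array. The change of such a gene is given as a bound against that signal, written as at least or as or lower. The adjusted p beside a bound is that of the fitted change, whose size is not measured, and does not test the bound. The fit takes a common spread for a gene over all groups. Where many groups lie at background, a very small p can thus reflect the small scatter of background values. Values given for other settings or without single arrays are fitted changes too. The families hold 418 of the 420 genes that the study listed as changed in these samples, so a count within a family is not independent evidence of its direction. Adjusting p over such a list alone could hardly change a count, since its genes had been picked as changed. Equal counts after it are therefore no support. With 3 arrays against 3, the number of arrays limits the precision, and the smallest p of an exact permutation test is 0.10.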

The intensive rooting of both species observed after 16 to 18 days (**Figure 2**) reflected a temporal progression of AR formation similar to that of histologically characterized *P. hybrida* Mitchell, which also showed intensive rooting after 16 days under the same conditions (Klopotek et al., 2010). Thus, a similar timing of the rooting phases in *P. axillaris* and *P. inflata* can be expected. According to the phase characterization of *P. hybrida* Mitchell (Klopotek et al., 2010), the transcriptome of the stem bases of *P. axillaris* and *P. inflata* was analyzed during the early induction phase (0.5 and 2 hpe), the central root induction phase (24 hpe), and the expected start of root initiation (72 hpe), and was compared with the respective transcriptome at 0 hpe, the time of excision. 

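Cutting the shoot was followed by changes of hormone-related transcripts in the stem base from the first time point, and the most genes had changed at 72 hpe. In P. axillaris, 42 genes were higher and 21 lower at 0.5 hpe, 52 and 13 at 2 hpe, 30 and 35 at 24 hpe, and 59 and 55 at 72 hpe, of 600 genes. In P. inflata, 43 were higher and 11 lower at 0.5 hpe, 63 and 26 at 2 hpe, 46 and 29 at 24 hpe, and 75 and 69 at 72 hpe, of 653 genes. Of the genes called at 72 hpe, 31 in P. axillaris and 33 in P. inflata were not above background at 0 hpe. A further 12 and 13 were not above it at 72 hpe, so the sizes of these changes are not measured. Of the genes called at 0.5 hpe, 10 and 12 were not above background at 0 hpe. The largest fitted rise in P. axillaris was that of the OPR gene Peaxi162Scf00970g00165.1, of an enzyme family of JA synthesis, from 11.2 ± 2.03 to 3196 ± 1109.5 at 2 hpe, a log2 fold change of 8.11 (SE 0.53, n = 3, adjusted p = 2.87e-13). In P. inflata it was that of the gene Peinf101Scf00686g01014.1 of a pleiotropic drug resistance (PDR) transporter, with at least 7.89 (n = 3, adjusted p = 8.21e-13) at 72 hpe. The largest falls were those of SAUR68-like, an auxin-responsive gene, in P. axillaris with -5.18 (SE 0.39, adjusted p = 2.42e-12), and of the D27 gene Peinf101Scf02382g01034.1 in P. inflata with -5.43 (SE 0.22, adjusted p = 2.29e-18), both at 72 hpe.
The counts depended on the setting. With normexp background correction the genes higher and lower in order of time were 15 and 8, 17 and 0 (limma, 0 also at an unadjusted p), 6 and 2, and 13 and 15 in P. axillaris, and 27 and 1, 22 and 1, 12 and 4, and 19 and 25 in P. inflata. Under slide as a fixed block they were 45 and 6 at 0.5 hpe and 17 and 17 at 24 hpe in P. axillaris, and 14 and 10, 6 and 7, and 34 and 32 at 2, 24 and 72 hpe in P. inflata. Scaling to the 75th percentile gave 45 and 32 at 24 hpe in P. axillaris, and scaling to the normalization probes 30 and 55.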

The lists, numbers, and ratios of up- and downregulated genes per species and time point for different gene categories and families are compiled in **Supplementary Table S3**.

The absolute and relative numbers of up- and downregulated genes of different hormonal categories in the stem base of the two species are illustrated in **Figures 3**, **4**. 

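Transcription factors of the ethylene response factor (ERF) family and JA genes were among the first to rise in the stem base. Of 29 listed JA genes of P. axillaris, 6 were higher at 0.5 hpe and 13 at 2 hpe, and of 34 of P. inflata, 14 and 17 were higher (equal when adjusted over the list alone). Of 51 and 47 listed interaction genes, 23 and 18 were higher at 0.5 hpe and 16 and 20 at 2 hpe in P. axillaris and P. inflata (equal when adjusted over the list alone). ERF25 of P. axillaris (Peaxi162Scf00102g01420.1) rose by 5.83 (SE 0.78, n = 3, adjusted p = 4.33e-07) at 0.5 hpe. In P. inflata, ERF26 (Peinf101Scf00145g09001.1) went from 4.57 ± 2.09 (not above background) to 591 ± 173 at 0.5 hpe, a log2 fold change of at least 5.17 (n = 3, adjusted p = 4.04e-12). At 2 hpe, genes of the RAP group, which are AP2/ERF-type factors, rose by 4.24 (SE 0.40, adjusted p = 7.11e-10) in P. axillaris (Peaxi162Scf00882g00021.1) and by 5.21 (SE 0.44, adjusted p = 1.59e-10) in P. inflata (Peinf101Scf00149g02001.1). The PDR transporter gene Peaxi162Scf00038g01035.1 of P. axillaris rose by 4.81 (SE 0.30, adjusted p = 1.06e-13) at 2 hpe. The study chose both lists on these samples, so their counts are not independent evidence of the direction.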

In both species, genes of the JA and hormonal interaction categories showed upregulation as early as 0.5 hpe and reached numbers at 2 hpe that were at or near the maximum level reached over the analyzed period. This was followed by a slight decline in the number of upregulated genes until 24 hpe, before the absolute and relative numbers increased again until 72 hpe (**Figures 3A, B**). 

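Fewer JA and interaction genes were higher at 24 hpe than at 2 hpe, and more again at 72 hpe. JA genes higher at 24 and 72 hpe numbered 4 and 8 in P. axillaris and 9 and 18 in P. inflata (the same when adjusted over the list alone). For the interaction genes the counts were 12 and 21 in P. axillaris and 12 and 18 in P. inflata (the same when adjusted over the list alone, on lists the study chose on these samples). PDR transporter genes of P. inflata went both ways, with 4 higher and 7 lower at 24 hpe and 4 and 5 at 72 hpe (4 and 1 at both times with normexp background correction, 4 and 3 at 72 hpe with scaling to the normalization probes). Among them Peinf101Scf00437g01014.1 rose by 5.07 (SE 0.54, adjusted p = 1.19e-08) at 24 hpe and 6.43 at 72 hpe. The PDR gene Peaxi162Scf00423g00137.1 of P. axillaris rose by 2.82 (SE 0.51, adjusted p = 4.81e-05) and 5.08 at the same times. The RAP gene Peaxi162Scf00065g01120.1 of P. axillaris rose by 6.04 (SE 0.54, adjusted p = 1.31e-10) at 72 hpe. A gene of the AINTEGUMENTA-like (AIL) factors, which act in meristems, Peaxi162Scf01142g00028.1, was not above background at 0 hpe and rose at least 9.46-fold (n = 3, adjusted p = 4.12e-13) at 72 hpe. Whether the number of called genes differed between time points was not tested. 3 of the 6 values fell short of the threshold with slide as a fixed block, 1 with normexp background correction.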

*P. inflata* reached higher numbers and ratios of upregulated JA-related genes than *P. axillaris* at 0.5, 24, and 72 hpe. 

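The share of JA genes higher in the stem base was compared between the species, and no difference passed its test. The study's tables count 59 JA genes for P. axillaris and 72 for P. inflata, and their gene totals differ from the 600 and 653 deposited genes, which carry no annotation. On these numbers the shares higher were 10.2% and 19.4% at 0.5 hpe (p = 0.222), 22.0% and 23.6% at 2 hpe (p = 1), 6.78% and 12.5% at 24 hpe (p = 0.382) and 13.6% and 25.0% at 72 hpe (p = 0.125, 2-sided Fisher's exact tests). The smallest adjusted p among 12 such tests was 0.376. These tests, and those of auxin genes below, take genes as independent units and do not carry the spread between replicates. The direction depended on the setting at 2, 24 and 72 hpe, while no setting reversed it at 0.5 hpe. In percentage points, P. inflata minus P. axillaris, the difference of 1.58 at 2 hpe became -2.59 with either test of the methods section, with the compared groups or the section alone and with values floored, -2.45 with normexp background correction and -1.20 with dim genes left out, with scaling to the normalization probes and without 0 hpe replicate 2 or 3. At 24 hpe it became -0.612 with the adjusted test of the methods section and -1.22 with the compared groups alone, and with slide as a fixed block it was -14.8, -5.08 and -8.31 at 2, 24 and 72 hpe. In P. inflata at 72 hpe the OPR gene Peinf101Scf01768g00049.1, of an enzyme family late in JA synthesis, was not above background at 0 hpe and rose at least 12.3-fold (n = 3, adjusted p = 8.51e-07). The AOS gene Peinf101Scf03777g00014.1, of a family early in JA synthesis, went from 3.86 ± 0.396 (not above background) to 190.1 ± 78.7, a log2 fold change of at least 3.48 (n = 3, adjusted p = 8.29e-07). 1 of 2 changes named missed the threshold with each of normexp background correction and slide as a fixed block.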

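Lower transcript levels were found among the JA genes of P. axillaris at 24 and 72 hpe and among the interaction genes of both species. JA genes lower at 0.5, 2, 24 and 72 hpe numbered 0, 1, 6 and 6 in P. axillaris and 0, 1, 0 and 0 in P. inflata, and unadjusted p gave the same counts. Interaction genes lower numbered 2, 3, 2 and 3 in P. axillaris and 0, 2, 8 and 6 in P. inflata (both lists equal when adjusted over the list alone, and chosen by the study on these samples). The ERF13 genes Peaxi162Scf00475g00071.1 and Peaxi162Scf00672g00031.1 of P. axillaris fell at 2 hpe, with log2 fold changes of -3.15 (SE 0.34, adjusted p = 7.15e-09) and -3.47 (SE 0.26, adjusted p = 5.76e-12). In P. inflata the PDR transporter gene Peinf101Scf01236g01009.1 fell at 24 hpe (-3.36, SE 0.43, adjusted p = 2.79e-07), another, Peinf101Scf00476g08026.1, at 24 hpe (-2.59) and 72 hpe (-2.92), and the AIL gene Peinf101Scf01633g11068.1 at 72 hpe (-3.44, SE 0.46, adjusted p = 2.75e-07). With normexp background correction 2 JA genes of P. axillaris were higher and 0 lower at 24 hpe. 5 of these 6 values missed the threshold with normexp background correction, 3 with slide as a fixed block, 1 with the adjusted test of the methods section.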

Only a few genes of the JA- and interaction category were downregulated. SL-related genes showed almost exclusive downregulation in both species. This applied to genes of the *carotenoid cleavage dioxygenase* (*CCD*) family and the *carotenoid isomerase* gene *D27* (**Supplementary Table S3**), which control SL biosynthesis (Al-Babili and Bouwmeester, 2015). 

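A D27 gene fell in the stem base of each species. D27 codes for a carotenoid isomerase, the first enzyme of SL synthesis. Its gene Peaxi162Scf01257g00030.1 in P. axillaris went from 679 ± 44.6 at 0 hpe to 32.5 ± 22.3 at 24 hpe, and its log2 fold change was -2.32 at 2 hpe, -4.59 (SE 0.30, n = 3, adjusted p = 1.36e-12) at 24 hpe and -4.46 at 72 hpe. In P. inflata Peinf101Scf02382g01034.1 had -2.67 (SE 0.22, adjusted p = 6.26e-11) at 2 hpe and -3.87 at 24 hpe. The CCD genes, whose enzymes cleave carotenoids, moved both ways in P. inflata at 72 hpe. Peinf101Scf01005g03021.1 had -4.87 (SE 0.32, adjusted p = 2.87e-13) and Peinf101Scf00655g04020.1 had -3.72 (SE 0.30, adjusted p = 1.87e-11), while Peinf101Scf00728g04010.1 rose by at least 3.39 (adjusted p = 1.8e-09). Of the listed SL genes, 1 in P. axillaris and 7 in P. inflata, the genes lower at 0.5, 2, 24 and 72 hpe numbered 0, 1, 1 and 1, and 0, 2, 3 and 3 (the same when adjusted over the list alone, on lists the study chose on these samples). The genes higher numbered 0 in P. axillaris at each time, also with unadjusted p, and 0, 0, 1 and 2 in P. inflata. 2 of 8 values no longer met the threshold with each of normexp background correction and slide as a fixed block.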

The highest numbers of DEGs were found in the auxin category. 

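Auxin genes made up the largest list of changed genes, 108 in P. axillaris and 141 in P. inflata, chosen by the study on these samples. They belong to families of auxin synthesis, transport, repression and response, and the families moved in different directions. At 72 hpe in P. axillaris PIN5 (Peaxi162Scf00309g00112.1), the gene of an auxin carrier of the endoplasmic reticulum, rose from 7.16 ± 1.83 to 261 ± 79.4, a log2 fold change of 5.17 (SE 0.32, n = 3, adjusted p = 4.34e-14). The SAUR gene Peaxi162Scf00334g00610.1, of a family of rapid auxin response genes, fell at 72 hpe with -4.71 (SE 0.35, adjusted p = 1.92e-12). In P. inflata at 72 hpe the GRAS gene Peinf101Scf01186g00006.1, of a family of transcription regulators, rose by 5.27 (SE 0.45, adjusted p = 4.15e-11). The TAR gene Peinf101Scf00889g19036.1, of a family early in auxin synthesis, fell with -3.73 or lower (adjusted p = 1.62e-09). 2 of these 4 changes fell short of the threshold with normexp background correction.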

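The number of changed auxin genes was largest at 72 hpe, and falls outnumbered rises at that time in both species. In P. axillaris 13, 23, 14 and 30 auxin genes were higher at 0.5, 2, 24 and 72 hpe and 19, 8, 26 and 45 lower. In P. inflata 11, 26, 24 and 37 were higher and 11, 20, 18 and 59 lower (all counts equal when adjusted over the list alone, on lists the study chose on these samples). The GH3 gene Peaxi162Scf00016g02523.1, of a family whose enzymes conjugate auxin, was higher in P. axillaris at 0.5 hpe (4.61, SE 0.38, adjusted p = 6.16e-11), 2 hpe (3.64) and 72 hpe (2.88). LBD33 (Peaxi162Scf00658g00051.1), of the family of lateral organ boundaries factors, rose at 24 hpe (at least 1.52) and at 72 hpe (at least 3.58, adjusted p = 8.95e-14). The SAUR gene Peaxi162Scf00640g00057.1 fell, with -2.73 at 2 hpe, -3.50 at 24 hpe and -4.27 (SE 0.28, adjusted p = 1.11e-13) at 72 hpe. With slide as a fixed block, 14 auxin genes of P. axillaris were higher and 2 lower at 0.5 hpe, and with values floored 9 of P. inflata were higher and 13 lower at 24 hpe. 8 of the 8 values fell short of the threshold with normexp background correction, 1 with each of slide as a fixed block and values floored at the lowest signal above background.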

In both species, the numbers of up- and downregulated auxin-related genes increased over time, reaching the highest values at 72 hpe. At 24 and 72 hpe, more auxin-related genes were upregulated in *P. inflata* than in *P. axillari*s. 

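The share of auxin genes that were higher was compared between the species, and no difference passed its test. Of the 382 auxin genes of P. axillaris and 430 of P. inflata by the study's tables, 3.40% and 2.56% were higher at 0.5 hpe (p = 0.537), 6.02% and 6.05% at 2 hpe (p = 1), 3.66% and 5.58% at 24 hpe (p = 0.244) and 7.85% and 8.60% at 72 hpe (p = 0.799, 2-sided Fisher's exact tests). The direction depended on the setting at 2, 24 and 72 hpe, where the difference, P. inflata minus P. axillaris, turned to -3.61, -0.408 and -2.56 percentage points with slide as a fixed block and to -1.05, -0.263 and -0.381 with values floored. It was also negative at 2 and 24 hpe with the adjusted test of the methods section (-0.410 and -0.0889), at 2 hpe with the unadjusted test, the section alone, arithmetic means, replicate number as a block, scaling to the 75th percentile or the normalization probes and without 0 hpe replicate 1 or 2 or later replicate 2 or 3, and at 72 hpe with 75th-percentile scaling, the brightest probe and normexp background correction. In P. inflata the GRAS gene Peinf101Scf00576g03024.1 was higher at 72 hpe (at least 2.81, adjusted p = 1.6e-09), and the SAUR gene Peinf101Scf01514g03006.1 rose from 29.2 ± 9.08 to 245 ± 8.33, a log2 fold change of 3.12 (SE 0.41, n = 3, adjusted p = 1.97e-07). In P. axillaris the SAUR gene Peaxi162Scf01502g00007.1 was higher at 24 hpe (at least 3.17, adjusted p = 1.51e-10) and 72 hpe (at least 4.62). SAUR proteins act in auxin-driven cell expansion. 3 of 4 changes named missed the threshold with normexp background correction, 2 with each of the brightest probe of each gene and slide as a fixed block. Peinf101Scf00576g03024.1 (72 hpe) was -0.11 with the brightest probe of each gene.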

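The share of auxin genes that were lower was compared between the species too, and no difference passed its test. The shares lower in P. axillaris and P. inflata, of the same numbers of genes, were 4.97% and 2.56% at 0.5 hpe (p = 0.0922), 2.09% and 4.65% at 2 hpe (p = 0.0540), 6.81% and 4.19% at 24 hpe (p = 0.120) and 11.8% and 13.7% at 72 hpe (p = 0.462, 2-sided Fisher's exact tests). The difference, P. inflata minus P. axillaris, changed sign to 2.27, -0.640 and -1.34 percentage points at 0.5, 2 and 72 hpe with slide as a fixed block, to -0.175 at 2 hpe with values floored and to 0.289 at 24 hpe with the brightest probe of each gene. At 0.5 hpe in P. axillaris the SAUR genes Peaxi162Scf00684g00013.1 and Peaxi162Scf00362g00108.1, both rapid auxin response genes, fell with -3.12 (SE 0.24, adjusted p = 1.61e-11) and -3.09. At 72 hpe in P. inflata the SAUR gene Peinf101Scf02251g02001.1 went from 496 ± 153 to 36.5 ± 19.7, a log2 fold change of -3.87 (SE 0.39, n = 3, adjusted p = 1.15e-09). 1 of these 3 values missed the threshold with each of normexp background correction and slide as a fixed block.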

At 0.5 and 24 hpe, more auxin-related genes were downregulated in *P. axillaris* than in *P. inflata*, whereas the opposite pattern was found at 2 and 72 hpe. Considering the overall dynamics of gene transcription of the four hormonal categories, genes of the JA and interaction categories appeared as early responders, showing approximately the maximum number of upregulated genes already before the most comprehensive response of auxin-related genes was recorded. 

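Many genes called at 1 time point were called in the same direction at the next. In P. axillaris 19 genes were higher at both 0.5 and 2 hpe and 24 at both 24 and 72 hpe, and in P. inflata 29 and 37. Genes lower at both times numbered 4 and 28 in P. axillaris and 1 and 23 in P. inflata. For independent lists the overlaps would be 3.64 and 2.95 higher in P. axillaris and 4.15 and 5.28 in P. inflata. All times share the arrays at 0 hpe, so part of the excess may come from the shared arrays. Unchanged groups simulated against them gave 0 shared calls in 100 simulations, which decides nothing, since unchanged genes hardly reach the threshold. Between the changes at 2 times the simulations gave correlations of 0.49 to 0.50 and covariances of 0.048 to 0.068. The data gave correlations of 0.33 to 0.78 and covariances of 0.52 to 1.85. Among the early genes, the JAZ gene Peinf101Scf03816g00028.1 of P. inflata, a repressor of JA signaling, was higher by 6.31 (SE 0.54, adjusted p = 1.34e-10) at 0.5 hpe and 5.07 at 72 hpe. The auxin gene LBD16 (Peinf101Scf08155g00017.1), whose homologs act in the founding of lateral roots, was higher by at least 1.44 (adjusted p = 8.49e-11) at 24 hpe and at least 2.61 at 72 hpe. From the order in which the categories reached their counts, the paper describes the JA and interaction categories as appearing to respond early, before the auxin genes reached their largest number. 2 of 4 values no longer met the threshold with normexp background correction, 1 with each of slide as a fixed block and values floored at the lowest signal above background.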

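For 5 pairs of like-named genes the change in the stem base was compared between the species, and P. inflata had the larger rise or smaller fall in the 5 of 20 differences that passed the test. Other like-named genes were not compared in this way, so the result covers these pairs and not the response of the species in general. ILR1-like2, whose enzyme frees auxin from amino acid conjugates, differed by 2.26 (SE 0.58, adjusted p = 0.0027) in log2 fold change at 0.5 hpe, P. inflata minus P. axillaris, by 2.38 (SE 0.58, adjusted p = 0.0027) at 2 hpe and by 1.75 (SE 0.58, adjusted p = 0.0179) at 72 hpe. The conjugating gene GH3.1 differed by 2.15 (SE 0.73, adjusted p = 0.0179) at 24 hpe, and the auxin response gene SAUR68-like by 1.70 (SE 0.57, adjusted p = 0.0179) at 24 hpe. The differences of the root-related factor LBD41, 1.73 at 24 hpe (adjusted p = 0.0837), and of the response factor ARF11 did not pass. The 2 species carry different probes for a pair. Read with the same probes on the arrays of both species, the difference kept its direction with a size over 1 in 5 of 5 cases, and with values floored 3 of 5 passed. GH3.1 at 24 hpe, ILR1-like2 at 72 hpe and SAUR68-like at 24 hpe lost an adjusted p under 0.05 with the compared groups alone, with scan day as a fixed block, with 75th-percentile scaling and with the brightest probe, which gave 0.08 for SAUR68-like, and without single arrays as few as 2 differences passed. GH3.1 of P. axillaris was not above background at 0 hpe, so its difference rests on a level that is not measured. ILR1-like2 of P. inflata at 0 hpe lay under the lowest signal well above background in replicates 1 and 2. The sizes of its differences thus rest in part on signal near the background.

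**Figure D1:**
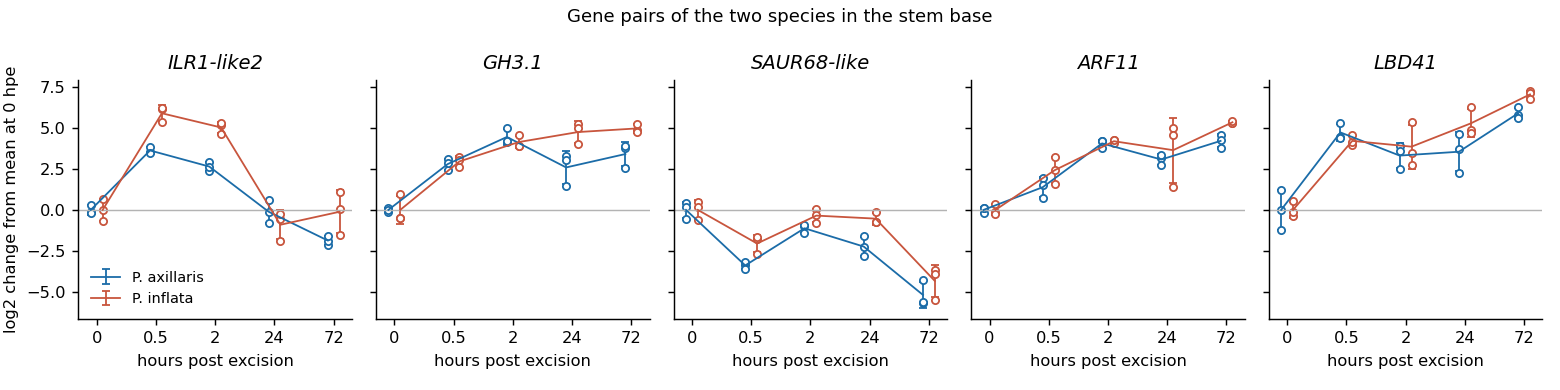
Log2 change of the normalized value from the mean at 0 hpe in the stem base, by time after excision, for 5 like-named genes of the 2 species. Points are single arrays, lines join the means of 3 and bars are SD. The change of ILR1-like2 in P. inflata lies above that in P. axillaris at 0.5 and 2 hpe.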

*Petunia inflata* displayed more frequent upregulation of JA- and auxin-related genes than *P. axillaris*.

**Figure 3:**
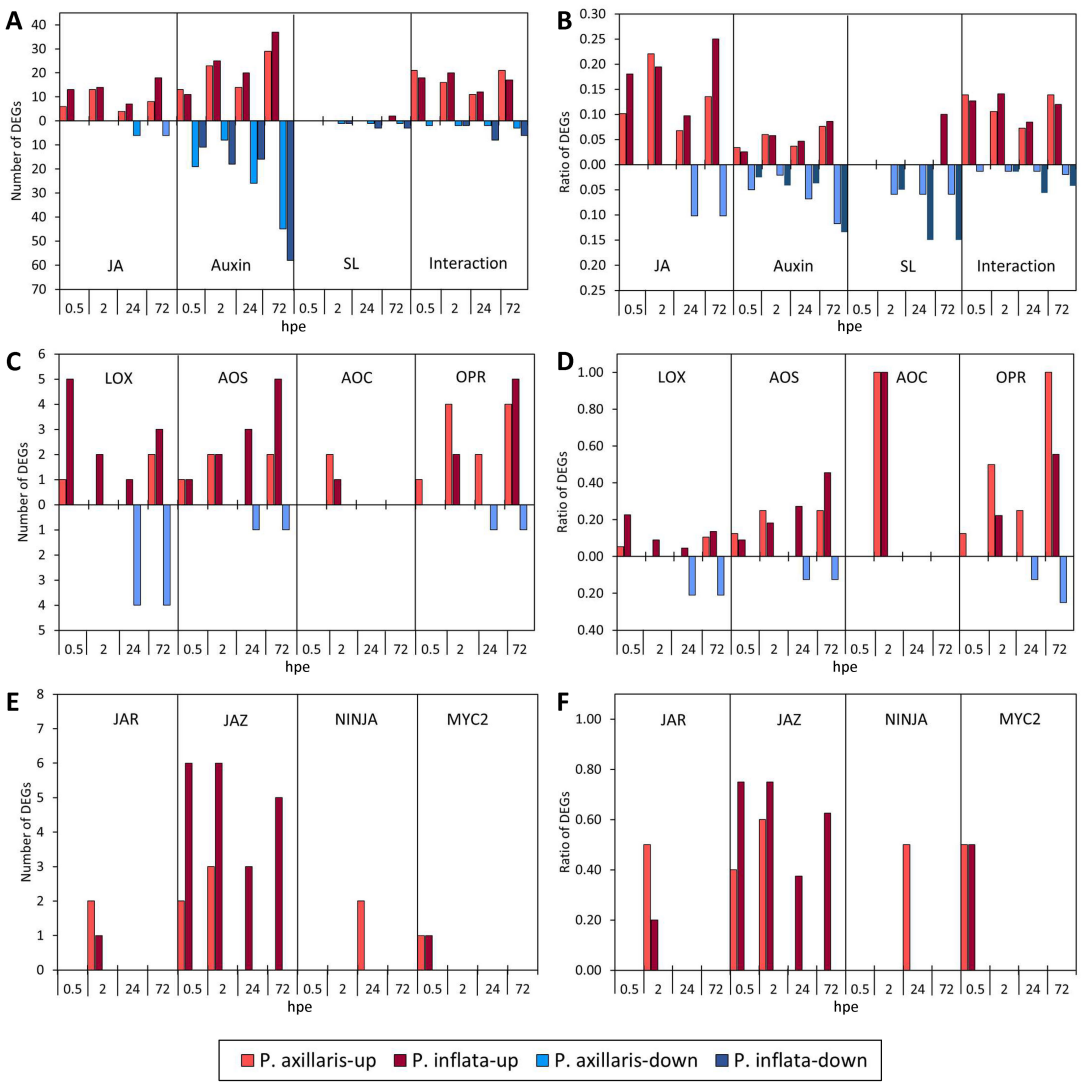
Number and ratio of up- and downregulated genes (DEGs) of different hormonal categories **(A, B)** and of JA-related genes **(C**–**F)** in the stem base of *P. axillaris* and *P. inflata* in response to cutting excision over time. Microarray data. Genes that showed a significantly different expression at the specified time point compared to the initial expression at 0 hours post excision (hpe) were counted. Criteria: *t*-test (*p* < 0.05) and log2 FC > 2 or < −2. Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hpe or 0, 0.5, and 2 hpe, respectively.

**Figure 4:**
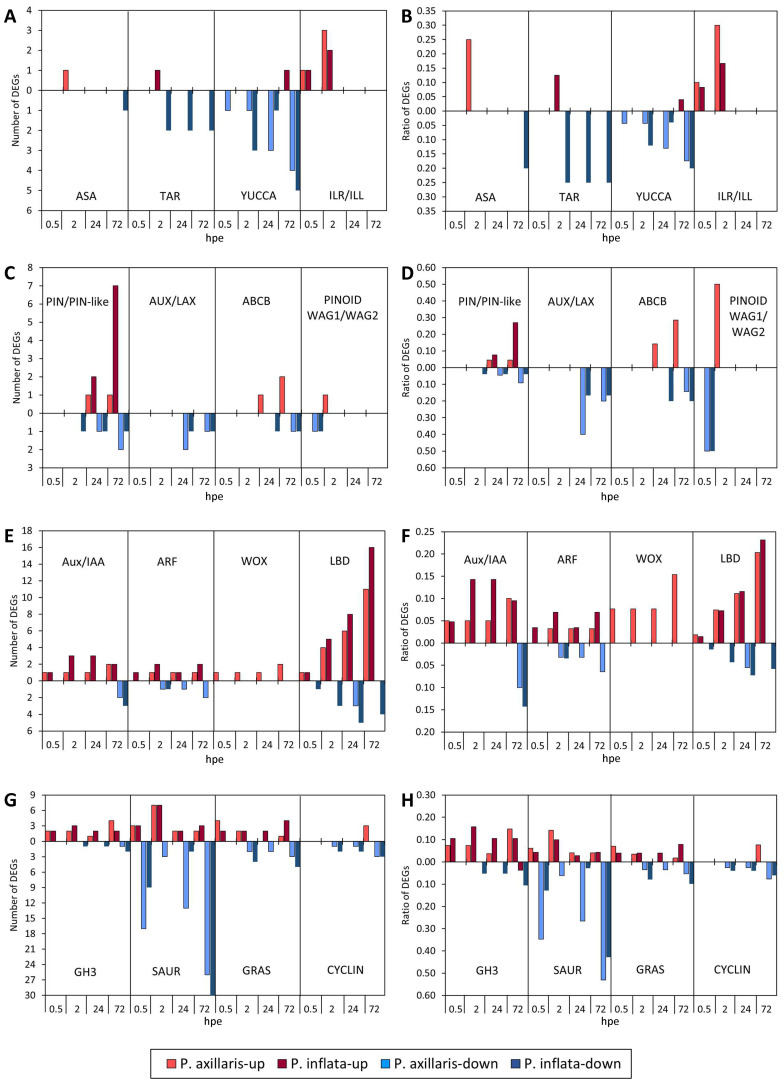
Number and ratio of up- and downregulated auxin-related genes (DEGs) of different categories **(A-H)** in the stem base of *P. axillaris* and *P. inflata* in response to cutting excision over time. Microarray data. Genes that showed a significantly different expression at the specified time point compared to the initial expression at 0 hours post excision (hpe) were counted. Criteria: *t*-test (*p* < 0.05) and log2 FC > 2 or < −2. Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hpe or 0, 0.5, and 2 hpe, respectively.

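Some genes for the middle steps of JA synthesis rose in the stem base of both species within 2 h. AOS, which makes the unstable allene oxide, rose in P. axillaris (Peaxi162Scf00280g00065.1) from 176 ± 31.1 to 4664 ± 132 at 0.5 hpe, a log2 fold change of 4.75 (SE 0.27, n = 3, adjusted p = 1.62e-14), and stayed at 4.48 at 2 hpe. In P. inflata AOS (Peinf101Scf00181g03002.1) rose by 5.28 (SE 0.36, adjusted p = 1.57e-12) and 5.84, and a further AOS gene (Peinf101Scf01180g00002.1) by at least 3.17 (adjusted p = 2.15e-11) at 2 hpe. OPR, which reduces OPDA, rose at 2 hpe in P. axillaris by at least 7.16 (adjusted p = 3.01e-15) (Peaxi162Scf00970g00114.1), and in P. inflata at least 8.69-fold (n = 3, adjusted p = 4.55e-06) from a level not above background (Peinf101Scf01768g00049.1). Of the 5 and 9 listed AOS genes, 1 and 1 were higher at 0.5 hpe and 2 and 4 at 2 hpe in P. axillaris and P. inflata, and of the 7 and 6 OPR genes 1 and 0 and then 4 and 3 (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). At 24 and 72 hpe in P. inflata, 3 and 5 AOS and 1 and 5 OPR genes were higher, among them the AOS gene Peinf101Scf03539g00043.1 (at least 2.78 and at least 3.39) and the OPR gene Peinf101Scf00914g07044.1 (at least 5.51). 4 of these 10 changes fell short of the threshold with normexp background correction, 2 with slide as a fixed block.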

Among the genes putatively controlling JA biosynthesis, genes of the *lipoxygenase* (*LOX*), the *allene oxide synthase* (*AOS*), the *allene oxide cyclase* (*AOC*), and the *12-oxophytodienoic acid* (OPDA) *reductase* (*OPR*) families were upregulated in both species at 0.5 and 2 hpe, and in *P. inflata*, also at the later time points (**Figures 3C, D**). 

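LOX enzymes open JA synthesis by oxidizing linolenic acid, and some of their genes were higher in P. inflata at 0.5 hpe and later. Of 8 listed LOX genes, 6 were higher at 0.5 hpe, 2 at 2 hpe, 1 at 24 hpe and 3 at 72 hpe (equal when adjusted over the list alone, on a list the study chose on these samples). Peinf101Scf00380g00035.1 went from 4.20 ± 1.80 (not above background) to 179.9 ± 21.4 at 0.5 hpe, a log2 fold change of at least 3.49 (n = 3, adjusted p = 6.95e-08), and had at least 3.62 at 2 hpe. At 0.5 hpe Peinf101Scf00746g03012.1 rose by 2.86 (SE 0.34, adjusted p = 7.68e-08) and Peinf101Scf02191g01074.1 by 2.68. Peinf101Scf00633g00019.1 was higher by 3.86 at 2 hpe, 4.89 at 24 hpe and 6.92 (SE 0.71, adjusted p = 1.54e-09) at 72 hpe. 4 of the 7 values fell short of the threshold with slide as a fixed block, 3 with normexp background correction, 1 with the adjusted test of the methods section.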

In *P. inflata*, five and two *LOX* genes were upregulated at 0.5 and 2 hpe, respectively. By contrast, *P. axillaris* showed only one *LOX* gene upregulated at 0.5 hpe, but exhibited an exclusive downregulation of four *LOX* genes, one *AOS* gene, and one *OPR* gene at 24 and 72 hpe. 

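In P. axillaris, LOX, AOS and OPR genes moved both ways. Of 7 listed LOX genes 1 was higher at 0.5 hpe and 0 at 2 hpe, 4 were lower at 24 hpe, and 2 were higher and 4 lower at 72 hpe. AOS genes higher and lower numbered 0 and 1 at 24 hpe and 2 and 1 at 72 hpe, and OPR genes 2 and 1 and then 4 and 1 (all the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). The LOX gene Peaxi162Scf00582g00076.1, of the first step of JA synthesis, rose by 2.46 (SE 0.37, adjusted p = 2.81e-06) at 0.5 hpe. The LOX gene Peaxi162Scf00895g00019.1 fell from 102 ± 33.0 to 5.41 ± 2.03 (not above background) at 24 hpe, with -3.22 or lower (n = 3, adjusted p = 1.08e-08), and had -3.44 or lower at 72 hpe, while Peaxi162Scf00037g00636.1 was not above background at 0 hpe and rose at least 46.7-fold (adjusted p = 7.98e-17) at 72 hpe. AOS Peaxi162Scf00115g00115.1 had -2.63 (SE 0.33, adjusted p = 1.53e-07) at 24 hpe and AOS Peaxi162Scf00007g00122.1 had -3.50 at 72 hpe. OPR, which acts late in JA synthesis, fell for Peaxi162Scf00088g01321.1 (-2.35 at 24 hpe and -4.58 at 72 hpe) and rose for Peaxi162Scf00970g00114.1 (at least 5.21 and at least 5.88, adjusted p = 5.12e-14). 6 of 10 changes named missed the threshold with normexp background correction, 2 with the brightest probe of each gene, 1 with each of the adjusted test of the methods section and slide as a fixed block.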

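AOC, whose enzyme sets the stereochemistry of the JA precursor OPDA, rose at 2 hpe in both species. In P. axillaris Peaxi162Scf01327g00134.1 went from 1278 ± 282 to 9546 ± 2665, a log2 fold change of 2.88 (SE 0.31, n = 3, adjusted p = 6.06e-09), and Peaxi162Scf01955g00005.1 had 2.70 (SE 0.29, adjusted p = 6.06e-09). In P. inflata Peinf101Scf01858g02034.1 went from 1293 ± 282 to 8874 ± 1863, with 2.78 (SE 0.34, n = 3, adjusted p = 8.28e-08). These are 2 of 2 and 1 of 1 listed AOC genes (unchanged when adjusted over the list alone, lists chosen by the study on these samples). At 0.5 hpe the log2 fold change was 1.70 (SE 0.31, adjusted p = 5.46e-05) for the first gene of P. axillaris and 1.74 (SE 0.34, adjusted p = 0.000175) for that of P. inflata. 1 of these 3 values missed the threshold with slide as a fixed block.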

At 2 hpe, both species showed upregulation of all *AOC* genes, two in *P. axillaris* and one in *P. inflata*. In *P. axillaris*, two genes that constituted 50% of the analyzed *JA-amino acid synthetase* (*JAR*) family and control the conversion of JA into the biologically active conjugate jasmonoyl-isoleucine (JA-Ile), were upregulated at 2 hpe, whereas in *P. inflata*, only one *JAR* gene showed such a response (**Figures 3E, F**). 

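JAR enzymes join JA to isoleucine and so make its active form, and their listed genes rose at 2 hpe. In P. axillaris Peaxi162Scf00218g00029.1 went from 103 ± 41.1 to 3963 ± 1186, a log2 fold change of 5.28 (SE 0.31, n = 3, adjusted p = 4.34e-14), and Peaxi162Scf00403g00063.1 rose by 2.39 (SE 0.19, adjusted p = 2.19e-11). In P. inflata Peinf101Scf01602g00006.1 rose by 2.41 (SE 0.19, adjusted p = 2.46e-11). These are 2 of 2 and 1 of 1 listed JAR genes (equal when adjusted over the list alone), on lists that hold the genes the study found changed in these samples. 1 of 3 values no longer met the threshold with each of the brightest probe of each gene and normexp background correction.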

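JAZ genes, which JA itself switches on, were higher in part at 0.5 hpe in both species, and in P. inflata some were higher at all 4 times. Of 3 and 6 listed JAZ genes, 2 and 6 were higher at 0.5 hpe, 3 and 6 at 2 hpe, 0 and 3 at 24 hpe and 0 and 5 at 72 hpe in P. axillaris and P. inflata (the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). In P. axillaris Peaxi162Scf00928g00130.1 rose by 3.62 (SE 0.45, adjusted p = 1.16e-07) at 0.5 hpe and Peaxi162Scf00533g00059.1 by 2.31 (SE 0.28, adjusted p = 7.53e-08) at 2 hpe. In P. inflata Peinf101Ctg13655775g00003.1 went from 70.7 ± 34.4 to 4136 ± 401 at 0.5 hpe, a log2 fold change of 5.97 (SE 0.51, n = 3, adjusted p = 1.34e-10), and was at 3.37 at 24 hpe and 4.84 at 72 hpe. Peinf101Scf03815g00017.1 had 5.94, 4.83, 3.24 and 4.83 in order of time. The difference between species was not tested. 4 of these 9 changes fell short of the threshold with slide as a fixed block, 2 with each of the adjusted test of the methods section and a fit of the compared groups alone.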

Corresponding to the higher number of upregulated *LOX* and *AOS* genes in *P. inflata*, this species also showed a higher number of upregulated *jasmonate zim domain* (*JAZ)* genes at all time points (**Figures 3E, F**). JAZ proteins function as repressors of JA signaling; however, their genes also belong to the early JA-responsive genes (Wasternack and Hause, 2013). One gene of the basic helix–loop–helix transcription factor myelocytomatosis 2 (MYC2), which acts as a positive regulator of the JA signaling and also belongs to the early JA-responsive genes, was upregulated at 0.5 hpe in each species, before two *novel interactor of JAZ* (*NINJA*) genes were upregulated at 24 hpe only in *P. axillaris*.

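MYC2, the transcription factor that activates JA response genes, rose at 0.5 hpe in both species. In P. axillaris Peaxi162Scf00045g00011.1 went from 1153 ± 334 to 6422 ± 866, a log2 fold change of 2.52 (SE 0.24, n = 3, adjusted p = 9.21e-10), and in P. inflata Peinf101Scf03526g00003.1 went from 999 ± 469 to 8986 ± 736, with 3.26 (SE 0.33, n = 3, adjusted p = 3.18e-09). NINJA, an adaptor through which JAZ proteins repress, was higher at 24 hpe in both species. Peaxi162Scf00667g00615.1 rose by 3.70 (SE 1.08, adjusted p = 0.00614) and Peaxi162Scf00175g00218.1 by 2.16 (SE 0.67, adjusted p = 0.00971) in P. axillaris, and Peinf101Scf00160g17008.1 by 2.10 (SE 0.50, adjusted p = 0.00133) in P. inflata. These are 2 of 2 and 1 of 2 listed NINJA genes (unchanged when adjusted over the list alone, lists chosen by the study on these samples). 4 of the 5 values fell short of the threshold with normexp background correction, 3 with each of the adjusted test of the methods section and scan day as a fixed block, 2 with slide as a fixed block, 1 with each of the unadjusted test of the methods section, a fit of the compared groups alone, arithmetic means and scaling to the normalization probes. Peaxi162Scf00175g00218.1 (24 hpe) was 1.82 without replicate 2 at 0 hpe and 1.84 without replicate 3 at 0 hpe and Peinf101Scf00160g17008.1 (24 hpe) was 1.95 without replicate 1 at 0 hpe and 1.39 without replicate 3 at 24 hpe.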

Most genes that putatively control auxin biosynthesis were downregulated in both species after excision of the cuttings (**Figure 4A**). This applies to one *anthranilate synthase* (*ASA*) gene downregulated in *P. inflata* at 72 hpe, two *tryptophan amino transferase* (*TAR*) genes downregulated in *P. inflata* at 2, 24, and 72 hpe, and up to four and five *YUCCA* genes, downregulated in *P. axillaris* and *P. inflata*, respectively (**Figures 4A**, **5A**). 

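YUCCA flavin monooxygenases make IAA, and some of their genes fell in the stem base of both species. YUCCA8 of P. axillaris (Peaxi162Scf00043g00098.1) went from 116 ± 65.6 at 0 hpe to 19.6 ± 17.1 at 72 hpe, a log2 fold change of -2.73 (SE 0.68, n = 3, adjusted p = 0.00114). Its values were -2.26, -2.39 and -2.34 at 0.5, 2 and 24 hpe. YUCCA8 of P. inflata (Peinf101Scf00191g44010.1) had -1.78 or lower (adjusted p = 4.24e-07) at 2 hpe, -2.74 at 24 hpe and -2.73 at 72 hpe. Of 4 and 7 listed YUCCA genes, 1 and 0 were lower at 0.5 hpe, 1 and 4 at 2 hpe, 3 and 1 at 24 hpe and 4 and 5 at 72 hpe in P. axillaris and P. inflata (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). 7 of 7 changes named missed the threshold with each of normexp background correction and slide as a fixed block, 4 with the brightest probe of each gene, 3 with the adjusted test of the methods section, 2 with scan day as a fixed block, 1 with values floored at the lowest signal above background. Peaxi162Scf00043g00098.1 (0.5 hpe) was -1.85 without replicate 3 at 0 hpe, Peaxi162Scf00043g00098.1 (2 hpe) was -1.99 without replicate 3 at 0 hpe, and Peaxi162Scf00043g00098.1 (24 hpe) was -1.93 without replicate 3 at 0 hpe.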

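Single genes of the earlier steps of auxin synthesis fell in P. inflata. ASA, which opens tryptophan synthesis, fell at 72 hpe for Peinf101Scf05604g00012.1, from 154 ± 27.1 to 33.1 ± 4.47, with -2.21 (SE 0.34, n = 3, adjusted p = 2.16e-06). TAR, which turns tryptophan into the precursor of IAA, fell for Peinf101Scf00889g19036.1 at least 6.45-fold (adjusted p = 2.35e-08) at 2 hpe, with a log2 fold change of -4.48 (SE 0.50, adjusted p = 3.45e-08) at 24 hpe. The TAR gene Peinf101Scf00500g16047.1 fell at least 2.21-fold (adjusted p = 3.3e-05) at 24 hpe and at least 3.09-fold (adjusted p = 1.56e-05) at 72 hpe, where it was not above background. Of 4 listed TAR genes 2, 3 and 2 were lower at 2, 24 and 72 hpe (the same when adjusted over the list alone, list chosen by the study on these samples). YUCCA9 genes fell at 72 hpe in P. axillaris (Peaxi162Scf00517g00115.1, -1.29 or lower) and P. inflata (Peinf101Scf03003g00006.1, -1.29 or lower). 7 of these 7 values missed the threshold with each of normexp background correction and slide as a fixed block, 4 with values floored at the lowest signal above background, 1 with the brightest probe of each gene.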

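Rises among the genes of auxin synthesis were few. ASA2 of P. axillaris (Peaxi162Scf01313g00027.1), which feeds tryptophan synthesis, went from 51.1 ± 12.6 to 479 ± 156 at 2 hpe, a log2 fold change of 3.21 (SE 0.41, n = 3, adjusted p = 1.19e-07). At 0.5 hpe it had -1.03 (SE 0.41, adjusted p = 0.0611). TAR4-like of P. inflata (Peinf101Scf00968g05012.1) rose by 2.11 (SE 0.58, adjusted p = 0.00347) at 2 hpe, and the YUCCA-type gene FMO-GS-OX-like 7 (Peinf101Scf00364g11012.1) by 2.11 (SE 0.27, adjusted p = 9.6e-08) at 72 hpe. 2 of 3 values no longer met the threshold with each of normexp background correction and slide as a fixed block, 1 with each of scan day as a fixed block, the brightest probe of each gene and values floored at the lowest signal above background. Peinf101Scf00364g11012.1 (72 hpe) was 1.90 without replicate 1 at 72 hpe and Peinf101Scf00968g05012.1 (2 hpe) was 1.98 without replicate 1 at 0 hpe and 1.94 without replicate 1 at 2 hpe.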

The only exceptions from this response were the upregulation of one *ASA* gene in *P. axillaris* at 0.5 hpe and the upregulation of one *TAR* and one *YUCCA* gene (*FMO-GC-OX-like 7*) in *P. inflata* at 2 and 72 hpe, respectively (**Figures 4A**, **5A**). However, while auxin biosynthesis was mainly downregulated at the transcriptome level, excision of cuttings stimulated a fast and strong upregulation of *ILR*/*ILL* genes that encode IAA-amino acid amidohydrolases, in both species (**Figure 4A**). This applied to one *ILR1-like2* and one *ILR1-like6* gene in both species, and additionally to one *ILR1-like4* gene in *P. axillaris* (**Figure 5B**).

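ILR/ILL amidohydrolases free auxin from its amino acid conjugates, and 1 listed gene of 3 in P. axillaris and of 2 in P. inflata was higher at 0.5 hpe. ILR1-like2 of P. axillaris (Peaxi162Scf01141g00125.1) went from 55.7 ± 11.5 to 679 ± 92.6 at 0.5 hpe, a log2 fold change of 3.62 (SE 0.35, n = 3, adjusted p = 1.64e-09). ILR1-like2 of P. inflata (Peinf101Scf01436g02013.1) went from 13.9 ± 6.42 to 789.6 ± 234, with 5.88 (SE 0.45, n = 3, adjusted p = 1.59e-11). Of 3 and 2 listed genes 1 and 1 were higher at 0.5 hpe, 3 and 2 at 2 hpe, and 0 and 0 at 24 and 72 hpe in P. axillaris and P. inflata (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples).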

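At 2 hpe ILR1-like6 had risen in both species. Its gene in P. axillaris (Peaxi162Scf00477g00817.1) went from 131 ± 58.0 to 1984 ± 468, a log2 fold change of 4.01 (SE 0.45, n = 3, adjusted p = 1.69e-08), and that of P. inflata (Peinf101Scf00421g24012.1) from 159 ± 4.15 to 1879.5 ± 729.7, with 3.50 (SE 0.34, n = 3, adjusted p = 1.99e-09). ILR1-like4 of P. axillaris (Peaxi162Scf00038g01227.1) rose by 2.28 (SE 0.21, adjusted p = 2.88e-10) at 2 hpe. ILR1-like2 was at 2.64 (SE 0.35, adjusted p = 3.08e-07) in P. axillaris and 5.02 (SE 0.45, adjusted p = 4.14e-10) in P. inflata. These amidohydrolases differ in which auxin conjugates they split. 2 of these 5 changes fell short of the threshold with normexp background correction, 1 with each of quantile normalization of the scanner values and slide as a fixed block.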

**Figure 5:**
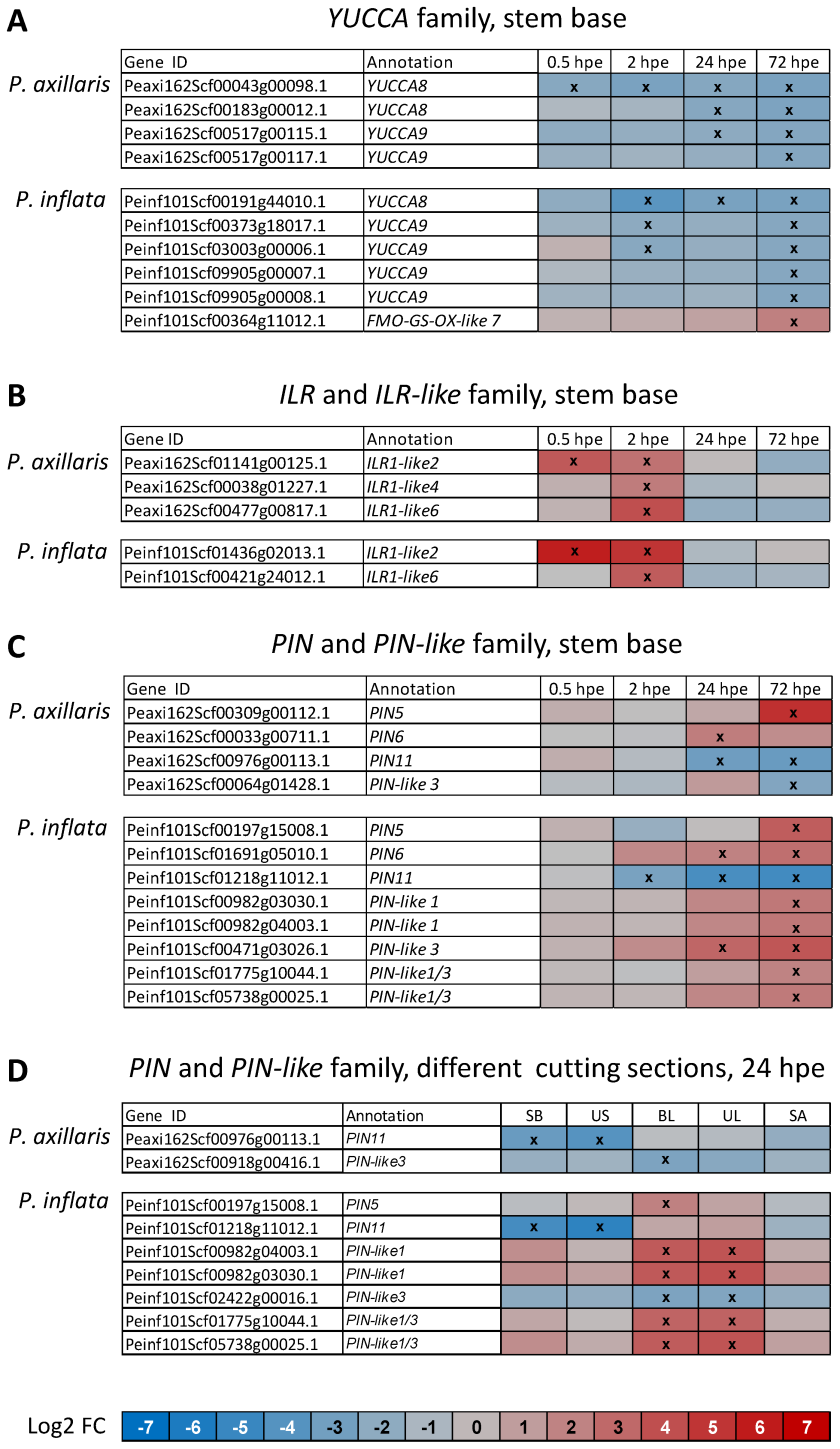
Heat maps showing the differential expression of genes of the *YUCCA* family **(A)**, the *ILL*-and *ILR-like* family **(B)**, and the *PIN* and *PIN-like* family **(C, D)** in the stem base **(A**–**C)** and in different cutting sections **(D)** of *P. axillaris* and *P. inflata* in response to cutting excision over time **(A**–**C)** or at 24 hours post excision (hpe) **(D)**. Microarray data. Crosses in the boxes indicate a significantly different expression at the specified time point compared to the initial expression at 0 hpe. Criteria: *t*-test (*p* < 0.05) and log2 FC > 2 or < −2. Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hpe or 0, 0.5, and 2 hpe, respectively. UL, upper leaves; BL, basal leaves; SB, stem base, 0.5 cm in length; US, upper stem; SA, shoot apex.

Excision of the cuttings modified the transcription of genes that control auxin transport in the stem base (**Figures 4C, D**, **5C**). 

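PIN proteins carry auxin, many of them out of cells, and PIN and PIN-like genes changed both ways in the stem base. Of 5 and 9 listed genes, 0 and 0 were higher at 0.5 and 2 hpe, 1 and 2 at 24 hpe and 1 and 7 at 72 hpe in P. axillaris and P. inflata, and 0 and 0 were lower at 0.5 hpe, 0 and 1 at 2 hpe, 1 and 1 at 24 hpe and 2 and 1 at 72 hpe (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). PIN-like3 of P. inflata (Peinf101Scf00471g03026.1) went from 27.8 ± 2.14 at 0 hpe to 241 ± 27.5 at 24 hpe, a log2 fold change of 3.11 (SE 0.22, n = 3, adjusted p = 6.89e-12), and reached 3.71 at 72 hpe. PIN6 of P. axillaris (Peaxi162Scf00033g00711.1) rose by 2.21 (SE 0.31, adjusted p = 9.13e-07) at 24 hpe. The difference in number between species was not tested. 2 of the 3 values fell short of the threshold with each of normexp background correction and slide as a fixed block, 1 with each of the brightest probe of each gene and scaling to the normalization probes.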

Upregulation of *PIN* and *PIN-like* genes started at 24 hpe and involved higher gene numbers in *P. inflata* than in *P. axillaris*. The number of upregulated *PIN* and *PIN-like* genes in *P. inflata* even strongly increased between 24 and 72 hpe, whereas in *P. axillaris*, only one gene was upregulated at both 24 and 72 hpe. The upregulation involved *PIN5* and *PIN6* in both species, while five *PIN-like* genes were additionally upregulated in *P. inflata* (**Figure 5C**). 

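Beside PIN5 and PIN6, PIN-like genes rose in P. inflata at 72 hpe, with 4 named here. PIN-like1 genes Peinf101Scf00982g03030.1 and Peinf101Scf00982g04003.1 had log2 fold changes of 2.41 (SE 0.53, n = 3, adjusted p = 0.000283) and 2.44 (SE 0.54, adjusted p = 0.00032). The genes assigned to PIN-like1 or PIN-like3, Peinf101Scf05738g00025.1 and Peinf101Scf01775g10044.1, had 2.36 (SE 0.55, adjusted p = 0.00059) and 2.01. Proteins of the PIN-like group are thought to move auxin within the cell. PIN-like3 of P. axillaris (Peaxi162Scf00064g01428.1) fell at 72 hpe, from 161 ± 39.8 to 30.8 ± 13.6 (-2.44, SE 0.42, adjusted p = 1.14e-05). 5 of 5 changes named missed the threshold with normexp background correction, 4 with slide as a fixed block, 2 with the brightest probe of each gene, 1 with each of arithmetic means, scan day as a fixed block and values floored at the lowest signal above background. Peinf101Scf01775g10044.1 (72 hpe) was 1.88 without replicate 1 at 0 hpe, 1.94 without replicate 2 at 0 hpe and 1.97 without replicate 1 at 72 hpe.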

In both species, upregulation of *PIN6* started at 24 hpe before *PIN5* was upregulated at the start of root initiation (72 hpe). 

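PIN6 and then PIN5 rose in P. inflata. PIN6 (Peinf101Scf01691g05010.1), an auxin carrier found in more than one membrane, was at 62.0 ± 34.4 at 24 hpe against 12.9 ± 1.75 at 0 hpe, a log2 fold change of 2.05 (SE 0.43, n = 3, adjusted p = 0.000377), and at 2.76 at 72 hpe. PIN5 (Peinf101Scf00197g15008.1), a carrier of the endoplasmic reticulum, rose by 3.44 (SE 0.57, adjusted p = 8.83e-06) at 72 hpe, while at 24 hpe it had -0.17 (SE 0.57, adjusted p = 0.878). In P. axillaris PIN5 (Peaxi162Scf00309g00112.1) had 0.64 (SE 0.32, adjusted p = 0.115) at 24 hpe. 3 of these 3 values missed the threshold with slide as a fixed block, 2 with each of the brightest probe of each gene and normexp background correction, 1 with each of the adjusted test of the methods section, a fit of the compared groups alone and values floored at the lowest signal above background. Peinf101Scf01691g05010.1 (24 hpe) was -0.01 with the brightest probe of each gene, 1.94 without replicate 1 at 0 hpe, 1.71 without replicate 1 at 24 hpe and 1.75 without replicate 2 at 24 hpe and Peinf101Scf01691g05010.1 (72 hpe) was -0.09 with the brightest probe of each gene.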

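PIN11 fell in both species to levels near background. In P. inflata (Peinf101Scf01218g11012.1) it went from 88.2 ± 16.4 at 0 hpe to 13.9 ± 6.07 at 2 hpe, a log2 fold change of -2.75 (SE 0.37, n = 3, adjusted p = 4.92e-07). It then fell at least 7.59-fold (adjusted p = 1.25e-10) by 24 hpe and at least 10.6-fold (adjusted p = 1.85e-11) by 72 hpe, where it was not above background. In P. axillaris (Peaxi162Scf00976g00113.1) this auxin carrier gene had -1.59 or lower (adjusted p = 3.02e-05) at 24 hpe and had fallen at least 3.52-fold (adjusted p = 7.32e-06) by 72 hpe. At 2 hpe the value in P. axillaris was -0.68 (SE 0.55, adjusted p = 0.383). 5 of 5 values no longer met the threshold with normexp background correction, 3 with each of slide as a fixed block and values floored at the lowest signal above background.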

*PIN11* was downregulated from 24 hpe onward in *P. axillaris* and from 2 hpe onward in *P. inflata*. *Auxin-resistant* (*AUX*)/*like AUX* (*LAX*) genes, which encode proteins controlling auxin influx, were exclusively downregulated in both species from 24 hpe onward (**Figures 4C, D**). 

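AUX/LAX carriers bring auxin into cells, and their listed genes fell in the stem base at 24 hpe. At 24 hpe Peaxi162Scf00362g00846.1 of P. axillaris went from 305 ± 29.1 to 67.4 ± 27.1, a log2 fold change of -2.26 (SE 0.30, n = 3, adjusted p = 3.68e-07). Peaxi162Scf00042g02726.1 had -2.16 (SE 0.30, adjusted p = 6.74e-07) at 24 hpe and -2.69 at 72 hpe. In P. inflata Peinf101Scf00019g25045.1 had -2.16 (SE 0.27, adjusted p = 2.61e-07) and -2.92, and Peinf101Scf01468g00039.1 had -2.04 (SE 0.38, adjusted p = 7.85e-05) at 24 hpe. The genes lower numbered 2 in P. axillaris and 2 in P. inflata at 24 hpe and 1 and 1 at 72 hpe, of 2 listed in each, with 0 higher at any time (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). 5 of these 6 changes fell short of the threshold with each of normexp background correction and slide as a fixed block, 3 with the brightest probe of each gene, 2 with the adjusted test of the methods section, 1 with each of the unadjusted test of the methods section, a fit of the compared groups alone, arithmetic means, scan day as a fixed block, 75th-percentile scaling and quantile normalization of the scanner values. Peaxi162Scf00042g02726.1 (24 hpe) was -1.89 without replicate 3 at 24 hpe, Peaxi162Scf00362g00846.1 (24 hpe) was -1.90 without replicate 3 at 24 hpe, Peinf101Scf00019g25045.1 (24 hpe) was -1.69 without replicate 3 at 24 hpe, and Peinf101Scf01468g00039.1 (24 hpe) was -1.98 without replicate 1 at 0 hpe and -1.22 without replicate 3 at 24 hpe.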

At this time, more *AUX/LAX* genes were downregulated in *P. axillaris* than in *P. inflata*. Genes encoding the B family of membrane-bound ATP-binding cassette (ABC) transporters (ABCB) were preferentially upregulated in *P. axillaris* starting at 24 hpe, while *P. inflata* showed exclusive downregulation at 24 and 72 hpe. 

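Genes of ABCB transporters, a further route of auxin movement, changed in different directions. In P. axillaris Peaxi162Scf00058g01716.1 went from 6.12 ± 1.76 to 65.3 ± 15.1 at 24 hpe, a log2 fold change of 3.43 (SE 0.28, n = 3, adjusted p = 4.58e-11), and reached 4.46 at 72 hpe. Its mean at 0 hpe lay under the lowest signal well above background of each array, so these sizes rest on a level near background. Peaxi162Scf00555g00915.1 rose by 2.07 (SE 0.27, adjusted p = 1.17e-07) at 72 hpe and Peaxi162Scf00129g00314.1 fell with -2.86 (SE 0.29, adjusted p = 1.85e-09). In P. inflata Peinf101Scf02395g00019.1 fell with -2.55 (SE 0.74, adjusted p = 0.00527) at 2 hpe, -2.28 at 24 hpe and -2.86 (SE 0.74, adjusted p = 0.00154) at 72 hpe. Of 3 and 1 listed genes, 1 and 0 were higher at 24 hpe and 2 and 0 at 72 hpe in P. axillaris and P. inflata (the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). 6 of the 7 values fell short of the threshold with normexp background correction, 4 with slide as a fixed block, 2 with each of the adjusted test of the methods section and a fit of the compared groups alone, 1 with each of the unadjusted test of the methods section, a fit of the section alone and scaling to the normalization probes. Peaxi162Scf00555g00915.1 (72 hpe) was 1.82 without replicate 3 at 0 hpe, Peinf101Scf02395g00019.1 (2 hpe) was -1.59 without replicate 3 at 2 hpe, and Peinf101Scf02395g00019.1 (24 hpe) was -1.82 without replicate 3 at 0 hpe and -1.83 without replicate 3 at 24 hpe.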

At 0.5 hpe, both species showed downregulation of one gene of the *PINOID/WAG1/WAG2* family, which may function in intracellular trafficking of PIN proteins.

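PINOID, a protein kinase that steers PIN carriers within the cell, fell at 0.5 hpe in both species. In P. axillaris Peaxi162Scf00333g00017.1 went from 131 ± 26.97 to 26.0 ± 3.91, a log2 fold change of -2.33 (SE 0.31, n = 3, adjusted p = 3.98e-07). In P. inflata Peinf101Scf00423g01001.1 went from 197 ± 34.2 to 29.8 ± 15.4, with -2.83 (SE 0.32, n = 3, adjusted p = 2.79e-08). A further gene of this kinase family in P. axillaris (Peaxi162Scf00111g00062.1) rose by 2.74 (SE 0.40, adjusted p = 1.51e-06) at 2 hpe. 3 of 3 changes named missed the threshold with normexp background correction, 1 with slide as a fixed block.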

During the induction phase (0.5 until 24 hpe), expression of *Aux/IAA* genes that encode auxin repressor proteins was exclusively enhanced in both species (**Figures 4E, F**). 

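Aux/IAA genes, whose short-lived proteins repress auxin responses and are themselves switched on by auxin, were higher in part during the first 24 h. In P. axillaris IAA20-like (Peaxi162Scf00088g01715.1) went from 20.7 ± 2.00 at 0 hpe to 101.1 ± 16.0 at 2 hpe, a log2 fold change of 2.28 (SE 0.36, n = 3, adjusted p = 4.16e-06). In P. inflata IAA29-like (Peinf101Scf02774g00002.1) rose by 2.61 (SE 0.23, adjusted p = 2.61e-10) at 2 hpe and 2.51 at 24 hpe, IAA3 (Peinf101Scf01962g00011.1) by 2.62 at 0.5 hpe, and IAA26-like (Peinf101Scf01203g08005.1) by 3.14 at 24 hpe. Of 4 and 7 listed genes 1 and 1 were higher at 0.5 hpe, 1 and 3 at 2 hpe and 1 and 3 at 24 hpe, with 0 lower (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). 5 of these 5 values missed the threshold with normexp background correction, 3 with slide as a fixed block, 1 with each of the adjusted test of the methods section, the brightest probe of each gene and values floored at the lowest signal above background. Peinf101Scf01962g00011.1 (0.5 hpe) was -0.05 with the brightest probe of each gene.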

At 2 and 24 hpe, the number and ratio of upregulated *Aux/IAA* genes were higher in *P. inflata* than in *P. axillaris*. 

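At 72 hpe members of the Aux/IAA family fell beside others that rose. IAA14, a repressor of lateral root formation in Arabidopsis, fell in P. axillaris (Peaxi162Scf00578g00316.1) from 3646 ± 415 to 685 ± 127, with -2.42 (SE 0.14, n = 3, adjusted p = 1.99e-14), and in P. inflata (Peinf101Scf01360g00003.1) with -2.37 (SE 0.22, adjusted p = 2.73e-10). IAA7-like fell with -2.31 (SE 0.20, adjusted p = 1.08e-10) in P. axillaris (Peaxi162Scf01416g00118.1) and -2.30 (SE 0.24, adjusted p = 2.9e-09) in P. inflata (Peinf101Scf00428g01011.1). IAA26 of P. axillaris (Peaxi162Scf00699g00029.1) rose by at least 1.47 (adjusted p = 7.76e-06) and IAA16-like of P. inflata (Peinf101Scf02757g03063.1) by 2.57 (SE 0.36, adjusted p = 5.28e-07). Genes higher and lower at 72 hpe numbered 2 and 2 in P. axillaris and 2 and 3 in P. inflata (the same when adjusted over the list alone, lists chosen by the study on these samples). 3 of 6 values no longer met the threshold with the brightest probe of each gene, 2 with each of normexp background correction and slide as a fixed block, 1 with values floored at the lowest signal above background. Peinf101Scf02757g03063.1 (72 hpe) was -0.32 with the brightest probe of each gene.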

At the start of root initiation (72 hpe), in addition to two upregulated *Aux/IAA* genes, two and three other *Aux/IAA* genes were downregulated in *P. axillaris* and *P. inflata*, respectively (**Figures 4E**, **6A**). 

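Auxin response factors (ARF) bind the promoters of auxin response genes, and few of their genes changed. Of 3 and 3 listed ARF genes 0 and 1 were higher at 0.5 hpe, 1 and 2 at 2 hpe, 1 and 2 at 24 hpe and 1 and 2 at 72 hpe in P. axillaris and P. inflata. Genes lower numbered 0 and 0, 1 and 1, 1 and 0, and 2 and 0 (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). ARF1 of P. axillaris (Peaxi162Scf00152g01635.1) fell from 130.3 ± 11.2 to 24.9 ± 4.88 at 72 hpe, with -2.41 (SE 0.19, n = 3, adjusted p = 1.11e-11). ARF9 of P. inflata (Peinf101Scf01533g05063.1) fell at 2 hpe with -2.75 (SE 0.34, adjusted p = 1.19e-07). 2 of these 2 changes fell short of the threshold with normexp background correction, 1 with each of the brightest probe of each gene and values floored at the lowest signal above background.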

Specific *ARF* genes were upregulated in both species after excision of cuttings, while in *P. inflata*, this gene family responded earlier and at 2 and 72 hpe involved a higher number and ratio of genes than in *P. axillaris* (**Figures 4E, F**). Downregulation of other *ARFs* was observed at 2, 24, and 72 hpe in *P. axillaris* but was restricted to 2 hpe in *P. inflata* (**Figures 4E, F**). 

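ARF11 rose in both species. In P. axillaris (Peaxi162Scf00747g00018.1) it went from 5.88 ± 0.675 (not above background) at 0 hpe to 97.7 ± 15.0 at 2 hpe, a log2 fold change of at least 3.52 (n = 3, adjusted p = 8.13e-10), and was at least 2.54 at 24 hpe and at least 3.67 at 72 hpe. At 0.5 hpe it was not called (at least 0.85, adjusted p = 0.00741). In P. inflata Peinf101Scf00986g00014.1 had at least 0.30 at 0.5 hpe, at least 2.06 (adjusted p = 4.34e-07) at 2 hpe, at least 1.52 at 24 hpe and at least 3.21 at 72 hpe, and Peinf101Scf02588g00007.1 rose by at least 1.73 (adjusted p = 6.83e-05) and at least 2.82 at 2 and 72 hpe. At 24 hpe the arrays of Peinf101Scf00986g00014.1 spread widely, with changes from the mean at 0 hpe of 4.98 and 4.57 in replicates 1 and 2 and of 1.37 in replicate 3. ARF9 of P. axillaris (Peaxi162Scf00074g00537.1), an auxin response factor like ARF11, fell at least 3.04-fold (adjusted p = 1.86e-11) at 2 hpe and had -2.43 at 72 hpe. 11 of the 11 values fell short of the threshold with normexp background correction, 5 with values floored at the lowest signal above background, 3 with slide as a fixed block, 1 with each of the adjusted test of the methods section, a fit of the compared groups alone and 75th-percentile scaling.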

One and two genes that showed homology to *ARF11* were upregulated from 2 hpe onward in *P. axillaris* and from 0.5 hpe onward in *P. inflata*, respectively, whereas one homologue of *ARF9* was downregulated in each species (**Figure 6B**).

**Figure 6:**
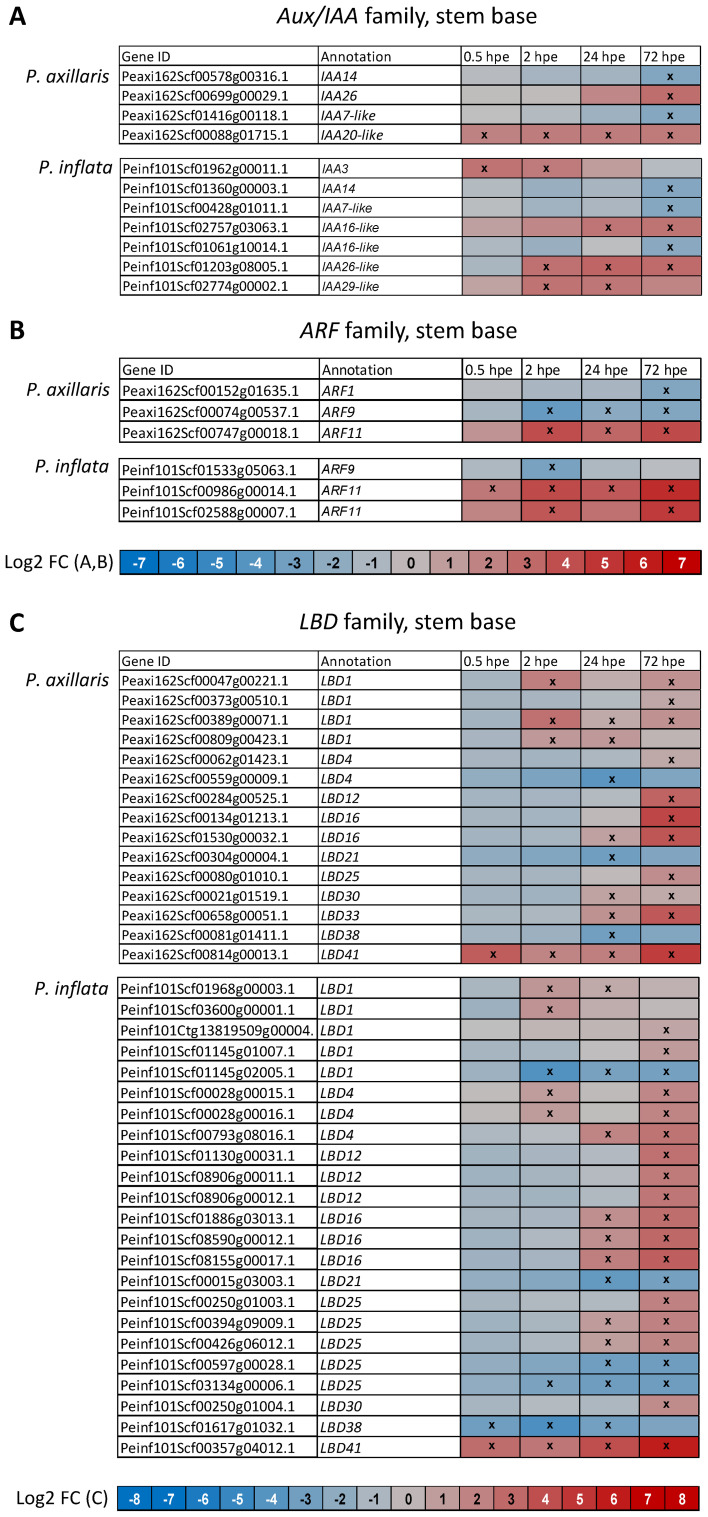
Heat maps showing the differential expression of genes of the *Aux/IAA* family **(A)**, the *ARF* family **(B)**, and the *LBD* family **(C)** in the stem base of *P. axillaris* and *P. inflata* in response to cutting excision over time. Microarray data. Crosses in the boxes indicate a significantly different expression at the specified time point compared to the initial expression at 0 hours post excision (hpe). Criteria: *t*-test (*p* < 0.05) and log2 FC > 2 or < −2. Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hpe or 0, 0.5, and 2 hpe, respectively.

While upregulation of two *WUSCHEL-related homeobox* (*WOX*) genes was found only in *P. axillaris*, both species revealed a comprehensive upregulation of genes of the *lateral organ boundaries domain* (*LBD*) family. 

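WOX and LBD transcription factors act in the founding of roots and meristems. The WOX gene Peaxi162Scf00126g00418.1 of P. axillaris was not above background at 0 hpe and rose at least 2.83-fold (n = 3, adjusted p = 7.68e-11) at 0.5 hpe, at least 13.13-fold (adjusted p = 5.67e-16) at 2 hpe and at least 3.04-fold (adjusted p = 4.58e-11) at 24 hpe, and Peaxi162Scf01313g00123.1 rose at least 3.12-fold (adjusted p = 6.84e-17) at 72 hpe. Of 2 listed WOX genes of P. axillaris, 1, 1, 1 and 2 were higher in order of time, and no WOX gene of P. inflata stands in the lists. Of 16 and 26 listed LBD genes 11 and 16 were higher at 72 hpe in P. axillaris and P. inflata (the same when adjusted over the list alone, lists chosen by the study on these samples). LBD16, a lateral root factor, rose at least 17.0-fold (adjusted p = 1.31e-18) at 72 hpe in P. axillaris (Peaxi162Scf00134g01213.1) from a level not above background. 5 of 5 changes named missed the threshold with normexp background correction, 3 with values floored at the lowest signal above background.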

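The number of LBD genes called higher grew from 0.5 to 72 hpe. In P. axillaris 1, 4, 6 and 11 LBD genes were higher at 0.5, 2, 24 and 72 hpe, and in P. inflata 1, 5, 9 and 16 (unchanged when adjusted over the list alone, lists chosen by the study on these samples). The LBD16 gene Peaxi162Scf01530g00032.1 of P. axillaris, of a family that auxin switches on in forming roots, went from 3.40 ± 0.339 (not above background) at 0 hpe to 107 ± 14.3 at 72 hpe, a log2 fold change of at least 3.65 (n = 3, adjusted p = 6.84e-17). LBD1 of P. axillaris (Peaxi162Scf00389g00071.1) rose by 4.08 (SE 0.38, adjusted p = 5.13e-10) at 2 hpe and LBD1 of P. inflata (Peinf101Scf03600g00001.1) by 2.82 (SE 0.39, adjusted p = 5.85e-07). LBD4 of P. inflata rose at 72 hpe for Peinf101Scf00793g08016.1 (at least 1.91, adjusted p = 4.39e-10) and Peinf101Scf00028g00016.1 (3.36), and LBD25 for Peinf101Scf00394g09009.1 (at least 1.76). The difference between species was not tested. 6 of these 6 values missed the threshold with normexp background correction, 3 with each of slide as a fixed block and values floored at the lowest signal above background, 1 with the brightest probe of each gene.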

The number of upregulated genes increased over time between 0.5 and 72 hpe and was higher in *P. inflata* than in *P. axillaris* (**Figures 4E**, **6C**). In parallel to the upregulation, fewer *LBD* genes were downregulated. 

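Beside the LBD genes that rose, others fell. Genes lower at 0.5, 2, 24 and 72 hpe numbered 0, 0, 3 and 0 in P. axillaris and 1, 3, 5 and 4 in P. inflata (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). LBD4 of P. axillaris (Peaxi162Scf00559g00009.1), a boundary factor, fell from 80.3 ± 20.9 to 6.74 ± 1.82 (not above background) at 24 hpe, with -2.91 or lower (n = 3, adjusted p = 9.18e-10), and LBD21 (Peaxi162Scf00304g00004.1) with -2.58 (SE 0.39, adjusted p = 3.57e-06). LBD1 of P. inflata (Peinf101Scf01145g02005.1) had -4.01 (SE 0.39, adjusted p = 1.92e-09) at 2 hpe and LBD38 (Peinf101Scf01617g01032.1), linked to nitrogen responses in Arabidopsis, fell at least 3.71-fold (adjusted p = 6.56e-09). LBD21 of P. inflata (Peinf101Scf00015g03003.1) had -3.12 (SE 0.48, adjusted p = 6.42e-06) at 24 hpe. 5 of 5 values no longer met the threshold with normexp background correction, 4 with slide as a fixed block, 1 with each of the adjusted test of the methods section and values floored at the lowest signal above background.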

In *P. inflata*, the number of downregulated genes increased between 0.5 and 72 hpe, while in *P. axillaris*, the downregulation was restricted to 24 hpe. 

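LBD41, whose Arabidopsis homolog responds to low oxygen, was higher at all 4 times in both species. In P. axillaris (Peaxi162Scf00814g00013.1) it went from 8.74 ± 6.88 at 0 hpe to 416 ± 98.8 at 72 hpe, a log2 fold change of 5.88 (SE 0.56, n = 3, adjusted p = 4.62e-10), after 4.72, 3.31 and 3.54 at 0.5, 2 and 24 hpe. In P. inflata (Peinf101Scf00357g04012.1) the values were at least 2.11, at least 1.76, at least 3.18 and, at 72 hpe, at least 4.94 (n = 3, adjusted p = 3.23e-12). LBD12 was higher at 72 hpe. It rose at least 9.30-fold (adjusted p = 1.22e-15) in P. axillaris (Peaxi162Scf00284g00525.1) from a level not above background, and by at least 1.81 (adjusted p = 5.65e-13) in P. inflata (Peinf101Scf01130g00031.1). At 24 hpe LBD12 was not called in either species, from levels not above background at 0 hpe. 8 of these 10 changes fell short of the threshold with normexp background correction, 5 with slide as a fixed block, 2 with each of the adjusted test of the methods section and values floored at the lowest signal above background.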

In both species, genes showing high homology to *LBD41* were upregulated at each of the four time points, whereas genes showing homology to *LBD12* were upregulated exclusively at early root initiation (72 hpe). Genes of the *Gretchen Hagen 3* (*GH3*) family that may control conjugation of acidic hormones, particularly of IAA to amino acids, were preferentially upregulated in both species over the period from 0.5 to 72 hpe. 

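GH3 enzymes join auxin, and some of them JA, to amino acids, and their genes changed both ways. GH3.1 of P. axillaris (Peaxi162Scf00945g00013.1) went from 3.20 ± 0.262 (not above background) at 0 hpe to 72.1 ± 26.1 at 2 hpe, a log2 fold change of at least 3.03 (n = 3, adjusted p = 3.08e-07), with at least 1.38 at 0.5 hpe and at least 2.00 at 72 hpe. In P. inflata Peinf101Scf01271g10021.1 was at 4.48 (SE 0.41, adjusted p = 5.79e-10) at 0.5 hpe and 4.45 at 72 hpe. Falls were found at 72 hpe. Peaxi162Scf01258g00119.1 of P. axillaris fell with -3.67 (SE 0.30, adjusted p = 2.3e-11) and Peinf101Scf00168g24025.1 of P. inflata with -3.91 (SE 0.34, adjusted p = 7.28e-11). 6 of the 7 values fell short of the threshold with normexp background correction, 2 with values floored at the lowest signal above background.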

At 2 and 24 hpe, the number and ratio of upregulated *GH3* genes were higher in *P. inflata* than in *P. axillaris* (**Figures 4G, H**). 

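At 2 and 24 hpe GH3 genes were higher in both species. Of 5 and 5 listed GH3 genes 2 and 3 were higher at 2 hpe and 1 and 2 at 24 hpe in P. axillaris and P. inflata, with 0 and 1 lower at both times (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). GH3.1 of P. inflata (Peinf101Scf00138g04009.1), an auxin-conjugating gene, was at 4.13 (SE 0.40, adjusted p = 1.81e-09) at 2 hpe and 4.74 (SE 0.40, adjusted p = 1.25e-10) at 24 hpe. Peinf101Scf01917g02011.1 went from 82.1 ± 2.64 to 1445 ± 573 at 2 hpe, with 4.07 (SE 0.22, n = 3, adjusted p = 1.78e-14). In P. axillaris GH3.1 was at least 1.18 at 24 hpe. Whether the numbers differed between species was not tested. 3 of 4 changes named missed the threshold with normexp background correction, 1 with each of slide as a fixed block and values floored at the lowest signal above background.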

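SAUR genes formed the largest family among the changed genes, and they moved in both directions over time. Of 34 listed SAUR genes of P. axillaris, 3, 7, 2 and 3 were higher and 17, 3, 13 and 26 lower at 0.5, 2, 24 and 72 hpe. Of 42 of P. inflata, 3, 8, 4 and 3 were higher and 9, 0, 2 and 30 lower (the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). Many SAUR proteins promote cell expansion. In P. axillaris Peaxi162Scf00166g00132.1 rose from 5.65 ± 1.37 (not above background) to 274 ± 60.0 at 72 hpe, a log2 fold change of at least 4.99 (n = 3, adjusted p = 3.42e-15), after at least 2.20 at 0.5 hpe and at least 3.38 at 24 hpe. In P. inflata Peinf101Scf01482g15042.1 rose by 4.60 (SE 0.38, adjusted p = 7.15e-11) at 0.5 hpe and 4.30 at 2 hpe, and Peinf101Scf02318g02055.1 had -4.19 (SE 0.50, adjusted p = 3.45e-08) at 72 hpe. SAUR68-like fell at 0.5 hpe with -3.38 (SE 0.39, adjusted p = 3e-08) in P. axillaris and at 72 hpe with -4.33 (SE 0.41, adjusted p = 4.16e-10) in P. inflata (Peinf101Scf00523g04023.1). 3 of these 8 values missed the threshold with normexp background correction, 2 with slide as a fixed block.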

A large number and ratio of genes of the s*mall auxin up RNA* (*SAUR*) family were differentially expressed in the stem base after excision of the cuttings (**Figures 4G, H**). At 2 and 24 hpe, *P. axillaris* showed more downregulated *SAUR* genes than *P. inflata*. 

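At 2 hpe 3 SAUR genes of P. axillaris and 0 of P. inflata were lower, and at 24 hpe 13 and 2 (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). SAUR genes are among the first to respond to auxin. In P. axillaris Peaxi162Scf00334g00610.1 fell from 298 ± 142 to 23.5 ± 4.35 at 24 hpe, with -3.58 (SE 0.35, n = 3, adjusted p = 2e-09), and had -2.48 at 2 hpe. Peaxi162Scf00362g01159.1 had -3.08 (SE 0.46, adjusted p = 3.11e-06) at 24 hpe. In P. inflata Peinf101Scf02318g02055.1 had -3.89 (SE 0.50, adjusted p = 3.58e-07) at 24 hpe and Peinf101Scf00019g19010.1 rose by 2.71 (SE 0.40, adjusted p = 3.66e-06). At 2 hpe Peaxi162Scf00362g00119.1 of P. axillaris rose by 3.58 (SE 0.37, adjusted p = 3.01e-09) and Peinf101Scf04439g00001.1 of P. inflata by at least 2.16 (adjusted p = 3.35e-09). The difference in number between species was not tested. 5 of 7 values no longer met the threshold with normexp background correction, 2 with slide as a fixed block, 1 with each of the adjusted test of the methods section and the brightest probe of each gene.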

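GRAS genes, of a family of transcription regulators that includes SCARECROW-like and DELLA proteins, were higher in part at 0.5 hpe, 4 of 12 in P. axillaris and 2 of 14 in P. inflata, and changed both ways later. Of 12 and 14 listed genes, 4 and 2 were higher at 0.5 hpe and 0 and 0 lower, 2 and 2 higher and 2 and 5 lower at 2 hpe, in P. axillaris and P. inflata (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). In P. axillaris Peaxi162Scf01365g00010.1 went from 443 ± 273 to 7424 ± 618 at 0.5 hpe, a log2 fold change of 4.34 (SE 0.53, n = 3, adjusted p = 8.19e-08), and Peaxi162Scf00520g00001.1 rose by 2.63 (SE 0.14, adjusted p = 1.08e-14). In P. inflata Peinf101Scf01175g08016.1 rose by 4.98 (SE 0.43, adjusted p = 1.34e-10) at 0.5 hpe and 3.60 at 2 hpe. Peaxi162Scf00393g00042.1 of P. axillaris fell at 2 hpe with -2.59 (SE 0.27, adjusted p = 4.37e-09). 1 of these 5 changes fell short of the threshold with each of normexp background correction and slide as a fixed block.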

Genes of the *GAI*, *RGA*, and *SCR-like* (GRAS) family that may control auxin-induced cell reprogramming and differentiation at different levels were exclusively upregulated at 0.5 hpe, then reaching a higher gene number and ratio for *P. axillaris* (**Figures 4G, H**). At the following time points, both up- and downregulation were observed. At central root induction (24 hpe) and early root initiation (72 hpe), *P. inflata* showed a higher number and ratio of upregulated *GRAS* genes than *P. axillaris.* Two *Cyclin* genes that are thought to control cell division were upregulated at the time of root initiation (72 hpe) only in *P. axillaris*, whereas downregulation of other genes of this gene family was observed in both species between 2 and 72 hpe.

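At 24 and 72 hpe 0 and 1 GRAS genes of P. axillaris and 2 and 4 of P. inflata were higher, and 2 and 3, and 0 and 6, were lower (the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). The GRAS gene Peinf101Scf01186g00006.1 of P. inflata was at 5.09 (SE 0.45, adjusted p = 2.81e-10) at 24 hpe, and Peinf101Scf00660g02005.1 went from 2.91 ± 0.119 (not above background) to 31.4 ± 9.79 at 72 hpe, with at least 0.93 (n = 3, adjusted p = 4.51e-19). In P. axillaris Peaxi162Scf00159g00167.1 fell with -2.90 (SE 0.29, adjusted p = 3.12e-09) at 24 hpe. Cyclins drive the cell cycle, and 3 of 12 listed cyclin genes of P. axillaris and 0 of 17 of P. inflata were higher at 72 hpe. Among them Peaxi162Scf01446g00032.1 rose by 2.35 (SE 0.49, adjusted p = 0.000168) and Peaxi162Scf00442g00115.1 by 2.11 (SE 0.43, adjusted p = 0.000132). Cyclin genes lower at 2, 24 and 72 hpe numbered 1, 1 and 3 in P. axillaris and 2, 2 and 3 in P. inflata. Peaxi162Scf00007g01226.1 of P. axillaris fell with -2.87 or lower (adjusted p = 5.11e-14) at 2 hpe and Peinf101Scf00264g05022.1 of P. inflata with -2.67 or lower (adjusted p = 2.15e-11). 7 of the 7 values fell short of the threshold with normexp background correction, 1 with each of the brightest probe of each gene, scaling to the normalization probes, slide as a fixed block and values floored at the lowest signal above background. Peaxi162Scf00442g00115.1 (72 hpe) was 1.89 without replicate 1 at 0 hpe and 1.95 without replicate 1 at 72 hpe.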

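ERF genes were the largest family of the interaction list, 33 of 51 genes in P. axillaris and 20 of 47 in P. inflata, chosen by the study on these samples. ERF proteins integrate ethylene, JA and wound signals. ERF5 of P. axillaris (Peaxi162Scf00271g00062.1) went from 6.17 ± 0.694 (not above background) at 0 hpe to 342 ± 112 at 2 hpe, a log2 fold change of at least 5.28 (n = 3, adjusted p = 8.46e-11), and was at least 4.70 at 72 hpe. ERF2 of P. inflata (Peinf101Scf03649g00001.1) was higher at each time, with 3.36 (SE 0.36, adjusted p = 8.84e-09) at 0.5 hpe and 3.37 at 72 hpe. PDR transporter genes numbered 6 in P. axillaris and 18 in P. inflata, and Peaxi162Scf00047g00925.1 of P. axillaris rose by 5.19 (SE 0.34, adjusted p = 1.11e-13) at 72 hpe. 1 of 5 changes named missed the threshold with slide as a fixed block.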

Genes of the *ERF* family accounted for the largest proportion of regulated genes in the hormonal interaction category (**Figure 3A**). 

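At 0.5 hpe 21 ERF genes were higher and 2 lower in P. axillaris, and 17 were higher and 0 lower in P. inflata (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). ERF13 of P. axillaris (Peaxi162Scf00475g00053.1) went from 11.8 ± 4.26 to 481 ± 87.4, a log2 fold change of 5.41 (SE 0.53, n = 3, adjusted p = 1.68e-09). ERF18 (Peaxi162Scf00033g00121.1) rose by at least 3.64 (adjusted p = 2.93e-14), ERF11 (Peaxi162Scf00450g00513.1) by at least 3.06 and ERF5 (Peaxi162Scf00167g00083.1) by 3.17. In P. inflata ERF25 (Peinf101Scf02382g06013.1) went from 8.71 ± 3.59 to 309 ± 28.8, with 5.24 (SE 0.57, n = 3, adjusted p = 1.61e-08), ERF2 (Peinf101Scf15726g00001.1) rose by 4.16, and ERF13 (Peinf101Scf01605g08001.1) rose at least 13.7-fold (adjusted p = 4.81e-08) from a level not above background. ERF4, a repressor of this family, rose by 2.58 (SE 0.19, adjusted p = 3.68e-12) in P. axillaris (Peaxi162Scf00031g00144.1) and 2.51 (SE 0.32, adjusted p = 2.99e-07) in P. inflata (Peinf101Scf01077g02003.1). 2 of these 9 values missed the threshold with normexp background correction, 1 with the brightest probe of each gene.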

As illustrated in **Figure 7A**, 18 and 17 *ERF* genes were upregulated in the stem base of *P. axillaris* and *P. inflata* already at 0.5 hpe. Among these, genes with homology to *ERF17* were exclusively upregulated at this time point and reached higher magnitudes of upregulation in *P. inflata* than in *P. axillaris* (**Figure 7A**). 

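ERF17 rose at 0.5 hpe in both species. In P. axillaris Peaxi162Scf00928g00112.1 went from 7.53 ± 3.78 to 555 ± 113, a log2 fold change of 6.31 (SE 0.51, n = 3, adjusted p = 4.14e-11), and Peaxi162Scf00547g00042.1 had 6.00 (SE 0.60, adjusted p = 2.09e-09). In P. inflata Peinf101Scf01480g08001.1 went from 3.26 ± 0.203 (not above background) to 687 ± 42.8, with at least 5.43 (n = 3, adjusted p = 2.22e-17), and the genes Peinf101Scf03815g00013.1, Peinf101Scf03816g00011.1 and Peinf101Ctg13469878g00001.1 had at least 5.26, at least 5.05 and at least 5.06. At 2 hpe the first gene of either species was not called. Peinf101Scf01480g08001.1 was called again at 72 hpe, against a level not above background at 0 hpe, a call that ended with the brightest probe, normexp background correction and slide as a fixed block and with values floored, which gave -0.11. The difference in size between the species was not tested.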

During the following time points, upregulation of *ERF* genes became less pronounced. 

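Fewer ERF genes were higher after 0.5 hpe. At 2, 24 and 72 hpe 11, 6 and 9 were higher in P. axillaris and 10, 5 and 10 in P. inflata, with 3, 2 and 0 and with 0, 0 and 0 lower (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). ERF1 of P. axillaris (Peaxi162Scf00001g00352.1), a link between ethylene and JA responses, was at 4.99 (SE 0.58, adjusted p = 2.77e-08) at 2 hpe, 4.24 at 24 hpe and 3.61 at 72 hpe. ERF1B (Peaxi162Scf00024g00291.1) went from 3.14 ± 0.128 (not above background) to 72.7 ± 18.0 at 72 hpe, with at least 3.08 (n = 3, adjusted p = 4.62e-10). In P. inflata ERF1 (Peinf101Scf00176g06019.1) was at 3.40 (SE 0.40, adjusted p = 5.04e-08) at 2 hpe and 2.83 at 72 hpe, and ERF2 (Peinf101Scf00610g04002.1) at least 2.34 (adjusted p = 5.68e-09) at 72 hpe. 4 of 7 values no longer met the threshold with normexp background correction, 3 with the brightest probe of each gene, 2 with slide as a fixed block.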

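ERF114 of P. axillaris and ERF113 of P. inflata, related factors of the ERF family, were higher from 2 hpe on. ERF114 (Peaxi162Scf00314g00628.1) went from 3.25 ± 0.231 (not above background) at 0 hpe to 576 ± 51.5 at 24 hpe, a log2 fold change of at least 6.09 (n = 3, adjusted p = 1.14e-21), with at least 2.68 at 2 hpe and at least 5.12 at 72 hpe. ERF113 (Peinf101Scf00889g00012.1) went from 16.2 ± 0.693 to 279.7 ± 42.7, with 4.10 (SE 0.31, n = 3, adjusted p = 1.83e-11), and was at 3.05 and 4.07 at 2 and 72 hpe. At 0.5 hpe ERF114 was not above background and ERF113 was at 0.04 (SE 0.31, adjusted p = 0.956). 2 of these 6 changes fell short of the threshold with normexp background correction, 1 with slide as a fixed block.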

Among the upregulated genes, homologs of *ERF114* and *ERF113* that in *Arabidopsis* respond to JA and have already been related to etiolation-induced adventitious rooting (Lakehal et al., 2020) showed upregulation between 2 and 72 hpe in *P. axillaris* and *P. inflata*, respectively.

**Figure 7:**
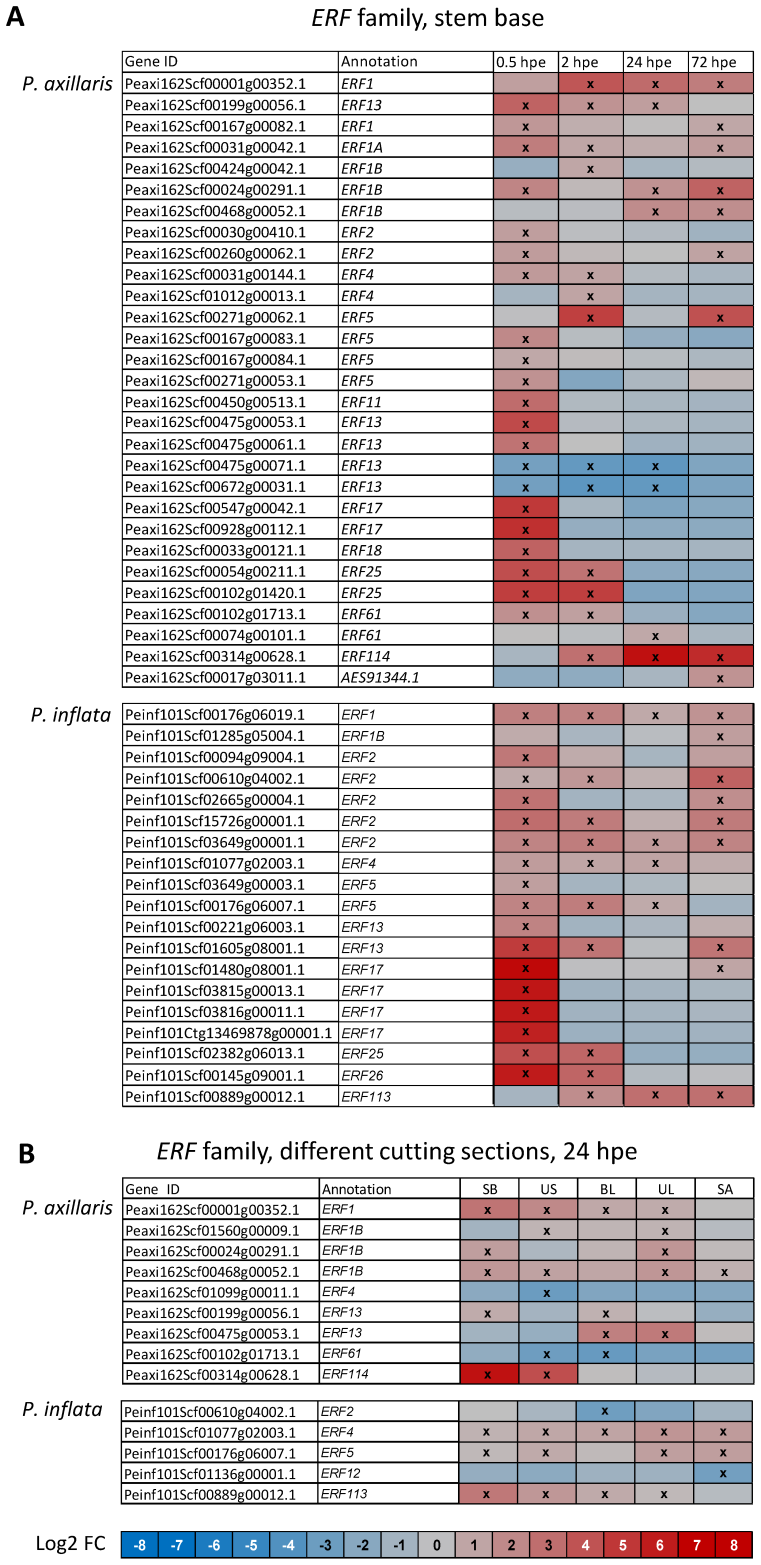
Heat maps showing the differential expression of genes of the *ERF* family in the stem base over time **(A)** and in different cutting sections at 24 hours post excision (hpe) **(B)** of *P. axillaris* and *P. inflata*. Microarray data. Crosses in the boxes indicate a significantly different expression at the specified time point compared to the initial expression at 0 hpe. Criteria: *t*-test (*p* < 0.05) and log2 FC > 2 or < −2. Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hpe or 0, 0.5, and 2 hpe, respectively. UL, upper leaves; BL, basal leaves; SB, stem base, 0.5 cm in length; US, upper stem; SA, shoot apex.

### Systemic effects of cutting excision on the expression of hormone-related genes as analyzed by a targeted microarray

At 24 hpe, the time point of central induction, expression of genes was also analyzed in upper cutting parts and related to the initial status at 0 hpe, when cuttings were excised (**Supplementary Table S4**, **Figure 8**). 

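To follow the response above the stem base, the upper stem, the basal leaves, the upper leaves and the shoot apex of the cuttings were sampled at 0 and 24 hpe in both species. Each section and time point had 3 replicates, pooled from 16 cuttings at 0 hpe and 10 at 24 hpe, and the RNA was hybridized to the same array design as that of the stem base. The authors' quantile-normalized values were compared with the same section at 0 hpe in the fit that also holds the stem base arrays, with the same thresholds. The change in the stem base was also compared with that in each other section, with an adjusted p under 0.05 and a difference over 1 in log2 as thresholds. Sections of the same number and time appear to come from the same cuttings, a pairing that this comparison left out. Array values of a group correlated with those of their group mates at 0.913 to 0.992 on average over genes, which are not independent replicates.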

To illustrate the magnitude of the systemic effect in relation to the local effect, the data of the stem base are also included in **Figure 8**. The response of JA-, auxin-, and hormonal interaction-related genes to the excision of cuttings reached the shoot apex as the uppermost cutting part (**Figures 8A, B**). 

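The shoot apex is the section farthest from the wound, and few genes were called there at 24 hpe. Genes higher and lower at the apex numbered 7 and 6 of 600 in P. axillaris and 8 and 13 of 653 in P. inflata. With slide as a fixed block they numbered 0 and 0 in both species (limma, 20 and 10, and 25 and 7, at an unadjusted p), with normexp background correction 0 and 0 in P. axillaris (limma, 0 and 0 at an unadjusted p) and 3 and 1 in P. inflata, and with scaling to the normalization probes 5 and 21 in P. inflata. Listed JA genes higher numbered 2 and 1, auxin genes 2 and 2, and interaction genes 3 and 5, and genes lower 0 and 0, 6 and 10, and 0 and 3 (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). ERF4 of P. inflata (Peinf101Scf01077g02003.1), a repressor of ethylene responses, went from 566 ± 171 to 4442 ± 1272, a log2 fold change of 2.97 (SE 0.32, n = 3, adjusted p = 6.49e-08). The SAUR gene Peaxi162Scf00767g00033.1 of P. axillaris, of the auxin response, rose by at least 3.11 (adjusted p = 2.42e-05) at the apex and the SAUR gene Peinf101Scf00506g20009.1 of P. inflata by at least 2.29 (adjusted p = 0.00122). Cyclin genes of the cell cycle fell, Peinf101Scf00125g12025.1 with -3.55 (SE 0.42, adjusted p = 2.75e-07). 4 of the 4 values fell short of the threshold with slide as a fixed block, 3 with normexp background correction, 1 with the adjusted test of the methods section. Peaxi162Scf00767g00033.1 (24 hpe, shoot apex) was -0.95 with slide as a fixed block.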

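Some JA genes were called higher above the stem base at 24 hpe. In the upper stem 4 were higher in P. axillaris and 7 in P. inflata, in the basal leaves 4 and 4, in the upper leaves 5 and 4 and in the shoot apex 2 and 1, of 29 and 34 listed. Genes lower numbered 1, 1, 0 and 0 in P. axillaris and 0, 2, 1 and 0 in P. inflata (all equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). The LOX gene Peinf101Scf00633g00019.1, of the first step of JA synthesis, went from 5.74 ± 2.28 to 90.8 ± 29.7 in the upper stem of P. inflata, a log2 fold change of 4.01 (SE 0.71, n = 3, adjusted p = 5.75e-05). The OPR gene Peaxi162Scf00970g00165.1 of P. axillaris, of a late step of JA synthesis, was at least 3.34 (adjusted p = 7.54e-06) in the upper stem and at least 2.05 in the basal leaves. 3 of 3 changes named missed the threshold with each of normexp background correction and slide as a fixed block, 2 with the adjusted test of the methods section.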

In the upper stem, the number of upregulated JA-related genes was even as high as in the stem base, with seven versus five upregulated genes for *P. inflata* compared to *P. axillaris.* A substantial upregulation of JA-related genes also occurred in upper and lower leaves, with three to four upregulated genes in each species. Almost no downregulation of JA-related genes was observed in the upper cutting parts. 

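Auxin genes changed in every upper section at 24 hpe, and most of those in the upper stem were lower. In P. axillaris 1, 3, 2 and 2 were higher and 11, 5, 1 and 6 lower in the upper stem, basal leaves, upper leaves and shoot apex. In P. inflata 3, 6, 6 and 2 were higher and 24, 5, 9 and 10 lower (all the same when adjusted over the list alone, lists chosen by the study on these samples). The GRAS regulator gene Peinf101Scf01186g00006.1 of P. inflata was higher in the upper stem by at least 3.03 (adjusted p = 3.59e-08). The SAUR gene Peinf101Scf02318g02055.1 was lower in all 4 upper sections of P. inflata, with -3.55 (SE 0.50, adjusted p = 6.03e-06) in the basal leaves and -3.52 in the upper leaves. With 75th-percentile scaling, 6 auxin genes were higher and 5 lower in the upper stem and 2 and 5 in the upper leaves of P. axillaris, and with scan day as a fixed block 4 were higher and 5 lower in the basal leaves of P. inflata. 3 of these 3 values missed the threshold with normexp background correction, 2 with slide as a fixed block, 1 with the adjusted test of the methods section.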

As was the case for the stem base, also in upper cutting sections, many DEGs were related to the auxin category (**Figure 8A**). Numbers and ratios of both up- and downregulated auxin-related DEGs were mostly higher in *P. inflata* than in *P. axillaris* (**Figures 8A, B**). 

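The change of single genes at 24 hpe differed between the stem base and the other sections. Of 600 genes, the change was higher in the stem base than in the upper stem for 41 and lower for 21, against the basal leaves 50 and 77, the upper leaves 46 and 87 and the shoot apex 64 and 70. In P. inflata these numbers were 49 and 25, 85 and 56, 63 and 55, and 61 and 55 of 653. They include replicate 3 of the P. inflata stem base at 24 hpe, which stood apart from replicates 1 and 2, and without it 108 genes differed from the upper stem where 74 did with it. The counts against the upper stem totaled 34 in P. axillaris and 0 in P. inflata with slide as a fixed block (limma, 21 higher and 24 lower in P. inflata at an unadjusted p), 23 and 29 with normexp background correction and 34 and 37 with values floored. With scan day as a fixed block, chosen after seeing the data, P. inflata had 36. LBD33 of P. axillaris had a change higher in the stem base than in the upper stem by 2.66 (SE 0.45, adjusted p = 0.000102) in log2 and than in the shoot apex by 3.02 (SE 0.45, adjusted p = 6.04e-06), and LBD16 (Peaxi162Scf01530g00032.1) by 2.49 and 2.38. In P. inflata LBD16 (Peinf101Scf08155g00017.1) differed by 3.70 (SE 0.41, adjusted p = 1.19e-07) from the upper stem and GH3.1, which conjugates auxin, by 5.68 (SE 0.57, adjusted p = 2.56e-08). LBD33 and these LBD16 genes were not above background in the stem base at 0 hpe, and GH3.1 of P. inflata was not at 0 hpe in the 4 other sections, so their differences rest in part on levels that were not measured. A total of 30 named genes differed from all 4 other sections, in either direction.

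**Figure D2:**
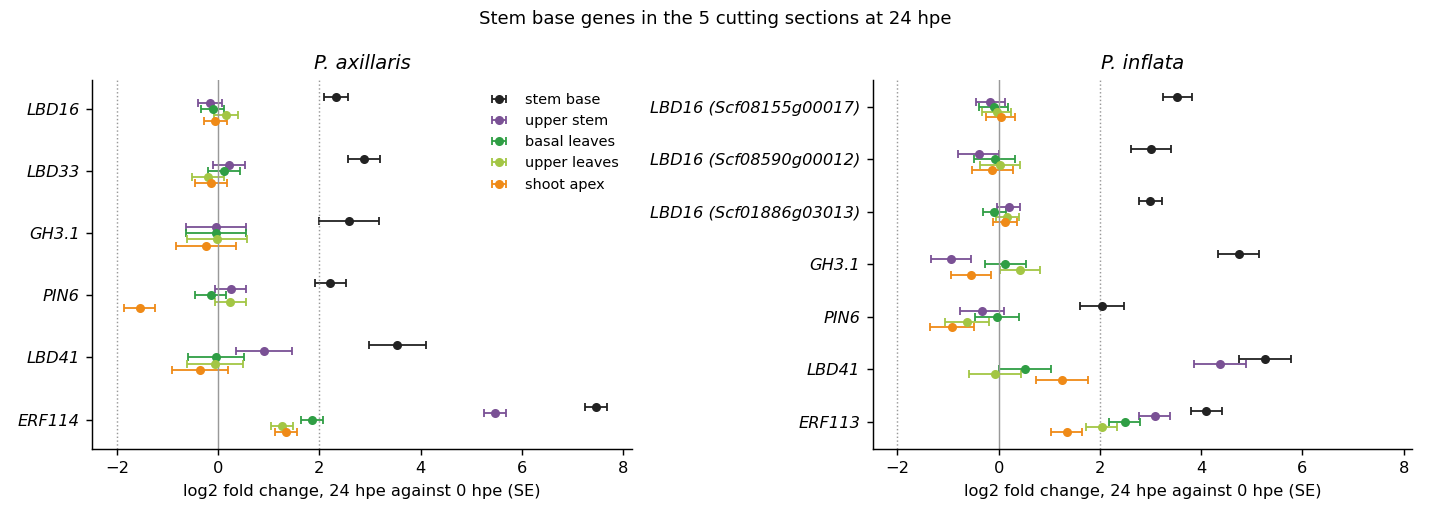
Log2 fold change at 24 hpe against 0 hpe in 5 sections of the cuttings, for genes named in the figure. Points are the estimates and bars the SE. The LBD16 genes are higher in the stem base than in the other sections.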

In the latter, the pattern of upregulated genes revealed a strong decline from the stem base to a similarly low level for the upper stem, the upper and lower leaves, and the shoot apex. In *P. inflata*, a similar apical-directed decline of upregulated auxin-related genes was found, but in leaves, more than twice as many auxin-related genes were upregulated compared to *P. axillaris*. 

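In the leaves of P. inflata at 24 hpe, 6 auxin genes were higher in the basal and 6 in the upper leaves, against 3 and 2 in P. axillaris (equal when adjusted over the list alone, lists chosen by the study on these samples). They included auxin transporter and SAUR genes. SAUR Peinf101Scf00506g20009.1, of the auxin response, went from 51.9 ± 18.0 to 483 ± 45.3 in the basal leaves, a log2 fold change of 3.27 (SE 0.83, n = 3, adjusted p = 0.0046), and was at 4.34 (SE 0.83, adjusted p = 0.00024) in the upper leaves. In P. axillaris the SAUR gene Peaxi162Scf00767g00033.1 was at 4.10 (SE 0.63, adjusted p = 1.44e-05) in the basal and 4.32 in the upper leaves. Whether the species differed was not tested. 3 of 4 values no longer met the threshold with each of the adjusted test of the methods section and slide as a fixed block, 2 with normexp background correction, 1 with scan day as a fixed block. Peaxi162Scf00767g00033.1 (24 hpe, upper leaves) was -2.36 with slide as a fixed block.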

Similar to the upregulated genes, an apical-directed decline was also found for the downregulated auxin-related genes, which, however, was less strong. 

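At 24 hpe cyclin genes were the largest family among the auxin genes that fell in the shoot apex, with 4 of 6 in P. axillaris and 6 of 10 in P. inflata. Cyclins drive the cell cycle, and of 12 and 17 listed cyclin genes 4 and 12 were lower in the upper stem, 0 and 0 in the basal leaves, 1 and 5 in the upper leaves and 4 and 6 in the shoot apex of P. axillaris and P. inflata (the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). In the stem base 1 and 2 were lower. Within the upper stem Peaxi162Scf00848g00318.1 of P. axillaris fell from 54.8 ± 18.9 to 5.59 ± 2.61, with -3.33 (SE 0.49, n = 3, adjusted p = 6e-06), and Peinf101Scf00125g12025.1 of P. inflata with -2.17 or lower (adjusted p = 6.25e-08). In the shoot apex Peaxi162Scf00160g00031.1 of P. axillaris fell at least 6.98-fold (adjusted p = 9.83e-08). The SAUR gene Peaxi162Scf00640g00057.1 of P. axillaris, of the auxin response, fell in the upper stem with -3.38 (SE 0.28, adjusted p = 2.96e-10). From the numbers of changed auxin genes along the shoot, the paper describes a decline toward the apex, weaker for genes that fell than for genes that rose. 4 of these 4 changes fell short of the threshold with each of normexp background correction and slide as a fixed block, 2 with the adjusted test of the methods section.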

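No SL gene was called in the upper sections of either species at 24 hpe, with 0 higher and 0 lower in each, of 1 and 7 listed genes chosen by the study on these samples. With unadjusted p, and when adjusted over the list alone, the DAD gene was higher in the upper stem of P. inflata, with a log2 fold change of 2.06, and the other counts stayed 0. D27, of the first step of SL synthesis, had a log2 fold change of -1.24 (SE 0.30, adjusted p = 0.0021) in the upper stem and -1.14 (SE 0.30, adjusted p = 0.00553) in the basal leaves of P. axillaris. In P. inflata (Peinf101Scf02382g01034.1) it had -0.47 (SE 0.22, adjusted p = 0.101) and -0.77 (SE 0.22, adjusted p = 0.01). The change of these 2 genes was lower in the stem base than in each upper section by a test of the difference, which was -3.35 (SE 0.43, adjusted p = 4e-06) against the upper stem in P. axillaris and -3.41 (SE 0.31, adjusted p = 5.05e-09) in P. inflata, and -3.10 to -4.17 against the other sections. With slide as a fixed block 1 of the 7 differences that could be estimated passed, and in every other setting all 8 did. The second D27 gene of P. inflata (Peinf101Scf00571g14015.1) was not above background in the stem base and did not differ from any upper section (adjusted p of 0.306 or more).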

Regulation of SL-related genes was restricted to the stem base. The expression pattern of genes of the category hormonal interaction revealed only a weak gradient along the shoot axis, so that up to eight and 10 genes were upregulated in the upper cutting parts of *P. axillaris* and *P. inflata*, respectively. 

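Some interaction genes were called higher in each upper section at 24 hpe. In the upper stem, basal leaves, upper leaves and shoot apex 8, 7, 10 and 3 were higher in P. axillaris and 8, 5, 6 and 5 in P. inflata, of 51 and 47 listed. Genes lower numbered 2, 1, 0 and 0, and 0, 1, 0 and 3 (all equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). The PDR transporter gene Peinf101Scf00686g01014.1 of P. inflata went from 5.88 ± 0.754 (not above background) to 321 ± 30.8 in the upper stem, a log2 fold change of at least 5.24 (n = 3, adjusted p = 5.6e-08). The RAP gene Peinf101Scf00149g02001.1, an AP2/ERF-type factor, was at 3.37 (SE 0.44, adjusted p = 8.27e-07) in the upper stem and 2.73 in the upper leaves, and the RAP gene Peaxi162Scf00882g00021.1 of P. axillaris at 3.61 (SE 0.40, adjusted p = 1.42e-07) and 2.22. HDA Peinf101Scf00872g10023.1, a histone deacetylase gene, fell in the shoot apex of P. inflata with -2.22 (SE 0.19, adjusted p = 1.46e-09). 6 of the 6 values fell short of the threshold with slide as a fixed block, 3 with normexp background correction, 1 with each of the adjusted test of the methods section, scan day as a fixed block and the brightest probe of each gene. Peaxi162Scf00882g00021.1 (24 hpe, upper leaves) was -0.62 with slide as a fixed block.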

Almost no downregulation was observed for this category in the upper cutting parts.

**Figure 8:**
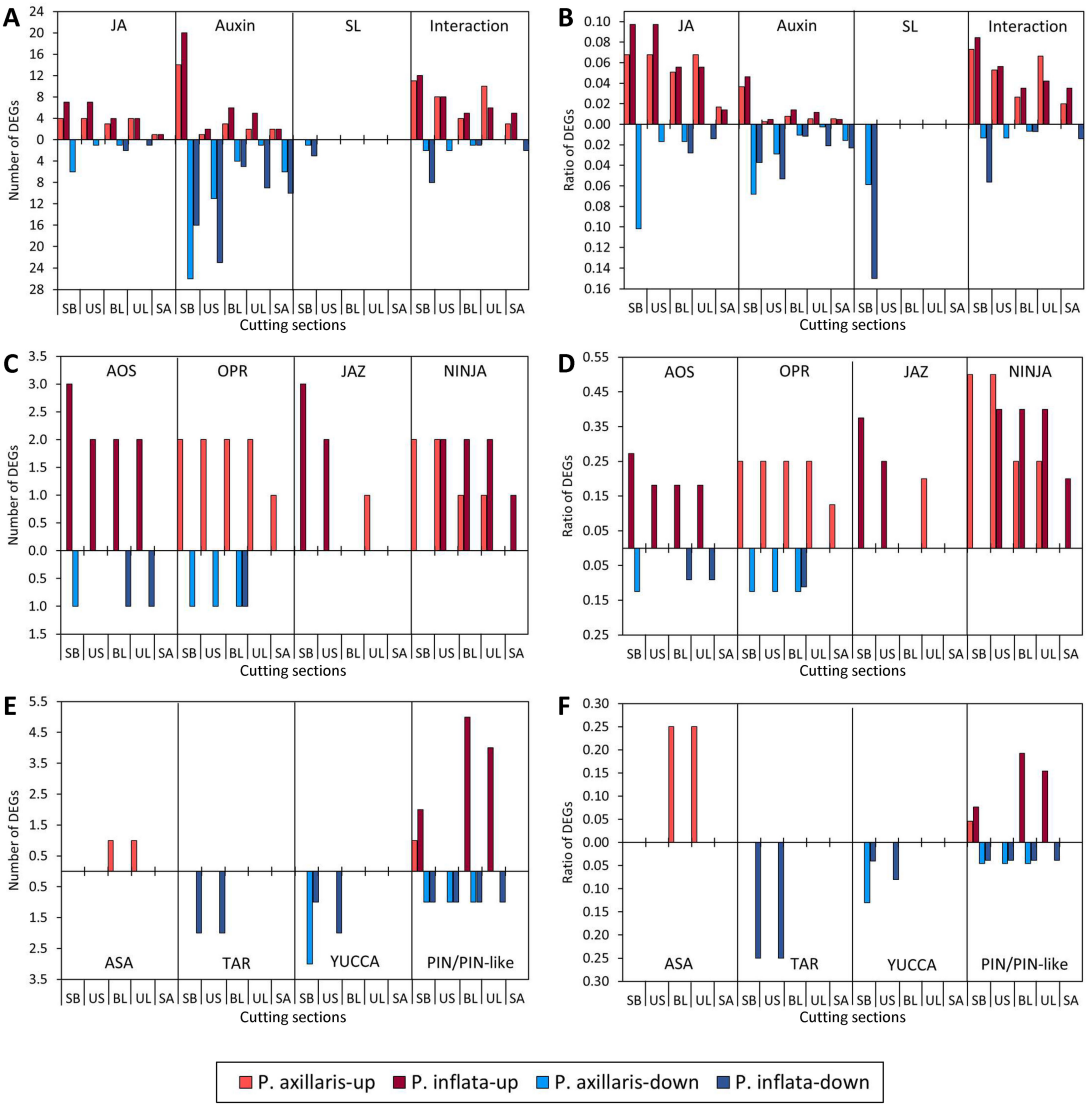
Number and ratio of up- and downregulated genes of different hormonal categories **(A-F)** in the stem base (SB), the upper stem (US), the two basal leaves (BL), the upper leaves (UL), and the shoot apex (SA) of *P. axillaris* and *P. inflata* at 24 hours post excision (hpe). Microarray data. Genes that showed a significantly different expression at the specified time point compared to the initial expression at 0 hpe were counted. Criteria: *t*-test (p < 0.05) and log2 FC > 2 or < −2. Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 hpe or 0 hpe, respectively.

Expression of genes controlling JA biosynthesis and signaling in the upper cutting parts responded to the excision of cuttings, but at different levels of the pathways for the two species (**Figures 8C, D**). 

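AOS genes of JA synthesis changed in the upper stem and leaves of P. inflata at 24 hpe. Of 9 listed genes 2 were higher and 0 lower in the upper stem, 2 and 1 in the basal leaves, 2 and 1 in the upper leaves and 0 and 0 in the shoot apex (the same when adjusted over the list alone, 0 also with unadjusted p, list chosen by the study on these samples). Peinf101Scf03456g00018.1, an allene oxide synthase gene, went from 3.34 ± 0.316 (not above background) to 37.9 ± 12.1 in the basal leaves, a log2 fold change of at least 1.28 (n = 3, adjusted p = 6.03e-06). Peinf101Scf05577g00047.1 was not above background at 0 hpe and rose at least 4.47-fold (adjusted p = 6.03e-06) in the basal leaves and at least 3.01-fold (adjusted p = 0.000358) in the upper stem. Peinf101Scf01180g00002.1 rose by at least 2.16 (adjusted p = 1.09e-07) in the upper stem, and Peinf101Scf03690g00002.1 fell in the upper leaves with -2.06 (SE 0.49, adjusted p = 0.00293). 5 of 5 changes named missed the threshold with normexp background correction, 3 with each of slide as a fixed block and values floored at the lowest signal above background, 2 with the brightest probe of each gene, 1 with each of the adjusted test of the methods section and arithmetic means. Peinf101Scf03690g00002.1 (24 hpe, upper leaves) was -1.74 without replicate 2 at 24 hpe.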

In *P. inflata*, genes of the *AOS* family were mostly upregulated and also downregulated in all upper cutting sections except the shoot apex at frequencies similar to the stem base. *P. axillaris* showed no transcriptional response of *AOS* genes in the upper cutting parts to the excision, but upregulation and less downregulation of *OPR* genes in all upper cutting parts. 

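OPR genes, which act after AOS in JA synthesis, changed in the upper sections of P. axillaris at 24 hpe. Of 7 listed OPR genes 2 were higher and 1 lower in the upper stem, 2 and 1 in the basal leaves, 2 and 0 in the upper leaves and 1 and 0 in the shoot apex, while 0 of 5 AOS genes were called (unchanged when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). Peaxi162Scf00970g00114.1 went from 2.92 ± 0.112 (not above background) to 33.3 ± 20.9 in the basal leaves, a log2 fold change of at least 0.82 (n = 3, adjusted p = 5.11e-07), and was at least 1.79 in the upper stem. Peaxi162Scf00970g00165.1 was higher in the shoot apex by at least 1.27 (adjusted p = 0.00248). Peaxi162Scf00088g01321.1 was lower, with -2.44 (SE 0.49, adjusted p = 0.00029) in the upper stem and -2.81 in the basal leaves. 5 of these 5 values missed the threshold with slide as a fixed block, 4 with each of the adjusted test of the methods section and normexp background correction, 3 with values floored at the lowest signal above background, 2 with scan day as a fixed block, 1 with the brightest probe of each gene. The fitted change of Peaxi162Scf00970g00165.1 (24 hpe, shoot apex), whose size is not measured, was 1.95 without replicate 1 at 0 hpe and 1.74 without replicate 3 at 24 hpe.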

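JAZ genes, repressors that JA switches on, were higher at 24 hpe in the upper stem of P. inflata and the upper leaves of P. axillaris. There Peinf101Ctg13655775g00003.1 of P. inflata went from 67.3 ± 21.4 to 339.9 ± 179.6, a log2 fold change of 2.25 (SE 0.51, n = 3, adjusted p = 0.00116), and Peinf101Scf03815g00017.1 rose by 2.28 (SE 0.53, adjusted p = 0.00139). In the upper leaves of P. axillaris Peaxi162Scf00038g01961.1 rose by 2.16 (SE 0.25, adjusted p = 4.04e-07). These are 2 of 6 and 1 of 3 listed genes, and 0 were called in the other upper sections (equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). 3 of 3 values no longer met the threshold with each of normexp background correction and slide as a fixed block, 2 with each of the adjusted test of the methods section and scaling to the normalization probes. Peaxi162Scf00038g01961.1 (24 hpe, upper leaves) was 1.95 without replicate 3 at 24 hpe, Peinf101Ctg13655775g00003.1 (24 hpe, upper stem) was 1.85 without replicate 1 at 24 hpe, and Peinf101Scf03815g00017.1 (24 hpe, upper stem) was 1.82 without replicate 1 at 24 hpe.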

Upregulation of *JAZ* was restricted to the upper stem in *P. inflata* and to the upper leaves of *P. axillaris*. 

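NINJA genes, whose adaptor protein links JAZ to co-repressors, rose above the stem base in both species at 24 hpe. In P. inflata Peinf101Scf00160g17008.1 went from 47.3 ± 8.02 to 553 ± 99.8 in the basal leaves, a log2 fold change of 3.55 (SE 0.50, n = 3, adjusted p = 6.03e-06), and was at 2.59 in the upper stem, 3.12 in the upper leaves and 3.17 in the shoot apex. In P. axillaris Peaxi162Scf00667g00615.1 was at 3.81 in the upper stem, 4.44 (SE 1.08, adjusted p = 0.0026) in the basal leaves and 4.83 (SE 1.08, adjusted p = 0.00113) in the upper leaves, and at 2.94 (SE 1.08, adjusted p = 0.048) in the shoot apex. Of 2 and 2 listed genes 2 and 2 were higher in the upper stem and in each kind of leaf, and 1 and 1 in the shoot apex (the same when adjusted over the list alone, lists chosen by the study on these samples). 7 of these 8 changes fell short of the threshold with slide as a fixed block, 5 with the adjusted test of the methods section, 4 with scan day as a fixed block, 2 with each of a fit of the compared groups alone, a fit of the section alone, normexp background correction and scaling to the normalization probes, 1 with each of the unadjusted test of the methods section and 75th-percentile scaling. Peaxi162Scf00667g00615.1 (24 hpe, shoot apex) was -6.30 with slide as a fixed block, 2.32 without replicate 2 at 0 hpe, 2.48 without replicate 3 at 0 hpe, 3.06 without replicate 1 at 24 hpe, 2.71 without replicate 2 at 24 hpe and 3.03 without replicate 3 at 24 hpe and Peaxi162Scf00667g00615.1 (24 hpe, upper leaves) was -9.25 with slide as a fixed block.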

Upregulation of *NINJA* genes was found in all upper tissues in *P. inflata* and in the upper stem and both leaf types in *P. axillaris*. Genes controlling auxin biosynthesis were mostly downregulated in the upper cutting parts in response to the cutting excision, except for one *ASA* gene that was upregulated in the leaves of *P. axillaris* (**Figures 8E, F**). By contrast, expression of auxin transporter genes revealed a species-dependent upregulation in cutting leaves. 

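Some genes of auxin synthesis fell in the upper stem of P. inflata at 24 hpe, and ASA2 rose in the leaves of P. axillaris. TAR Peinf101Scf00500g16047.1, of the step after tryptophan, went from 94.9 ± 11.6 to 11.0 ± 7.94, a log2 fold change of -3.35 (SE 0.53, n = 3, adjusted p = 1.33e-05). The YUCCA genes of the last step fell too, YUCCA8 (Peinf101Scf00191g44010.1) with -2.52 (SE 0.51, adjusted p = 0.000358) and YUCCA9 (Peinf101Scf00373g18017.1) with -1.91 or lower (adjusted p = 3.07e-05). ASA2 (Peaxi162Scf01313g00027.1), an enzyme gene of tryptophan synthesis, rose by 2.66 (SE 0.41, adjusted p = 1.26e-05) in the basal and 2.26 in the upper leaves of P. axillaris. Here 2 of 4 TAR and 2 of 7 YUCCA genes were lower (unchanged when adjusted over the list alone, lists chosen by the study on these samples). 5 of the 5 values fell short of the threshold with each of the adjusted test of the methods section, normexp background correction and slide as a fixed block, 3 with each of the brightest probe of each gene and values floored at the lowest signal above background, 1 with each of a fit of the compared groups alone and a fit of the section alone. Peaxi162Scf01313g00027.1 (24 hpe, basal leaves) was 1.99 without replicate 1 at 0 hpe and Peaxi162Scf01313g00027.1 (24 hpe, upper leaves) was 1.88 without replicate 1 at 0 hpe.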

Five and four *PIN/PIN*-like genes were exclusively upregulated in basal and upper leaves of *P. inflata*, respectively, while one other gene of the same category was downregulated in all upper tissues of the same species and in the upper stem and the leaves of *P. axillaris*. It can be seen from **Figure 5D** that two genes with homology to *PIN-like1* and three other genes with homology to *PIN5*, *PIN-like1*, or *PIN-like3* were strongly upregulated only in the leaves of *P. inflata*. 

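Some PIN-like genes rose in the leaves of P. inflata at 24 hpe, with wide spread among replicates. In the basal leaves 5 of 9 listed PIN and PIN-like genes were higher and 1 lower, in the upper leaves 4 and 1, and in the shoot apex 0 and 0. In P. axillaris 0 of 5 were higher in any upper section, and 1, 1, 0 and 0 were lower in the upper stem, basal leaves, upper leaves and shoot apex (all equal when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). PIN-like1 (Peinf101Scf00982g03030.1), of proteins thought to move auxin within cells, went from 42.9 ± 9.19 to 1017 ± 738 in the upper leaves, a log2 fold change of 4.09 (SE 0.53, n = 3, adjusted p = 3.63e-06), and was at 3.77 in the basal leaves. The other PIN-like1 gene (Peinf101Scf00982g04003.1) had 3.74 and 3.96, and the gene assigned to PIN-like1 or PIN-like3 (Peinf101Scf05738g00025.1) had 3.64 and 3.95. PIN5 (Peinf101Scf00197g15008.1), a carrier of the endoplasmic reticulum, rose by at least 0.94 (adjusted p = 0.00381) in the basal leaves. 7 of 7 changes named missed the threshold with the adjusted test of the methods section, 3 with slide as a fixed block, 1 with each of scan day as a fixed block, the brightest probe of each gene, normexp background correction and values floored at the lowest signal above background. The fitted change of Peinf101Scf00197g15008.1 (24 hpe, basal leaves), whose size is not measured, was 1.89 without replicate 1 at 0 hpe.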

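PIN11 fell in the upper stem and PIN-like3 in leaves at 24 hpe. PIN11, an auxin carrier gene, fell in the upper stem of P. inflata (Peinf101Scf01218g11012.1) from 137 ± 41.2 to 3.42 ± 0.619 (not above background), with -3.67 or lower (n = 3, adjusted p = 1.38e-11), and in that of P. axillaris (Peaxi162Scf00976g00113.1) with -2.61 or lower (adjusted p = 5.1e-06). PIN-like3 of P. inflata (Peinf101Scf02422g00016.1) fell in the basal leaves with -2.39 (SE 0.30, adjusted p = 1.6e-06) and in the upper leaves with -2.22. That of P. axillaris (Peaxi162Scf00918g00416.1) fell in the basal leaves with -2.40 (SE 0.31, adjusted p = 1.34e-06) and had -1.99 (SE 0.31, adjusted p = 1.58e-05) in the upper leaves. 5 of these 5 values missed the threshold with normexp background correction, 4 with slide as a fixed block, 1 with the brightest probe of each gene.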

In each species, two other genes with homology to *PIN11* and to *PIN-like3* were downregulated in the upper stem and the leaves, respectively. *ERF* genes responded in the upper cutting parts to the excision of cuttings. Seven *ERF* genes in *P. axillaris* and three in *P. inflata* were upregulated in the upper cutting parts (**Figure 7B**). These included *ERF114* in *P. axillaris* and *ERF113* in *P. inflata* (**Figure 7B**). 

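Some ERF genes were called higher in each upper section at 24 hpe. In the upper stem, basal leaves, upper leaves and shoot apex 4, 6, 5 and 1 of 33 listed genes were higher in P. axillaris and 3, 2, 3 and 2 of 20 in P. inflata (unchanged when adjusted over the list alone, lists chosen by the study on these samples). ERF13 of P. axillaris (Peaxi162Scf00475g00053.1), of a family of wound and ethylene response factors, went from 9.88 ± 6.06 to 137 ± 9.59 in the upper leaves, a log2 fold change of 4.04 (SE 0.53, n = 3, adjusted p = 2.94e-06), and was at 3.85 in the basal leaves. ERF1 (Peaxi162Scf00001g00352.1) was at 3.55 (SE 0.58, adjusted p = 2.27e-05) in the upper stem. ERF4 of P. inflata (Peinf101Scf01077g02003.1), a repressor, was at 2.66 (SE 0.32, adjusted p = 1.41e-06) in the basal leaves and 3.17 in the upper leaves, and ERF5 (Peinf101Scf00176g06007.1) at 2.84 in the upper leaves and 2.86 (SE 0.43, adjusted p = 9.79e-06) in the shoot apex. 5 of 7 values no longer met the threshold with slide as a fixed block, 3 with each of the brightest probe of each gene and normexp background correction, 2 with the adjusted test of the methods section.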

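ERF114 of P. axillaris (Peaxi162Scf00314g00628.1) went in the upper stem from 3.32 ± 0.312 (not above background) at 0 hpe to 147 ± 3.41 at 24 hpe, a log2 fold change of at least 4.19 (n = 3, adjusted p = 5.38e-18). ERF113 of P. inflata (Peinf101Scf00889g00012.1) was at 3.09 (SE 0.31, adjusted p = 1.23e-08) in the upper stem and at least 1.63 in the basal leaves. Homologs of both factors act in root and wound responses of Arabidopsis. ERF114 was not called in the basal leaves. 3 of these 3 changes fell short of the threshold with normexp background correction, 1 with each of scan day as a fixed block, slide as a fixed block and values floored at the lowest signal above background.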

In each species, two other *ERF* genes showed downregulation in the upper cutting parts.

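Few ERF genes fell above the stem base at 24 hpe. Genes lower in the upper stem, basal leaves, upper leaves and shoot apex numbered 2, 1, 0 and 0 in P. axillaris and 0, 1, 0 and 1 in P. inflata (the same when adjusted over the list alone, 0 also with unadjusted p, lists chosen by the study on these samples). ERF4 of P. axillaris (Peaxi162Scf01099g00011.1), of repressors of the family, fell in the upper stem from 152 ± 23.1 to 27.6 ± 5.94, with -2.47 (SE 0.31, n = 3, adjusted p = 6.86e-07). ERF61 (Peaxi162Scf00102g01713.1) fell at least 2.12-fold (adjusted p = 4.45e-05) in the upper stem and had -2.70 in the basal leaves. In P. inflata ERF2 (Peinf101Scf00610g04002.1) fell in the basal leaves with -0.62 or lower (adjusted p = 0.00122) and ERF12 (Peinf101Scf01136g00001.1) in the shoot apex with -2.07 (SE 0.39, adjusted p = 0.000183). 5 of the 5 values fell short of the threshold with normexp background correction, 4 with slide as a fixed block, 3 with values floored at the lowest signal above background, 2 with each of the adjusted test of the methods section and the brightest probe of each gene, 1 with each of a fit of the compared groups alone, a fit of the section alone and 75th-percentile scaling. Peaxi162Scf00102g01713.1 (24 hpe, basal leaves) was -1.96 without replicate 3 at 24 hpe, Peinf101Scf00610g04002.1 (24 hpe, basal leaves) was -1.95 without replicate 2 at 24 hpe, and Peinf101Scf01136g00001.1 (24 hpe, shoot apex) was -1.87 without replicate 3 at 0 hpe and -1.94 without replicate 3 at 24 hpe.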

### Validation of the targeted microarray by RT-qPCR

Considering our focus on auxin, for validation of the microarray, we selected seventeen genes that control auxin biosynthesis, transport, signaling, and downstream response, analyzed the transcript levels in selected samples from *P. axillaris* or *P. inflata* by RT-qPCR, and compared the results with microarray data. High correspondence and significant correlation between both methods revealed the high quality of the microarray analysis (**Supplementary Figure S1**). Lower fold changes for *ASA2*, *IAA20-like*, and *SAUR68-like* determined by RT-qPCR, when compared to the microarray, even indicate that the microarray was more sensitive than RT-qPCR. This conclusion is supported by the expression levels determined by both methods (**Supplementary Figure S2**). These three genes, particularly *SAUR68-like*, revealed relatively low signal levels when analyzed by RT-qPCR.

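The 3 genes were measured on the array over a range of levels. ASA2, of tryptophan synthesis, was at 51.1 in the stem base of P. axillaris at 0 hpe and 13.6 in its basal leaves. IAA20-like, an auxin repressor gene, was higher in the stem base of P. axillaris at 24 hpe (2.28, SE 0.36, adjusted p = 4.89e-06) and 72 hpe (2.33). SAUR68-like, of the auxin response, had -2.23 (SE 0.39, adjusted p = 2.31e-05) at 24 hpe in P. axillaris, and in P. inflata -2.05 at 0.5 hpe. The deposited files hold no RT-qPCR values. 4 of 4 changes named missed the threshold with normexp background correction, 3 with slide as a fixed block, 2 with each of the brightest probe of each gene and scaling to the normalization probes. Peaxi162Scf00088g01715.1 (24 hpe) was 1.87 without replicate 2 at 24 hpe, Peaxi162Scf00464g00323.1 (24 hpe) was -1.94 without replicate 3 at 24 hpe, and Peinf101Scf00523g04023.1 (0.5 hpe) was -1.95 without replicate 1 at 0 hpe, -1.82 without replicate 2 at 0 hpe and -1.74 without replicate 3 at 0.5 hpe.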

### Plant hormone levels as affected by time after excision and cutting section

Corresponding to the analysis of transcription of genes putatively controlling plant homeostasis, signaling, and response, phytohormone concentrations were analyzed in the stem base of both species over time after excision and also in the upper cutting sections at 0 and 24 hpe, the time point of central root induction. In addition to the most important physiologically active auxin, IAA, JA, as well as its precursor OPDA, its physiological conjugate JA-Ile, and diverse cytokinins, which have important antagonistic functions against auxin, were analyzed. Furthermore, salicylic acid (SAL) was included because SAL has recently been found as a new hormonal player affecting AR formation in explants from *Arabidopsis* and cucumber while interacting with auxin (Dong et al., 2020; Tran et al., 2023). Strigolactones were not analyzed because SLs are extremely difficult to quantify in shoot tissues.

**Figure 9** shows hormone dynamics and IAA/cytokinin ratios in the stem base of *P. axillaris* and *P. inflata* after excision. In both species, JA peaked sharply at 0.5 hpe before dropping to baseline by 24 hpe, with *P. axillaris* showing nearly double the peak level of *P. inflata* (**Figure 9A**). OPDA followed a similar pattern, but *P. axillaris* reached over triple the peak level of *P. inflata* and maintained higher levels throughout (**Figure 9B**). JA-Ile, generally lower than JA, mirrored the pattern of JA but reached equally high peak levels in both species at 0.5 hpe (**Figure 9C**). *P. axillaris* showed slightly, but significantly, higher JA-Ile levels at 0, 2, and 24 hpe. IAA levels in the stem base were about three times higher in *P. inflata* than in *P. axillaris* at the time of cutting excision and remained elevated until root initiation at 72 hpe (**Figure 9D**). IAA rose until 2 hpe and then declined below initial levels. Trans zeatin (tZ), cis zeatin (cZ), isopentenyladenosine (IPR), and trans zeatin riboside (tZR) increased strongly in *P. inflata* after 24 hpe, reaching higher levels than *P. axillaris* (**Figures 9E–I**), while isopentenyladenine (IP) showed little variation (**Figure 9G**). IAA/cytokinin ratios mirrored IAA trends, peaking at 2 hpe and thereafter decreasing to a minimum at 72 hpe, then revealing only small interspecific differences (**Figures 9J–L**). IAA correlated strongly (*B* > 0.83) with these ratios (**Figure 10A**).

**Figure 9:**
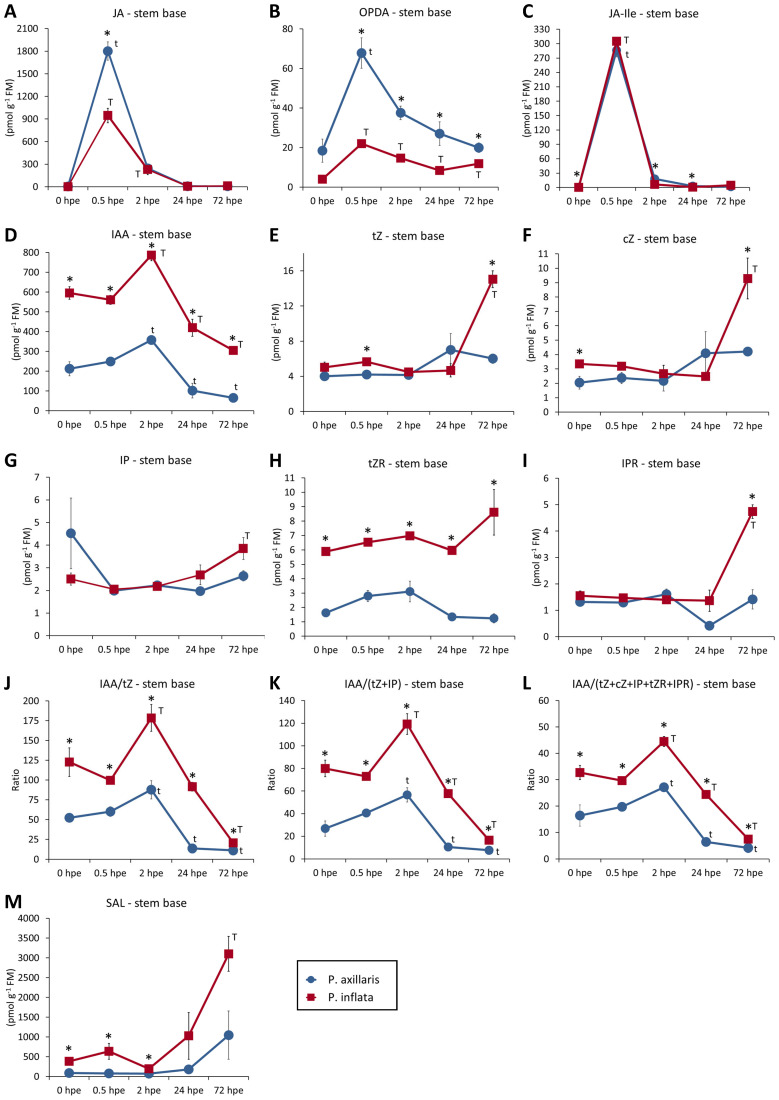
Concentrations of phytohormones in cutting parts of *P. axillaris* and *P. inflata*. Temporal course of JA **(A)**, OPDA **(B)**, JA-Ile **(C)**, IAA **(D)**, tZ **(E)**, cZ **(F)**, IP **(G)**, tZR **(H)**, IPR **(I)**, the ratio of IAA/tZ **(J)**, the ratio of IAA/(tZ + IP) **(K)**, the ratio of IAA/(tZ + cZ + IP + tZR + IPR) **(L)**, and the level of SAL **(M)** in the stem base. Asterisks indicate significant differences between the two species at the specified time points (*t*-test, *p* < 0.05). *t* and *T* indicate values that are significantly different from the values at 0 hours post excision (hpe) for *P. axillaris* and *P. inflata*, respectively (ANOVA, Tukey test, *p* < 0.05). Sample size (*n*) = 3, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hpe or 0, 0.5, and 2 hpe, respectively. For abbreviations, see the text.

**Figure 10:**
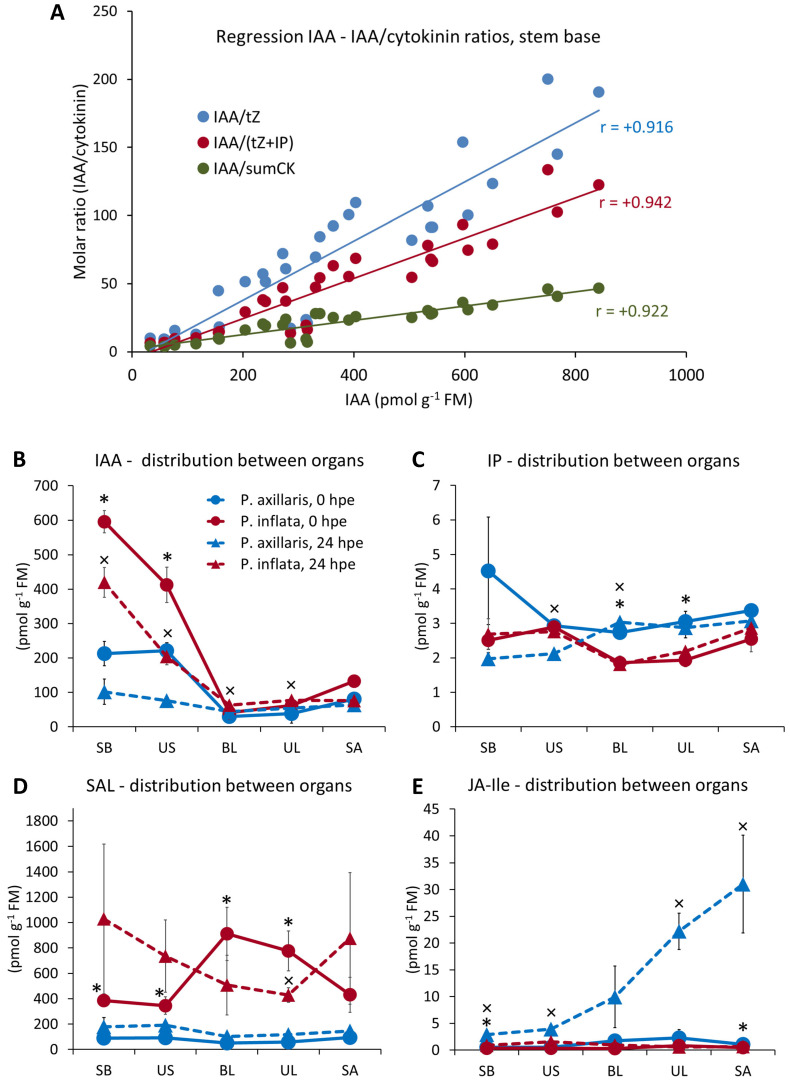
Linear regressions calculated between IAA in the stem base as independent variable and different IAA/cytokinin ratios as dependent variable, using combined data of *P. axillaris* and *P. inflata* from all time points (*n* = 30) **(A)**. Distribution of IAA **(B)**, IP **(C)**, SAL **(D)**, and JA-Ile **(E)** between the different cutting parts at 0 h and 24 hours post excision (hpe). Asterisks indicate significant differences between the two species at 0 hpe. Crosses indicate significant differences between the two species at 24 hpe. Each sample consisted of material from 10 or 16 cuttings for 24 or 0 hpe, respectively.

The analysis of the phytohormone-related transcriptome already indicated that excision of cuttings modified plant hormone metabolism at the whole-cutting level. Therefore, we also analyzed plant hormone concentrations at 0 and 24 hpe in the upper cutting parts in addition to the stem base. The results highlight a species-dependent distribution of certain plant hormones along the shoot axis that was additionally affected by the time after excision. In both species, the IAA levels at 0 hpe increased in basipetal direction along the shoot axis, showing the lowest levels in the leaves and an increase from the shoot apex toward the stem base (**Figure 10B**). However, this gradient was much stronger in *P. inflata* than in *P. axillaris*. Furthermore, the basipetal increase of IAA along the shoot axis in *P. inflata* remained at a high level until central root induction (24 hpe), whereas in *P. axillaris*, the gradient almost completely disappeared by 24 hpe (**Figure 10B**). At both time points, the gradients of IAA concentration between basal leaves or the upper leaves and the stem base were significantly higher in *P. inflata* compared to *P. axillaris* (**Supplementary Table S5**).

Concerning the other hormones, the most temporally stable difference between the two species in the upper cutting parts was a significantly lower level of IP in leaves for *P. inflata* compared to *P. axillaris* (**Figure 10C**). Trans-zeatin increased in the upper cutting sections between 0 and 24 hpe, and at 24 hpe, it only differed between the species in the upper stem, with lower levels in *P. inflata* (**Supplementary Table S6**). The concentrations of tZR were highest in the shoot apex and the upper stem, while *P. inflata* revealed significantly higher levels than *P. axillaris* in all stem sections at 0 hpe and in all cutting sections at 24 hpe (**Supplementary Table S6**). At 0 hpe, SAL concentrations in *P. inflata* showed the highest levels in the leaves and were higher than in *P. axillaris* in all cutting sections (**Figure 10D**). The SAL gradient between leaves and the stem base of *P. inflata* became inverted between 0 and 24 hpe. Nevertheless, *P. inflata* maintained higher SAL levels in the leaves than *P. axillaris*. JA-Ile was similarly low in all tissues of both species at 0 hpe but showed an apical increase along the shoot axis only in *P. axillaris* at 24 hpe (**Figure 10E**). Furthermore, *P. inflata* revealed lower JA levels in most tissues at 24 hpe than *P. axillaris* (**Supplementary Table S6**).

Correlations between leaf hormone levels and the IAA gradient to the stem base were analyzed (**Supplementary Table S7**). Stem-base IAA was unrelated to leaf IAA levels but strongly correlated with the leaf–stem gradient (*r* = 0.997), indicating that transport intensity rather than leaf auxin levels determined stem-base IAA. The IAA gradient was negatively correlated with leaf IP, JA, OPDA, and JA-Ile (**Figures 11A, B**, **Supplementary Table S7**) but positively correlated with leaf SAL (**Figures 11C, D**). However, for JA, OPDA, and JA-Ile, data distributions were uneven (**Supplementary Figure S3**).

**Figure 11:**
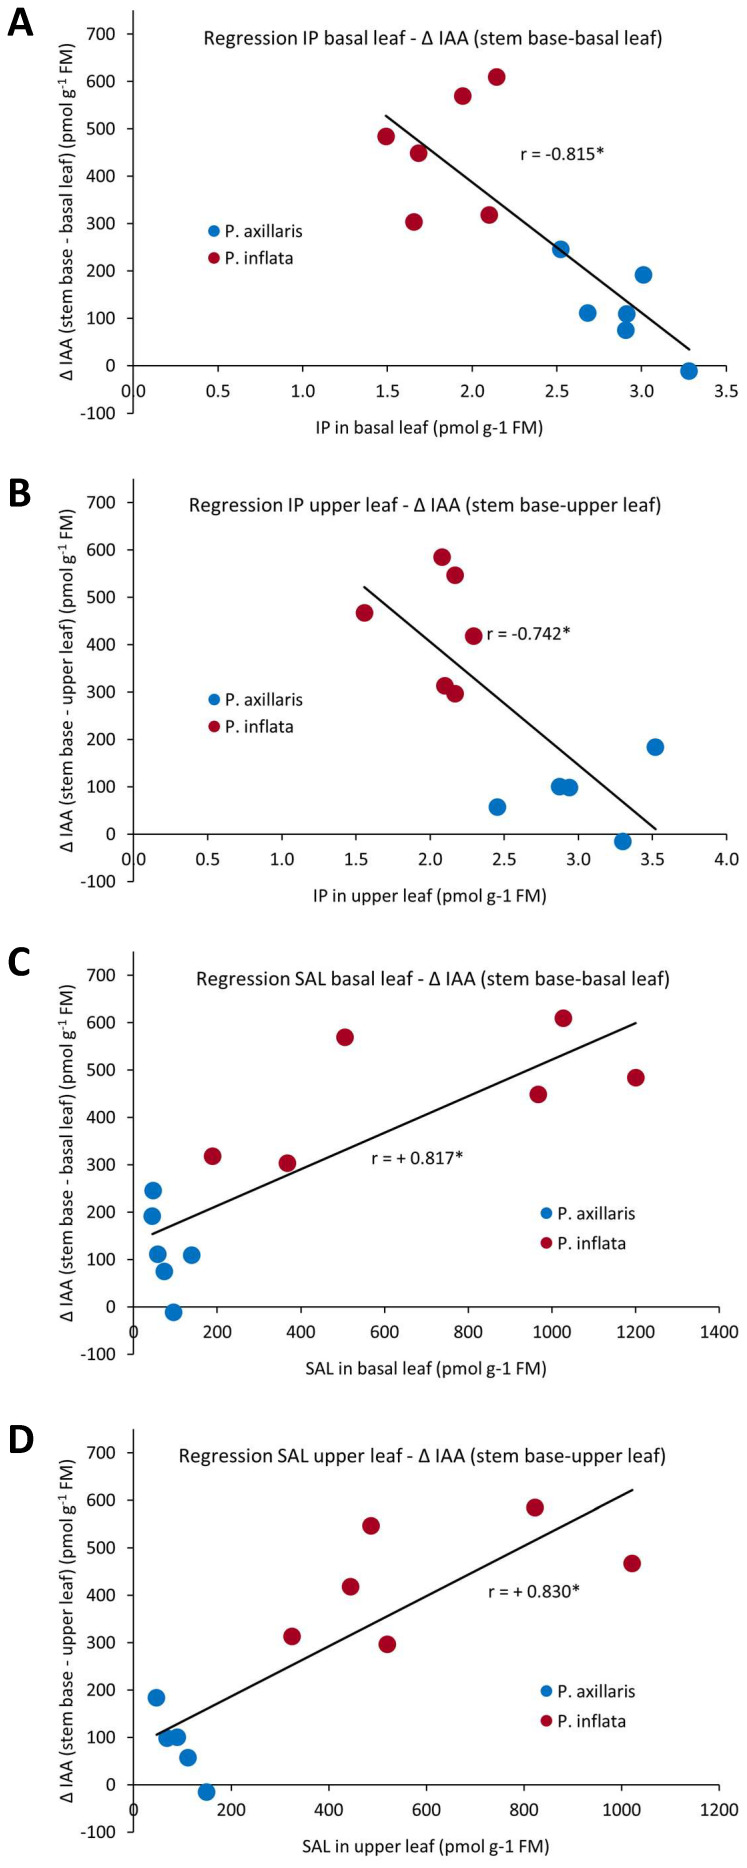
Linear regressions calculated between IP in the basal leaf **(A)**, IP in the upper leaf **(B)**, SAL in the basal leaf **(C)**, and SAL in the upper leaf **(D)** as the independent variables and the IAA concentration gradient between the respective leaf and the stem base as the dependent variable. Combined data of *P. axillaris* and *P. inflata* from 0 and 24 hours post excision (hpe) (*n* = 12). Each sample consisted of material from 10 or 16 cuttings for 24 or 0 hpe, respectively.

### Response of adventitious rooting of *P. axillaris* and *P. inflata* to stem base-targeted IAA application and to blocking of PAT from the upper shoot

The transcriptome data, as well as the phytohormone levels in the stem base, indicated that *P. inflata*, which showed a higher rooting potential when compared with *P. axillaris*, benefits from the locally higher IAA levels that could evoke enhanced auxin signaling at the levels of *Aux/IAA*, *ARF*, *LBD*, and *PIN* gene transcripts during the induction phase, thereby promoting AR formation. If this were the case, AR formation in *P. axillaris* should benefit more from external IAA supply to the stem base than that in *P. inflata*. To test this hypothesis, in three replicative experiments, cuttings of both species were rooted under standard climate chamber conditions while being exposed to increasing concentrations of IAA for the first 72 h after excision. With the start of root initiation at 72 hpe, cuttings were replanted in perlite until rooting was assessed on day 16 after excision. In all experiments, cuttings of *P. inflata* produced fewer and shorter ARs compared with *P. axillaris* when no IAA was supplied (**Figures 12A–F**). However, root number and length of *P. axillaris* were significantly enhanced by the application of 5 mg L^−1^ IAA, whereas these parameters were not significantly affected by the same dosage in *P. inflata* (experiments 1 and 2, **Figures 12A–D**). Additionally, the application of 10 mg L^−1^ IAA resulted in a strong increase in root numbers and length in *P. axillaris* in all three experiments compared to the controls, whereas such an increase was nonsignificant (Exp 1, **Figures 12A, B**) or much smaller (**Figures 12C–F**) for *P. inflata*. By contrast, AR formation of *P. inflata* apparently benefited more from higher IAA dosages than *P. axillaris*. Thus, in experiments 2 and 3, the root number of *P. inflata* increased or remained at a similar level when IAA supply was increased from 10 to 50 mg L^−1^, respectively, whereas the root number of *P. axillaris* was maintained or even slightly decreased (**Figures 12C, E**). Further increase of IAA from 50 to 150 mg L^−1^ decreased the root number of *P. axillaris* but had no negative effect on *P. inflata* (**Figure 12E**). Increasing IAA supply above 10 mg L^−1^ reduced root length of *P. axillaris* in all three experiments, although not significant at the individual experimental level, while root length of *P. inflata* remained at the 10 mg L^−1^ level or even slightly increased with the 50 mg L^−1^ dosage in experiment 2 (**Figures 12B, D, F**).

**Figure 12:**
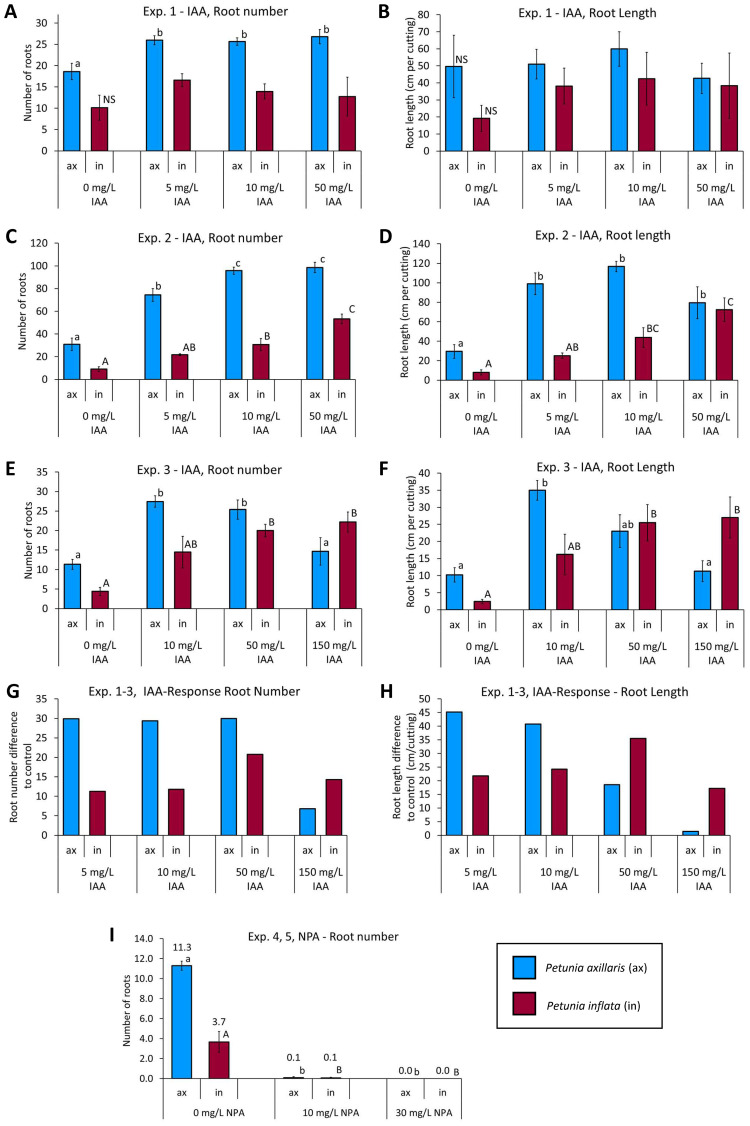
Rooting response of *P. axillaris* and *P. inflata* to applications of different dosages of IAA applied between 0 and 72 hours post excision **(A**–**H)** and to continuous lanolin-mediated applications of naphtylphatalamic acid (NPA) **(I)**. Number **(A**, **C**, **E)** and length **(B**, **D**, **F)** of formed adventitious roots per planted cutting in three independent experiments. Mean auxin response of root number **(G)** and root length **(H)** in terms of difference to the IAA-free control (0 mg L^−1^ IAA), calculated over the three experiments. Root number as affected by different dosages of NPA **(I)**. Columns and whiskers show the mean values ± SE. Numbers above the columns in **(I)** additionally show the mean values. Different upper- or lowercase letters indicate significant differences between the IAA and NPA dosages for *P. axillaris* or *P. inflata*, respectively (ANOVA, Tukey test, *p* < 0.05, *n* = 4 [Exp 1–3], *n* = 3 [Exp. 4, 5], each *n* consisting of 10 cuttings).

**Figures 12G, H** show that the interspecific difference in auxin response depended on auxin concentration, depicting the mean absolute differences in root number and length at various IAA levels relative to the IAA-free control across three experiments. *P. axillaris* showed a higher increase in root number and length than *P. inflata* up to a dosage of 10 mg L^−1^ IAA. With 50 mg L^−1^ IAA, the increase in root number was only slightly higher in *P. axillaris* than in *P. inflata*, whereas the increase in root length was already lower in *P. axillari*s. With 150 mg L^−1^ IAA, *P. axillaris* showed a smaller increase in root number and length than *P. inflata*.

The exclusive upregulation of auxin transporter genes in *P. inflata*, together with a stronger IAA gradient between the leaves and the stem base compared to *P. axillaris*, supports the conclusion that the cutting leaves in *Petunia* are important auxin source organs, from which IAA is transported to the stem base, where it can induce the formation of ARs. To analyze the contribution of PAT-controlled auxin influx from cutting parts above the basal stem, in particular the leaves, into the stem base, two experiments were conducted with *P. inflata* and *P. axillaris*, respectively, using the PAT blocker NPA. Lanolin rings containing NPA at two concentrations or pure lanolin were placed around the bases of the two basal leaves and the stem immediately above the two basal leaves to interrupt, or not interrupt, the PAT-derived auxin flow from the upper shoot, including all leaves, to the stem base (**Figure 1B**). In both species, NPA application at 10 mg L^−1^ lanolin and 30 mg L^−1^ lanolin almost completely and completely inhibited AR formation, respectively (**Figure 12I**). The results document that the PAT-dependent basipetal transport of IAA from the upper shoot, including the leaves, to the stem base is a bottleneck of adventitious rooting in both species.

## Discussion

### *P. inflata* has a higher rooting capacity than *P. axillaris*, but the realization of rooting also depends on donor plant factors

Both species rooted efficiently and formed adventitious roots rapidly without exogenous auxin, but *P. inflata* generally showed higher rooting capacity (**Figure 2**). In some experiments, however, *P. axillaris* exhibited stronger rooting (**Figures 2**, **12**). As donor plants were cultivated under variable greenhouse conditions, while rooting always occurred under identical climate chamber conditions, these findings suggest that rooting is genetically controlled but also influenced by the physiological state of the donor plants. Rooting of *P. hybrida* Mitchell cuttings, for instance, depends on nitrogen supply to donor plants without affecting auxin homeostasis (Zerche et al., 2016; Yang et al., 2019). Likewise, photosynthesis of cuttings, influencing carbohydrate supply for root growth (Rapaka et al., 2005), is modified by donor plant light conditions (Klopotek et al., 2012). Since nitrogen nutrition was optimized based on repeated substrate analysis in this study, variations in light, temperature, and plant age likely affected rooting, with *P. inflata* apparently less resilient than *P. axillaris*. Nevertheless, the data as a whole indicate a higher rooting capacity of *P. inflata*, since the minimum level of rooting that could be reached across all experiments was higher in this species (**Figures 2**, **12**).

### Both species reveal an early activation of the jasmonic acid pathway in the stem base during the root induction phase, which is further linked to the ERF family

The phytohormone-targeted microarray proved to be a reliable and valuable tool for monitoring hormone-related transcriptomes in both *Petunia* species (**Supplementary Figures S1**, **S2**). One of the earliest responses in the stem base after cutting excision was the upregulation of genes controlling JA biosynthesis and signaling at 0.5 hpe, followed by genes for JA-Ile biosynthesis at 2 hpe (**Figures 3C–F**). This was accompanied by a marked increase in JA and JA-Ile levels in the same tissue, peaking at 0.5 hpe (**Figures 9A, C**). While JA levels peaked higher in *P. axillaris*, JA-Ile reached similar maxima in both species. Considering that JAZ genes are among the earliest JA-induced genes (Wasternack and Song, 2017), the stronger and more persistent JAZ activation in the stem base (**Figure 3E**) and upper stem (**Figure 8C**) of *P. inflata* indicates enhanced JA signaling compared with *P. axillaris*. Upregulation of JA biosynthesis and signaling is a typical response to wounding (Wasternack and Song, 2017). A similarly early, transient JA accumulation in the stem base was reported for *P. hybrida* and pea cuttings (Ahkami et al., 2009; Rasmussen et al., 2015). Although JA can inhibit etiolation-induced AR formation in *Arabidopsis* hypocotyls, involving changes in auxin and cytokinin homeostasis and signaling (Gutierrez et al., 2012; Lakehal et al., 2019; Dob et al., 2021), accumulating evidence supports its positive regulatory role in cuttings. Suppression of wound-induced JA synthesis by AOC silencing reduced AR formation in *P. hybrida* cuttings (Lischweski et al., 2015), whereas short-term JA application to pea cuttings promoted rooting (Rasmussen et al., 2015). These findings support the hypothesis that early activation of the JA pathway contributes to AR formation in *P. axillaris* and *P. inflata* and may also partially underlie the higher rooting capacity of *P. inflata*. The stimulation of the JA pathway extended beyond the stem base, reaching upper leaves and the shoot apex at 24 hpe (**Figures 8A, B**, **10E**, **Supplementary Table S6**), suggesting JA involvement in systemic processes supporting AR formation.

*ERF* genes showed frequent and strong upregulation, starting in the stem base at 0.5 hpe (**Figure 7A**) and, in specific cases, also in upper cutting sections at 24 hpe (**Figure 7B**). In *Arabidopsis*, depending on the specific *ERF* gene, expression can be regulated by ethylene as well as by other plant hormones such as JA, ABA, and SAL (Heyman et al., 2018). *ERF* genes have various functions, including wound response, tissue repair, stress tolerance, pathogen resistance, and plant development (Heyman et al., 2018; Wu et al., 2022). In this study, both species showed local upregulation in the stem base of *ERF1*, *ERF2*, *ERF4*, *ERF5*, *ERF13*, *ERF17*, and *ERF25*. In *Arabidopsis*, *ERF1* integrates ethylene and JA signals (Lorenzo et al., 2003) and regulates primary and lateral root development involving upregulation of auxin transporters (Mao et al., 2016; Zhao et al., 2023). *ERF2* controls root growth in rice and affects responses to ethylene, ABA, auxin, and cytokinins (Xiao et al., 2016). Genetically engineered upregulation of auxin biosynthesis in apple rootstocks enhanced *ERF5* expression in both rootstocks and scions (Zhai et al., 2021), and overexpression of *ERF5* in *Dendrobium* orchid promoted regeneration of protocorm-like bodies (Zeng et al., 2023). In this study, *P. axillaris* showed strong upregulation of *ERF114* in the stem base from 24 hpe onward (**Figure 7A**) and in the upper stem at 24 hpe (**Figure 7B**). *P. inflata* exhibited local upregulation of *ERF113*, a close homolog of *ERF114*, between 2 and 72 hpe (**Figure 7A**) and in all upper cutting parts except the shoot apex at 24 hpe (**Figure 7B**). In *Arabidopsis*, *ERF113* is responsive to JA, SAL, ABA, and ethylene (Heyman et al., 2018). Both *ERF113* and *ERF114* are rapidly induced by wounding (Ikeuchi et al., 2017) and play roles in etiolation-induced AR formation in hypocotyls of *Arabidopsis* seedlings, where JA acts as a negative regulator (Lakehal et al., 2020). These results indicate that early upregulation of distinct *ERF* genes, such as *ERF1*, *ERF2*, *ERF5*, and particularly *ERF113*/*ERF114*, contributes to AR induction in *P. axillaris* and *P. inflata*, possibly acting downstream of JA and ethylene and upstream of auxin.

### Early local upregulation of ILR/ILL genes and PINOID-mediated rearrangement of intracellular auxin distribution seem to contribute to the auxin homeostasis in the stem base of *P. inflata* and *P. axillaris*

The highest number of DEGs occurred in the auxin category (**Figures 3A, B**). Expression data from the stem base showed predominant downregulation of genes controlling auxin biosynthesis, particularly *YUCCA* genes (**Figures 4A, B**), contrasting sharply with the upregulation of several *YUCCA* genes in *Arabidopsis* leaf explants during AR formation (Chen et al., 2016). Both species, however, showed rapid and strong upregulation of *ILR1-like2* and *ILR1-like6*, and *P. axillaris* additionally upregulated *ILR1-like4* (**Figures 4A, B**, 5B). *ILR/ILL* genes encode auxin-conjugate hydrolases that have been extensively characterized in *Arabidopsis*. In this plant, specific genes exhibit distinct but overlapping substrate specificities for conjugates between IAA or IBA and individual amino acids (Smolko et al., 2018), and hydrolases of the ILR1-like family identified regulate auxin homeostasis in the endoplasmic reticulum (ER) (Carranza et al., 2016). *ILR* genes can be induced by wounding and JA. In this context*, ILR1*, *ILL6*, and *IAR3*, members of the *ILR1*-like family (Campanella et al., 2003), were upregulated in *Arabidopsis* by wounding and JA and not only controlled auxin-conjugate hydrolysis but also reduced JA signaling via hydrolysis of JA-Ile (Zhang et al., 2016b). These findings suggest that early upregulation of *ILR1-like2*, ILR1-like4, and *ILR1-like6* contributes to the increase in IAA at 2 hpe and possibly to the simultaneous decrease in JA-Ile in *P. axillaris* and *P. inflata* (**Figures 9C, D**), thereby influencing AR formation.

PINOID protein serine/threonine kinases and their close homologs WAG1 and WAG2 phosphorylate PIN proteins, directing them to the apical cell side, whereas PP2A phosphatase antagonistically dephosphorylates PINs, targeting them basally (Friml et al., 2004; Michniewicz et al., 2007; Adamowski and Friml, 2015; Armengot et al., 2016). In this study, one gene of the *PINOID*/*WAG1*/*WAG2* family was downregulated at 0.5 hpe in each species (**Figure 4C**; Peaxi162Scf00333g00017.1, Peinf101Scf00423g01001.1 in **Supplementary Table S3**). Both genes share high identity with the *PINOID* gene A4A49_10797 (protein ID AMO02498.1) of *Nicotiana attenuata*. Overexpression of a *PINOID* gene in rice delayed crown root formation, a type of AR formed on intact monocot seedlings (Morita and Kyozuka, 2007). In *Arabidopsis*, AR formation in the hypocotyl of pre−etiolated flooded seedlings was strongly inhibited in the triple mutant *pid14 wag1 wag2*, even when external auxin was applied, indicating that proper PIN phosphorylation by these kinases is essential for AR establishment (Da Costa et al., 2020). These findings suggest that early downregulation of the A4A49_10797 homolog in the stem bases of *P. axillaris* and *P. inflata* may enhance basipetal IAA transport, directing auxin toward the founder cells initiating AR formation.

The preferential downregulation of *CCD*s and *D27*, which control SL biosynthesis, observed in *P. axillaris* and *P. inflata*, is consistent with similar findings in *P. hybrida* Mitchell (Bombarely et al., 2016). These results support the hypothesis that SL downregulation contributes to AR formation in both species, possibly by reducing the inhibitory influence of SL on PAT and AR initiation, as reported in *Arabidopsis* and pea (Rasmussen et al., 2012; Shinohara et al., 2013; Koltai, 2014).

### Rooting of *P. inflata* benefits from a higher auxin accumulation in the stem base that determines a higher auxin/cytokinin ratio and promotes the auxin signal transduction during AR induction

In both species, IAA increased after cutting excision until 2 hpe and then decreased to below the initial level, with consistently higher concentrations in *P. inflata* (**Figure 9D**). Changes in auxin transporter expression in the stem base were mainly detected at 24 hpe, with *PIN*/*PIN-like* genes more frequently upregulated in *P. inflata* (**Figures 4C, D**, **5C**). This suggests that transporter gene regulation in the stem base was a consequence of elevated IAA levels rather than their cause. In hypocotyls of pre−etiolated *Arabidopsis*, auxin−responsive rearrangement of transporter expression has been shown to drive cell reprogramming and subsequent differentiation during adventitious rooting (Della Rovere et al., 2013). Similarly, auxin transporters displayed auxin−responsive, phase−specific expression profiles in the stem bases of tomato and olive cuttings (Guan et al., 2019; Velada et al., 2020). Both *Petunia* species showed upregulation of *PIN6* at 24 hpe during AR induction and of *PIN5* at 72 hpe, corresponding to the expected onset of AR initiation (**Figure 5C**). In *Arabidopsis*, *PIN5* encodes a functional auxin transporter localized to the ER and is required for auxin−mediated development (Mravec et al., 2009). PIN6 localizes to both the ER and plasma membrane, mediating auxin transport across the plasmalemma and regulating intracellular auxin homeostasis (Cazzonelli et al., 2013; Simon et al., 2016). Overexpression of *PIN6* promoted AR formation in intact and de−rooted *Arabidopsis* seedlings (Cazzonelli et al., 2013; Simon et al., 2016). Only *P. inflata* exhibited upregulation of *PIN-like1* and/or *PIN-like3* genes, with one *PIN-like3* gene already induced at 24 hpe (**Figure 5C**). These findings highlight *PIN6* as a key auxin transporter for AR induction in *Petunia*, supported in *P. inflata* by *PIN-like3*.

Consistent with the higher maximum IAA level in the stem base at 2 hpe (**Figure 9D**) and more frequent upregulation of auxin transporters thereafter (**Figure 5D**), *P. inflata* also showed stronger upregulation of *Aux/IAA* and *ARF* genes controlling auxin signaling (**Figures 6A, B**). *Aux/IAA* proteins act as auxin repressors of *ARF* proteins, which are positive regulators directly controlling transcription of auxin-responsive genes such as *LBD* or *GH3* (Leyser, 2018). Auxin-induced degradation of specific *Aux/IAA* proteins subsequently enhanced transcription of their own encoding genes (Krogan and Berleth, 2015). Thus, the more frequent upregulation of *Aux/IAA* genes in *P. inflata* (**Figure 4E**) likely reflects stronger auxin perception, consistent with its higher IAA concentration (**Figure 9D**). In this study, one and two genes homologous to *ARF11* were strongly upregulated between 2 and 72 hpe in the stem base of *P. axillaris* and between 0.5 and 72 hpe in *P. inflata*, respectively (**Figure 6B**). In *Arabidopsis*, mutation of *ARF11* reduced lateral root number and length (Yamauchi et al., 2024). One homolog of *ARF9* was downregulated between 2 and 72 hpe in *P. axillaris* and at 2 hpe in *P. inflata*. In transgenic tomato plants, increasing or decreasing *ARF9* transcript levels suppressed or enhanced cell division during early fruit development, respectively, demonstrating an inhibitory function of *ARF9* in cell division (de Jong et al., 2015). A similar inhibitory role may apply to *ARF9* during early cell division events of AR formation in *P. inflata* and *P. axillaris*, suggesting that upregulation of *ARF11* combined with downregulation of *ARF9* supports AR formation in both species.

Genes of the *LBD* family, which are regulated by auxin and other phytohormones such as jasmonate and ethylene (Majer and Hochholdinger, 2011; Rong et al., 2024), responded strongly to cutting excision in both *Petunia* species. More *LBD* genes were upregulated in *P. inflata* than in *P. axillaris*, with differences apparent from 2 hpe onward (**Figure 6C**). In both species, one homolog of *LBD41* was upregulated from 0.5 hpe throughout the sampling period until 72 hpe (**Figure 6C**). At 24 hpe and 72 hpe, *LBD41* upregulation was stronger in *P. inflata* (*M*-values 5.27 and 7.03) than in *P. axillaris* (*M*-values 3.54 and 5.88) (**Supplementary Table S3**). Consistent with our findings, *LBD41* was also induced in the stem base of de-rooted mung bean seedlings at 6 and 24 hpe, and hydrogen peroxide stimulation of AR formation further enhanced its expression (Li et al., 2017). In both *Petunia* species, homologs of *LBD1* were upregulated from 2 hpe onward (**Figure 6C**). While the role of *LBD1* in adventitious rooting remains unclear, it has been linked to secondary growth and cambium differentiation (Rong et al., 2024). In rice, *LBD1–8* acts downstream of auxin signaling and is highly expressed in the cortex and lateral root primordia, with lateral root formation depending on its expression (Yamauchi et al., 2019). In both *Petunia* species, one homolog of *LBD16* was upregulated during the induction phase (24 hpe) and at AR initiation (72 hpe) (**Figure 6C**). Similarly, *LBD16* is induced in *Arabidopsis* leaf explants during early AR induction, regulating AR organogenesis in an auxin-dependent manner (Liu et al., 2014, 2018). Furthermore, overexpression of an apple homolog of *LBD16* in tomato increased the number of ARs (Wang et al., 2023). Overall, the data indicate more frequent and stronger *LBD* gene upregulation in the stem base of *P. inflata* compared with *P. axillaris*, consistent with its higher IAA levels, stronger auxin signaling activation, and greater rooting capacity. In both species, *LBD1*, *LBD16*, and *LBD41* appear to play major roles in excision-induced AR formation, likely acting downstream of auxin and possibly other phytohormones.

In addition to the early upregulation of homologs of *JAR1* (**Figures 3E, F**), which is *GH3.11* in *Arabidopsis* (Wasternack and Song, 2017), both *Petunia* species showed preferential upregulation of other *GH3* genes in the stem base (**Figure 4G**). At 2 and 24 hpe, more *GH3* genes were upregulated in *P. inflata* than in *P. axillaris*. Many GH3 proteins act as IAA−amidosynthetases and/or JA−amidosynthetases (Jez, 2022), so *GH3* upregulation may have contributed to the reduction of free IAA and JA toward AR initiation (72 hpe in **Figures 9A, D**). Considering the inhibitory roles of high JA and IAA levels during AR initiation (Da Costa et al., 2013), *GH3* induction may thus facilitate final AR formation in *P. axillaris* and *P. inflata*.

Differentially expressed *SAUR* genes (**Figure 4G**) are also likely to play crucial roles in AR formation in both species. SAUR proteins are transcriptionally induced by auxin in various plant species and are involved in hormone−mediated development (Ren and Gray, 2015), although auxin−induced SAUR repression has also been observed (Paponov et al., 2009). In shoots, specific SAURs control cell expansion by targeting PP2C.D phosphatases (Spartz et al., 2014; Ren and Gray, 2015; Fendrych et al., 2016; Ren et al., 2018). Recent studies in *Arabidopsis*, cucumber, and sweet potato have shown that specific SAUR proteins can also respond to jasmonate, can promote lateral root and AR formation by stimulating cell expansion, and, in some cases, act upstream of auxin by increasing auxin levels (Yin et al., 2020; Luan et al., 2023; Zhou et al., 2024).

The higher rooting capacity of *P. inflata* versus *P. axillaris* can be explained by the higher IAA levels, the higher IAA/cytokinin ratio, the associated stronger auxin signaling at the levels of *Aux/IAA* and *ARF* transcription, and the stronger downstream response, as reflected by the higher *PIN/PIN-like*, *GH3*, and *LBD* expression. The idea that the lower endogenous IAA level is a key factor for the lower rooting capacity of *P. axillaris* is supported by the finding that rooting of this species responded more positively to low IAA dosages of 5 to 10 mg L^−1^ IAA during root induction than did *P. inflata* (**Figure 12**). However, the finding that rooting of *P. inflata* was stronger enhanced by high IAA dosages of 50 mg and 150 mg L^−1^, than that of *P. axillaris* further reveals a higher maximum auxin response capacity for *P. inflata*. The increase in various cytokinins in the stem base of *P. inflata* between 24 and 72 hpe suggests a role in establishing new cell clusters—the earliest signs of root initiation in *Petunia* (Ahkami et al., 2009). In this context, cytokinins are well-known promoters of cell division within the quiescent center of *Arabidopsis* roots (Schaller et al., 2014).

### Rooting of both species is dependent on leaf-derived, PAT-controlled auxin supply, which determines a leaf-stem base auxin gradient, while *P. inflata* obviously benefits from higher transcription of *PIN* and *PIN-like* transporters in the leaves

NPA inhibits auxin efflux from plant cells, likely by affecting PIN- and ABCB-mediated auxin transport (Teale and Palme, 2018). Application of 30 mg L^−1^ NPA in lanolin around basal leaf bases and the upper stem of *Petunia* cuttings (**Figure 1**) completely prevented rooting in both species (**Figure 12I**). This demonstrates that auxin influx from the upper cutting parts, including leaves, into the stem base is essential for AR formation of both species. *P. inflata* showed a steeper IAA gradient between leaves, upper stem, and stem base (**Figure 10B**, **Supplementary Table S5**), associated with exclusive upregulation of *PIN5* and *PIN*-*like* genes in leaves (**Figure 5D**). Auxin transporters at the ER, such as PIN5 and PIN-like, have been suggested to reduce auxin availability for signaling and export from the cell by sequestration of IAA into the ER (reviewed in Ung, 2024). However, in a recent study by Zheng et al. (2025), virus-induced gene silencing of *PIN-like2*, which is expressed in the ER, decreased the expression of *Aux/IAA* and *GH3* genes and caused significant reductions in the number and length of formed roots. Further molecular assays in the same study demonstrated that one member of the TGA bZIP transcription factor family, TGA7, directly binds the promoter of *PIN-like2* and stimulates its transcription (Zheng et al., 2025). TGA factors are key components in SAL signaling activated by SAL (Seyfferth and Tsuda, 2014).

### Leaf SAL and cytokinin levels may control the leaf-derived auxin supply to the stem base of cuttings

Negative correlations were found between leaf IP levels and the leaf–stem base IAA gradient (**Figures 11A, B**). Cytokinins regulate *PIN* gene transcription and PIN protein trafficking within cells, enhancing auxin transport in shoots related to shoot branching (Marhavy et al., 2014; Simásková et al., 2015; Waldie and Leyser, 2018). *P. inflata* cuttings showed higher SAL levels in leaves compared to *P. axillaris* (**Figure 10D**), which were positively correlated with the IAA gradient between leaves and stem base (**Figures 11C, D**). SAL influences auxin transport and adventitious rooting, though its roles are not fully understood. SAL application increased transcripts of four *PIN* genes in cotton shoots (He et al., 2017) but inhibited rootward [^3^H-IAA] transport and reduced *PIN* activity in *Arabidopsis* roots via hyperphosphorylation (Tan et al., 2020). Continuous SAL supply enhanced AR formation in cucumber hypocotyl cuttings (Dong et al., 2020). However, genetic reduction of SAL biosynthesis in *Arabidopsis* increased rooting percentage, while SAL treatment reduced it (Tran et al., 2023). Considering that these findings are limited to other plant species, lower IP and higher SAL levels in *P. inflata* may promote auxin export from leaves by unknown mechanisms, possibly involving activation of *PIN-like* genes via TGA transcription factors, as previously discussed.

## Conclusive model

The data highlight a coordinated activation of the hormonal machinery in the stem base of the two *Petunia* species during AR induction. This process begins with the activation of JA and ERF transcription factors, followed by auxin, which depends strongly on auxin influx from the upper cutting sections. A conceptual model of these relationships is shown in **Figure 13**. Wounding triggers early JA accumulation in the stem base, reaching higher levels in *P. axillaris* and coinciding with enhanced expression of JA biosynthetic genes—*OPR* and *AOC* in *P. axillaris*, and *LOX* and *AOS* in *P. inflata*. Although *JAR* upregulation is higher in *P. axillaris*, JA-Ile peaks at similar levels in both species and is perceived via the COI1–JAZ co-receptor complex, reflected by elevated *MYC2* and *JAZ* expression. The stronger *JAZ* upregulation in *P. inflata* indicates a more pronounced JA response. Several wound-responsive *ERF* genes (*ERF1*, *ERF2*, *ERF5*) are induced in both species, while *ERF113* and *ERF114* are induced in a species-specific manner. The ERF and jasmonate pathways likely interact with the auxin pathway. Jasmonate and ERF activation also occur in the upper cutting parts of *P. axillaris*, as shown at 24 hpe by transcriptomic and JA-Ile data. During AR induction, PAT directs IAA basipetally from the upper sections to the stem base, with leaves likely serving as auxin sources. Downregulation of *CCDs* and *D27* may promote auxin transport and IAA accumulation by reducing inhibitory SLs. Exclusive upregulation of *PIN5* and *PIN-like1/3* in *P. inflata* leaves likely enhances auxin export, resulting in stronger basipetal IAA transport and a steeper IAA gradient, controlled by higher SAL and lower IP levels. Consequently, *P. inflata* shows increased IAA accumulation and a higher IAA/cytokinin ratio, favoring AR induction. This elevated ratio activates auxin signaling genes regulating IAA perception, signal transduction, and cellular response, leading to feedback changes in IAA distribution. Downregulation of *PINOID* (A4A49_10797) may favor basal PIN protein accumulation. Stronger induction of *Aux/IAA*, *ARF*, *GH3*, *PIN/PIN-like*, and *LBD* genes in *P. inflata* likely contributes to its higher rooting capacity compared to *P. axillaris*. Local upregulation of *ARF11* and *PIN6*, downregulation of *ARF9*, and exclusive induction of *PIN-like3* in *P. inflata* suggest key roles for these genes in AR induction. Upregulation of *LBD1*, *LBD16*, and *LBD41* in both species supports their function in auxin-dependent AR formation. Specific *ILR-like* genes may regulate the JA-Ile decrease after 0.5 hpe via deconjugation, facilitating AR initiation.

**Figure 13:**
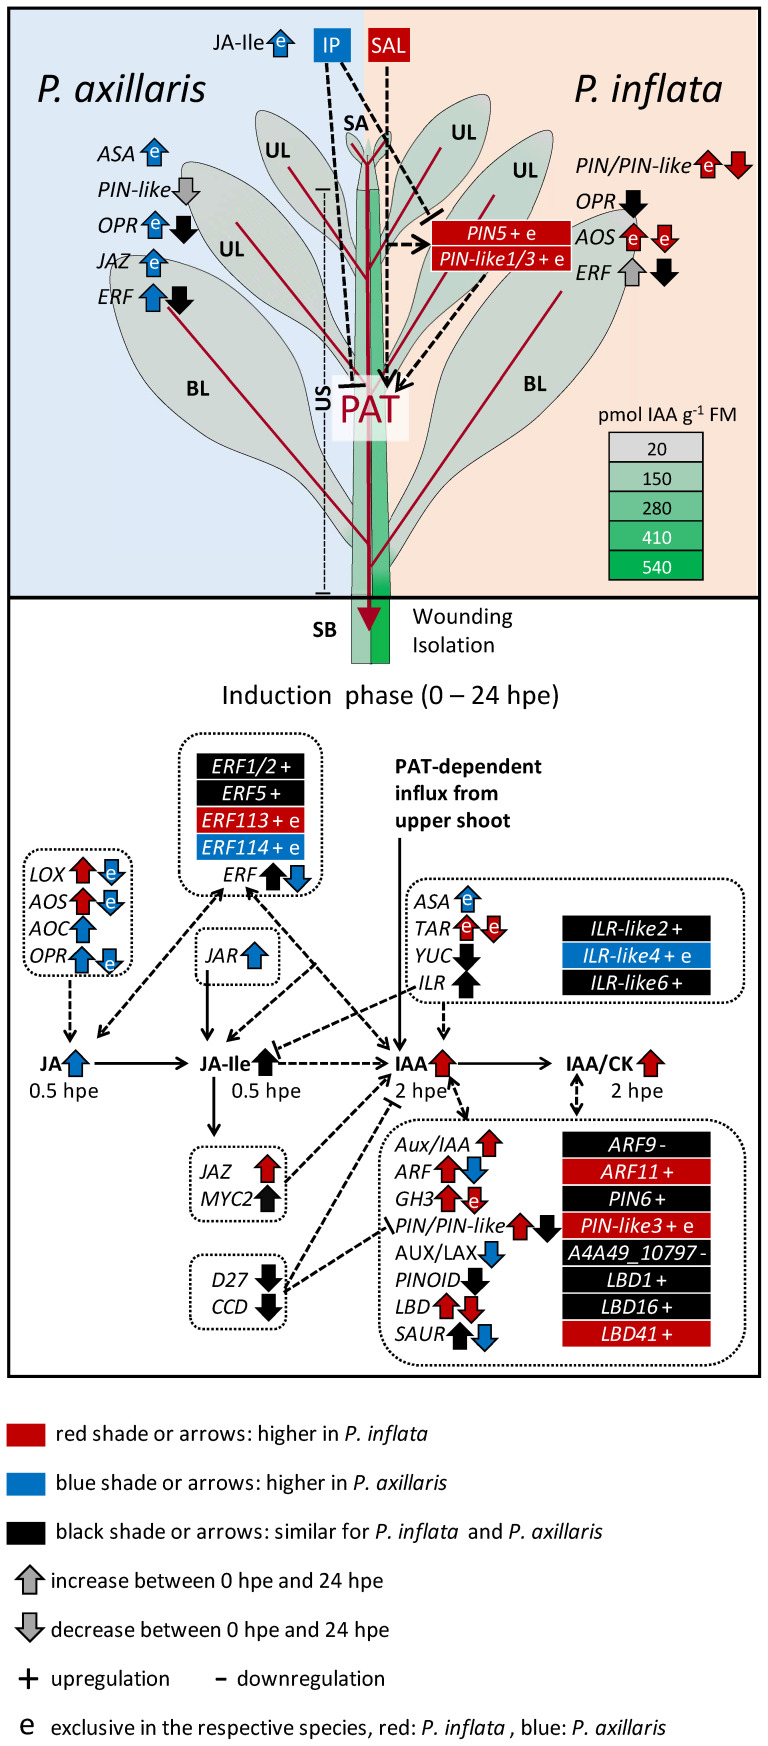
Conceptual model of hormone action in cuttings of *P. axillaris* and *P. inflata* during AR induction (0 until 24 hpe), highlighting important plant hormones, gene families, and genes. In the upper part, the blue- and reddish-shaded halves represent the upper cutting parts of *P. axillaris* and *P. inflata*, respectively. There, the increase of JA-Ile between 0 and 24 hpe (applies only to *P. axillaris*), the difference in IP and SAL levels between the two species, and the regulation of genes in the leaves of the two species are illustrated. The distribution of IAA (mean level calculated between 0 and 24hpe) among the five cutting sections of the two species is indicated by the intensity of green coloring in the separated right and left halves. In the lower part, the dynamics of hormone homeostasis and the regulation of important genes are illustrated for both species. Here, different responses of *P. axillaris* versus *P. inflata* or common responses of both species are indicated by blue, red, or black shading and the same coloring of the arrows. Red lines and arrows represent the PAT stream in the cutting. Solid and broken lines and arrows indicate established and putative interrelationships, respectively. Further explanation is given in the legend.

These findings enhance the understanding of hormonal regulation of adventitious rooting and provide a basis for the functional analysis of candidate genes using *Agrobacterium*-mediated transformation and CRISPR/Cas mutagenesis (Zhang et al., 2016a).

## Data Availability

The original data has now been published in GEO under the accession number: GSE317986.https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE317986.

## Glossary

ABCB: B family of membrane-bound ATP-binding cassette (ABC) transporters
AOC: allene oxide cyclase
AOS: allene oxide synthase
AR: adventitious root
ARF: auxin response factor
ASA: anthranilate synthase
AUX: auxin-resistant
Aux/IAA: auxin indole-3-acetic protein
BL: basal leaves
cZ: *cis* zeatin
dpe: days post excision
ET: ethylene
ERF: ethylene response factor
FMO-GC-OX-like: flavin-monooxygenase glucosinolate-*S*-oxygenase-like
GH3: Gretchen Hagen 3
GRAS: GRAS, GAI, RGA, and SCR like
hpe: hours post excision
IAA: indole-3-acetic acid
ILL: IAA-leucine resistant-like
ILR: IAA-leucine resistant
IP: isopentenyladenine
IPR: isopentenyladenosine
JA: jasmonic acid
JA-Ile: jasmonoyl-isoleucine
JAR: JA-amino acid synthetase
JAZ: jasmonate ZIM domain
LAX: like AUX
LBD: lateral organ boundaries domain
LOX: lipoxygenase
MYC2: myelocytomatosis 2
NPA: 1-*N*-naphthylphthalamic acid
NINJA: novel interactor of JAZ
OPR: 12-oxophytodienoic acid reductase
OPDA: 12-oxophytodienoic acid
PAT: polar auxin transport
PIN: PIN-formed
PINOID: protein serine/threonine kinase PINOID
SAL: salicylic acid
SAUR: small auxin up RNA
SA: shoot apex
SB: stem base
SL: strigolactones
TAR: tryptophan amino transferase
tZ: trans zeatin
tZR: trans zeatinriboside
UL: upper leaves
US: upper stem
WOX: WUSCHEL-related homeobox
YUCCA: YUCCA family of flavin monooxygenase
WAG1/WAG2: protein serine/threonine kinases WAG1 and WAG2

# Supplementary material for: Transcriptomic and hormonal dynamics in relation to adventitious rooting of two parental Petunia species highlight a coordinated activation of the jasmonate and auxin pathways and an important role of upper-shoot-derived auxin influx
**Source:** Front Plant Sci. 2026 Feb 6;16:1707238. doi: 10.3389/fpls.2025.1707238
**Supplement:** Supplementary file 1

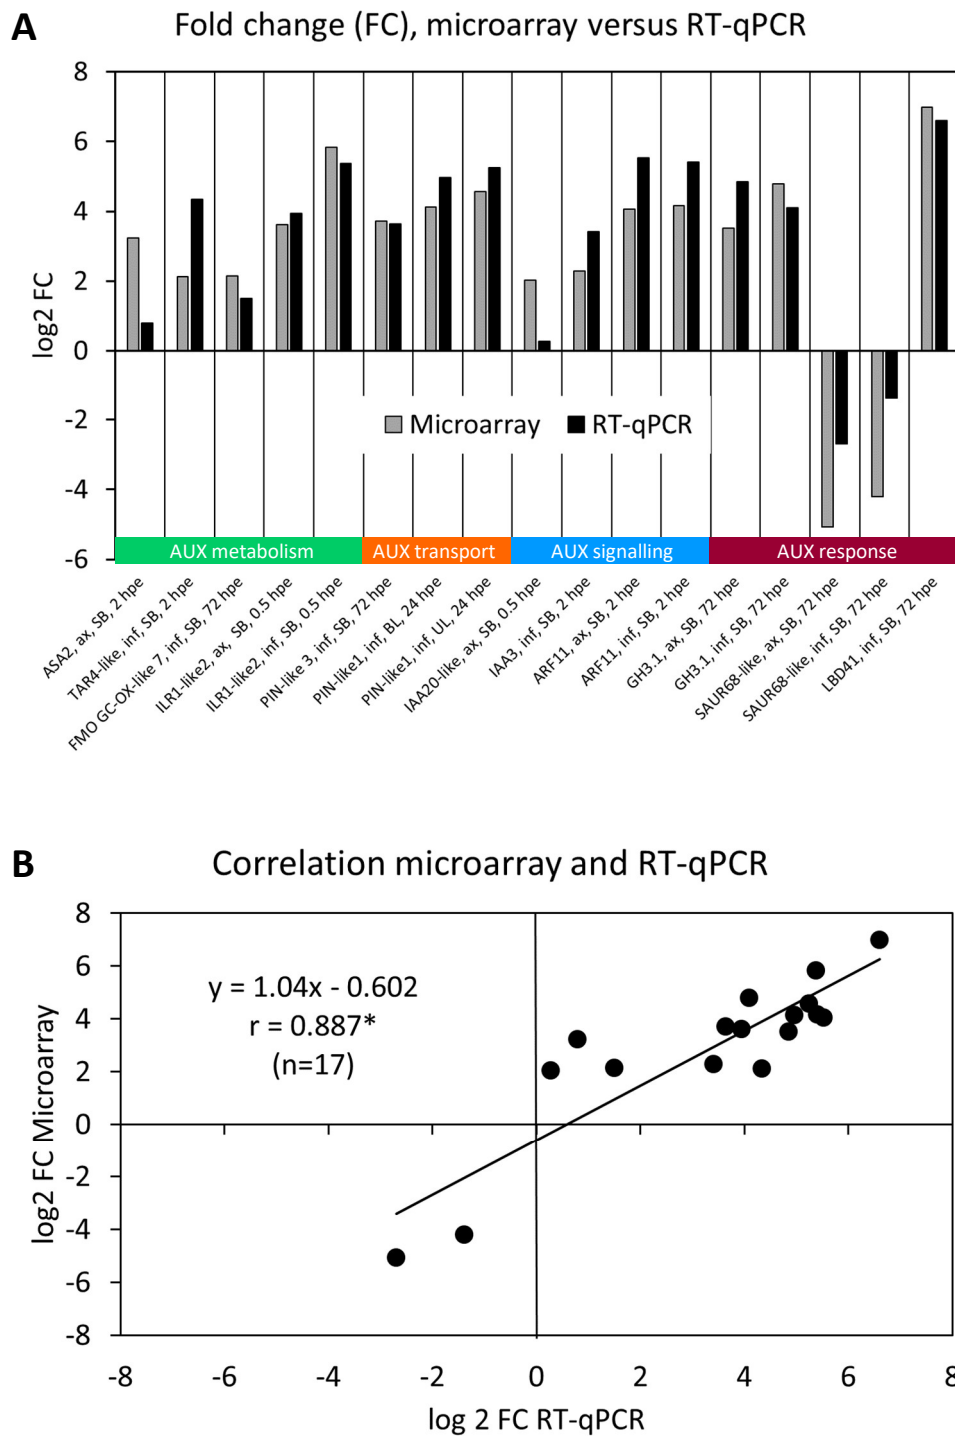

Supplementary Figure S1. Comparison of microarray and RT-qPCR results of transcriptome analysis of 17 selected auxin-related genes of different categories analyzed at selected hours post excision (hpe) in the stem base (SB), upper leaves (UL) or basal leaves (BL) of *P. axillaris* and *P. inflata*. Direct comparison of fold changes at a logarithmic scale (A) and correlation between fold changes analyzed by RT-qPCR and microarray (B).

# Supplementary material for: Transcriptomic and hormonal dynamics in relation to adventitious rooting of two parental Petunia species highlight a coordinated activation of the jasmonate and auxin pathways and an important role of upper-shoot-derived auxin influx
**Source:** Front Plant Sci. 2026 Feb 6;16:1707238. doi: 10.3389/fpls.2025.1707238
**Supplement:** Supplementary file 2

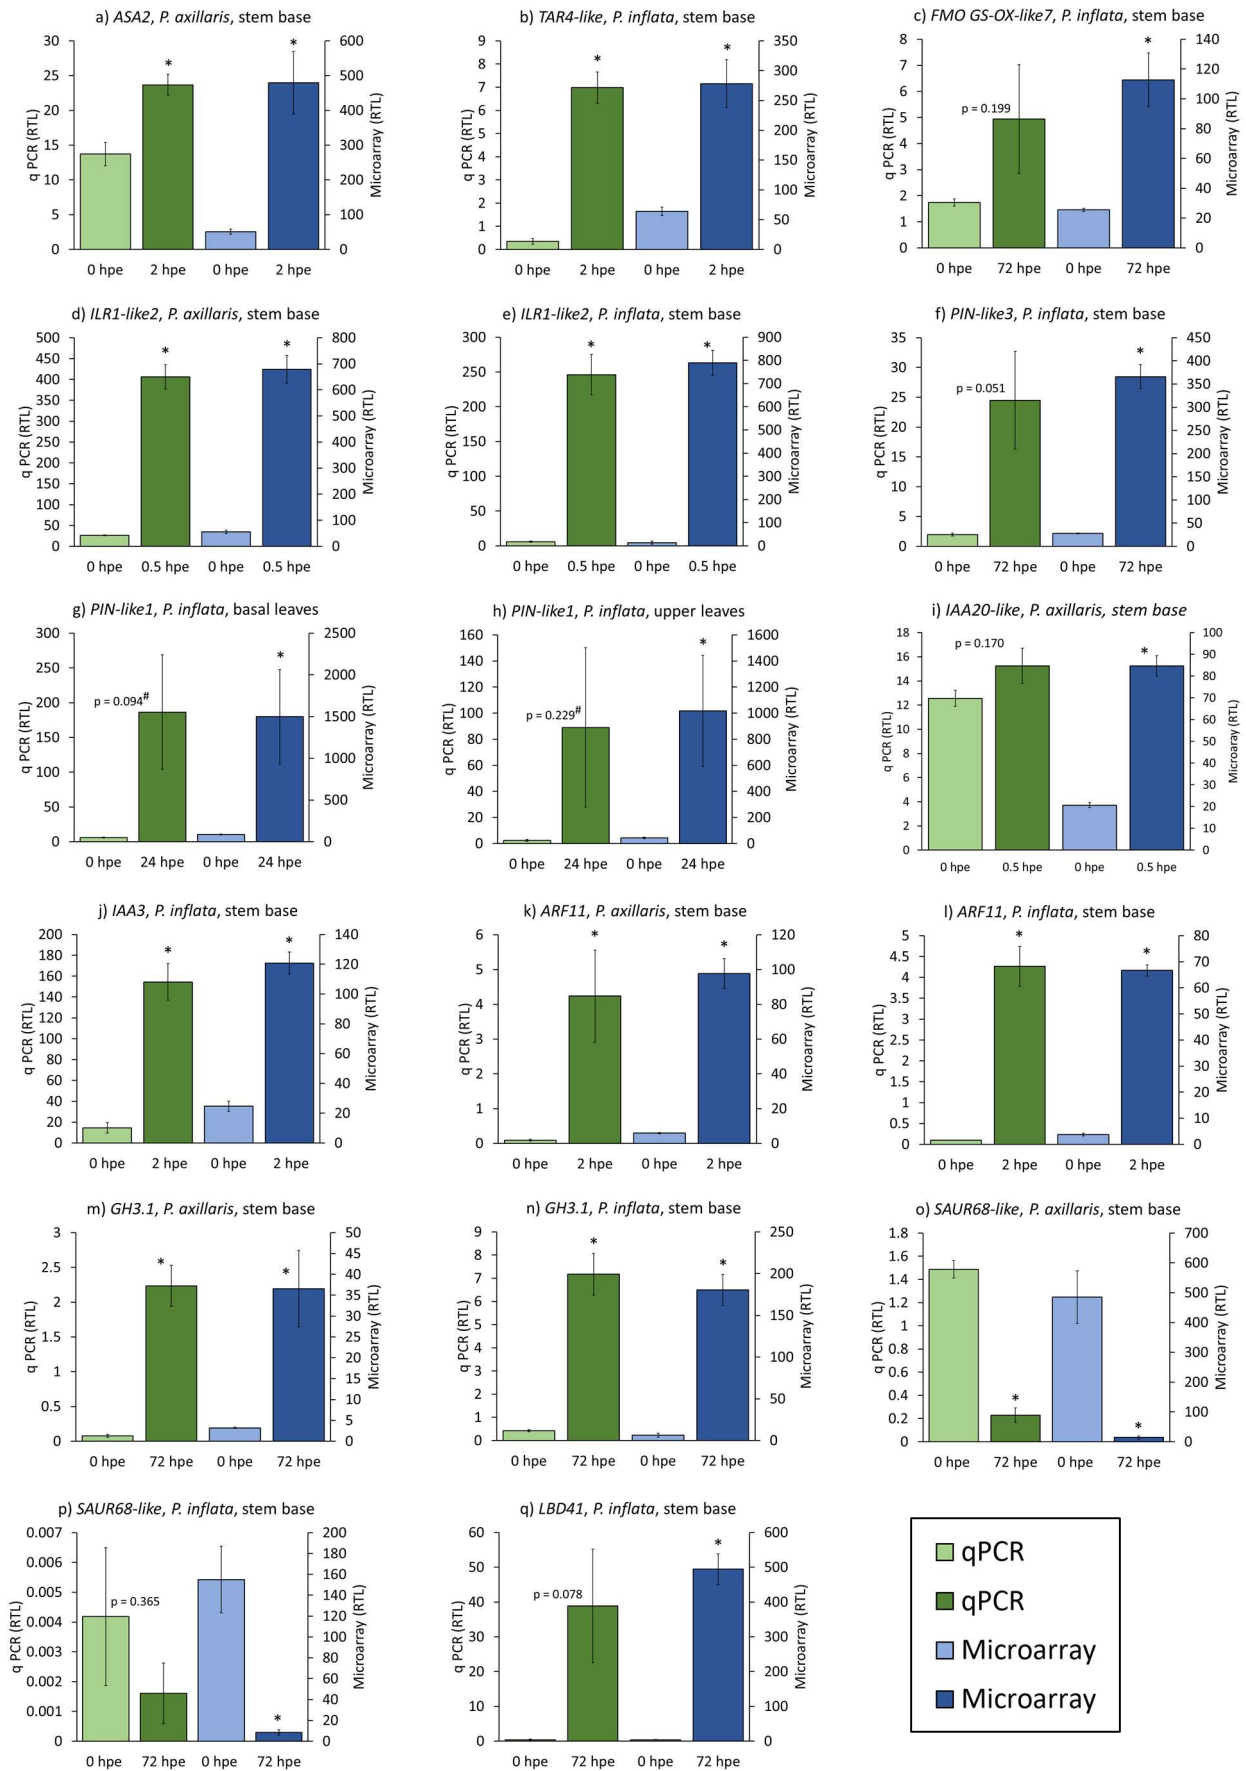

Supplementary Figure S2. Comparison of microarray and RT-qPCR results of transcriptome analysis of 17 selected auxin-related genes at selected time points. In case of RT-qPCR, relative transcript levels (RTL) were multiplied by 1000. Bars and whiskers show mean values $\pm$ SE. Asterisks indicate significant differences between the time points (t-test, $n = 3$, $p < 0.05$, each sample consisting of material from 10 or 16 cuttings for 24 and 72 hours post excision (hpe) or 0, 0.5 and 2 hpe, respectively). # in g) and h): for qPCR values, RTL at 24 hpe is significantly higher than RTL at 0 hpe (137.6 versus 7.1, $p < 0.05$, $n = 6$), when the data of upper and lower leaves is calculated together.

# Supplementary material for: Transcriptomic and hormonal dynamics in relation to adventitious rooting of two parental Petunia species highlight a coordinated activation of the jasmonate and auxin pathways and an important role of upper-shoot-derived auxin influx
**Source:** Front Plant Sci. 2026 Feb 6;16:1707238. doi: 10.3389/fpls.2025.1707238
**Supplement:** Supplementary file 3

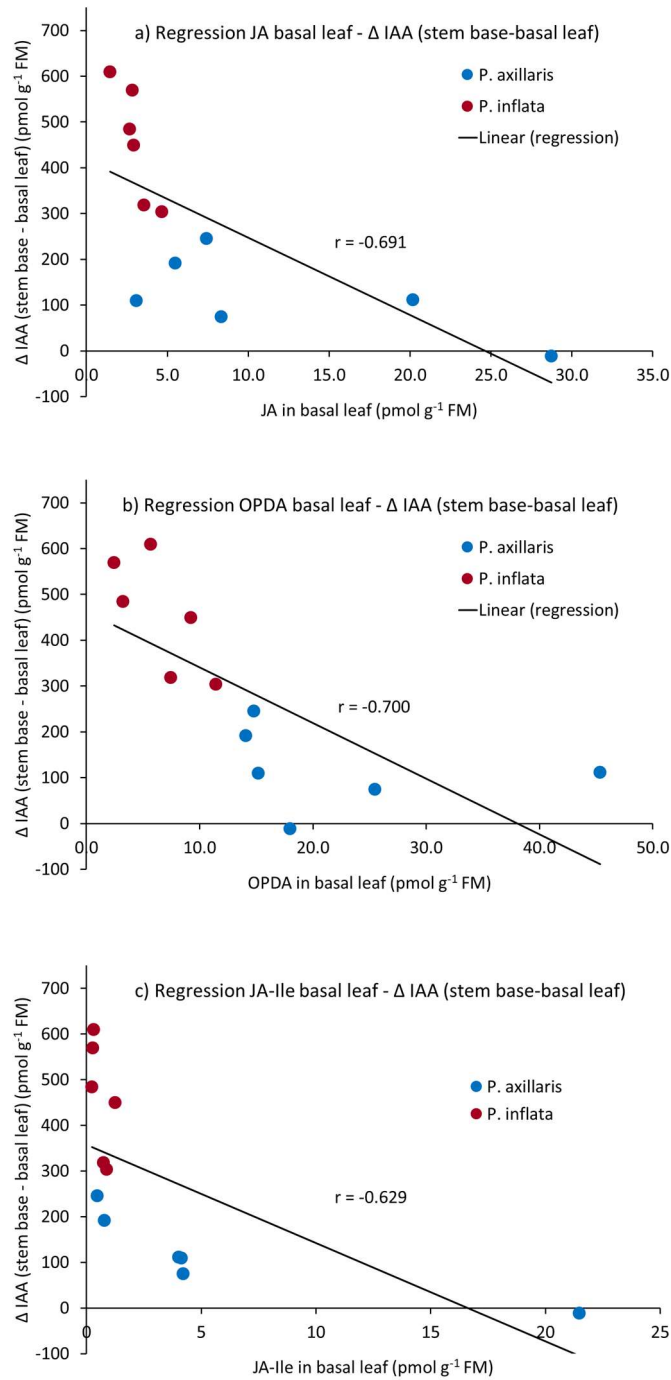

Supplementary Figure S3. Linear regressions calculated between JA(a), OPDA (b) and JA-Ile (c) in the basal leaf as independent variables and the IAA concentration gradient between the respective leaf and the stem base as dependent variable. Combined data of *P. axillaris* and *P. inflata* from 0 hpe and 24 hpe ($n = 12$). Each sample consisting of material from 10 or 16 cuttings for 24 hpe or 0 hpe, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

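Cuttings of P. axillaris and P. inflata were sampled in the stem base at 0 h post excision (hpe) and 4 later times (0.5, 2, 24 and 72 hpe), and at 0 and 24 hpe in the upper stem, basal leaves, upper leaves and shoot apex, with 3 replicates per group, each a pool of 16 cuttings at 0, 0.5 and 2 hpe and of 10 at 24 and 72 hpe. This gave 78 arrays in 26 groups, 39 arrays and 13 groups per species, on 22 slides scanned on 7 days. The deposited scanner values are 1-colour (Cy3) spot intensities that the authors' files give per array, extracted with the Agilent software under a 1-colour protocol, in which the processed signal was background-subtracted and detrended and was raised to a small positive value where it was not above its error. The table of normalized values deposited by the authors holds 1 intensity per gene and array on a linear scale, which the authors quantile-normalized between arrays, with software that the article does not state. By its methods section the best-performing probes of each gene were selected, and the rule is not given.

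In that table every value had lost its decimal mark, so that its digits but not its power of 10 were given. The power of 10 was restored from the median of the gene's probes in the scanner values. The largest distance to a whole power of 10 was 0.125 decades, 99.5% of the restored values lay within 0.5 decades of that median, 97.3% had its rank, as medians over all probes rather than selected ones would, and the lowest rank correlation of an array with it was 0.987. The restored values gave all 862 log2 fold changes of Tables S3 and S4 to within 0.0050. The table held 600 genes of P. axillaris, 653 of P. inflata and 1437 normalization targets. The arrays held 15208 probes besides controls, 5945 of P. axillaris genes, 6415 of P. inflata genes and 2848 for normalization, with 10 probes for 1146 genes and 1 to 20 for any gene, and 0 saturated spots. Per array 43.1% to 74.1% of the probes were well above background. Where a gene in 1 of the 2 groups had no probe well above background, or no array with a value over the lowest signal well above background, its change is given as a bound against that signal. A level taken as measured can thus rest on a single array. The adjusted p beside such a bound belongs to the fitted change and does not test the bound. It uses a common spread of the gene over all groups, which is small where many groups lie at background. The number of arrays limits the precision.

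All fits used log2 of the restored values in limma 3.58.1 on R 4.3.3 with data.table 1.17.8, and tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. For each species 1 fit with 13 groups was made over its 39 arrays and its own genes, with moderated variances and 26 residual degrees of freedom. Each later group was compared with the 0 hpe group of the same section in 16 comparisons, and genes were called at an absolute log2 fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05. Differences between the changes of 2 sections at 24 hpe were tested as contrasts of the same fits and called at an adjusted p under 0.05 and an absolute difference over 1. By the sampling described, sections of the same number and time appear to come from the same cuttings. These contrasts took their arrays as independent, and pairing within a time was not tested. The changes of 5 gene pairs were compared between the species over all 78 arrays, with p adjusted over 20 differences. Shares of JA and auxin genes called were compared between the species by Fisher's exact test, adjusted over 12 tests. That test takes genes as independent units and does not carry the spread between replicates. The authors instead compared 2 groups at a time with an unadjusted p and the same fold change threshold. That test, recomputed here from the methods section, gave p of 0.05 or more for 35 of the 862 values they list, so their exact test is not known. Hormone categories and gene families came from Tables S3 and S4, which list genes that the authors had called on these samples, so that their counts are not independent of the data.

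Genes are named by a rule set before the data were examined. It takes every gene that the article names by symbol in its results, in Figs. 5 to 7 or in Table S1 (143 genes), then per comparison the 10 called genes with the largest absolute log2 fold change whose arrays at the 2 times do not overlap (a share of 10% by chance), then up to 3 called members per direction of each family described, those with the largest absolute log2 fold change. The values in the article's figures and tables had been seen when the rule was set.

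Arrays of a group had a mean correlation with one another of 0.913 to 0.992, with a median of 0.986. Whether replicate numbers pair arrays across times was checked by correlating the deviations of same-numbered arrays from their group means. The median correlation was 0.028 (-0.186 to 0.629), and the numbers paired the arrays in 2 of 16 comparisons, so replicate number was not used as a block outside an alternative. Changes within a scan day could be computed in 12 comparisons and within a slide in 3, from arrays that the calls had already used, so they test nothing further. The fits were tested on simulated data with 100 changed genes each. They recovered 88% to 98% of genes changed by 2.5 in log2 and 99% to 100% of those changed by 4, with at most 1 false call, or 6 for differences between sections.

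Alternatives set before the data were examined were the test of the methods section with unadjusted and with adjusted p, only the 2 groups or only the section compared in the fit, replicate number as a block, slide as a fixed block (7 residual degrees of freedom) and as a random block (correlations of -0.036 and 0.063), ratios of arithmetic means, dim genes left out, values floored at the lowest signal well above background, and leaving out each replicate in turn. Further ones started from the scanner values, with quantile normalization, with scaling to the 75th percentile or to the normalization probes, with the brightest probe of each gene, and with normexp background correction (offset 50) before quantile normalization. Scan day as a fixed block (20 residual degrees of freedom) was added after the scan days had been seen. Other memberships of the categories were not tried, since the deposited table carries no annotation. Other splits of the arrays were counted for each comparison, 100 of them for differences between sections, and changes shared between times were set beside 100 simulations with unchanged groups. Normalization targets were left out of the tests because they belong to neither species' list, and genes of the other species on each array were left out of the counts and are given in the closing section.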

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

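The test of signal near the background and scan day as a fixed block were chosen after the result was seen. The changes of 5 gene pairs of the 2 species were compared in the stem base at 4 times, and 5 of 20 differences between P. inflata and P. axillaris passed an adjusted p of 0.05. Other like-named genes were not compared in this way, so the result covers these pairs alone. GH3.1, an enzyme that conjugates auxin with amino acids, rose more in P. inflata at 24 hpe (log2 fold changes of 4.74 and of at least 1.18, fitted difference 2.15, SE 0.73, adjusted p = 0.0179, resting on a level of P. axillaris at 0 hpe that was not above background). ILR1-like2, of a family that releases auxin from such conjugates, rose more in P. inflata at 0.5 hpe (5.88 and 3.62, difference 2.26, SE 0.58, adjusted p = 0.0027) and 2 hpe (5.02 and 2.64, difference 2.38, SE 0.58, adjusted p = 0.0027), and had a less negative value in P. inflata at 72 hpe (-0.11 and -1.86, difference 1.75, SE 0.58, adjusted p = 0.0179). SAUR68-like had a less negative value in P. inflata at 24 hpe (-0.53 and -2.23, difference 1.70, SE 0.57, adjusted p = 0.0179). In each of these 5 the change from the species' own mean at 0 hpe was higher in all 3 P. inflata arrays than in all 3 P. axillaris arrays. This order is no further test, since the 5 were picked by a test on these arrays. The noise of the 0 hpe means also enters every array. ILR1-like2 started from a lower normalized value in P. inflata, and the means at 0.5 hpe lay near each other, though read with different probes.

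When both species were read with the probes of either gene, 5 of 5 kept their sign and a size over 1. This argues against different probes of the 2 genes of a pair, taken as a set, as the cause. It does not cover single probes, since it used the normalized value of each gene. With the brightest probe 3 of the 5 lost an adjusted p under 0.05, as given below. Signal near the background cannot be told apart from a difference between the species for GH3.1 at 24 hpe (1.64 with values floored) and ILR1-like2 at 72 hpe (1.12), and 3 of 5 kept an adjusted p under 0.05 with values floored. A difference between the species in the transcript change of ILR1-like2 may remain at 0.5 and 2 hpe, since these 2 kept an adjusted p under 0.05 in all 25 alternatives run, with differences down to 0.67 and 0.76. In P. inflata at 0 hpe the value of ILR1-like2 lay under the lowest signal well above background in replicates 1 and 2. The sizes of both differences thus rest in part on signal near the background. The adjusted p rose to 0.05 or more for GH3.1 at 24 hpe without the 0 hpe P. inflata replicate 1 (1.91) or 2 (1.90), the later P. axillaris replicate 3 (1.59) or the later P. inflata replicate 1 (1.91) or 2 (2.03), for ILR1-like2 at 72 hpe without the 0 hpe P. inflata replicate 2 (1.42), the later P. axillaris replicate 3 (1.73) or the later P. inflata replicate 1 (1.15) or 2 (1.65), and for SAUR68-like at 24 hpe without the 0 hpe P. axillaris replicate 1 (1.50), the 0 hpe P. inflata replicate 3 (1.38), the later P. axillaris replicate 3 (1.41) or the later P. inflata replicate 2 (1.49). The same 3 also lost it with only the groups compared, scan day as a fixed block, the 75th percentile and the brightest probe, which gave 0.08 for SAUR68-like at 24 hpe.

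Between stem base and upper stem, the 24 hpe change differed for 62 genes of P. axillaris and 74 genes of P. inflata by a test of the difference itself. This test took the arrays of the 2 sections as independent, although those of the same number and time appear to come from the same cuttings. Other splits of the same arrays do not decide whether chance can be excluded. 16 of 100 splits gave as many in each species, with up to 242 and 262 genes, which points to a structure of the samples, since the splits hold the real changes of both sections and one that exchanges 0 and 24 hpe in 1 section adds the 2 changes by construction. With slide as a fixed block the counts were 34 and 0, and in P. inflata limma then gave 21 genes with a higher and 24 with a lower change in the stem base at an unadjusted p. Leaving out 1 array gave 49 to 70 genes in P. axillaris and 57 to 108 in P. inflata.

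Of the named genes, 30 had a 24 hpe change in the stem base that differed in 1 direction from the changes in all 4 other sections, each by a test of the difference, with the smallest of the 4 differences given here. In P. axillaris it was higher in the stem base for PIN6 (Peaxi162Scf00033g00711.1) 1.96, LBD25 (Peaxi162Scf00080g01010.1) 1.32, IAA20-like (Peaxi162Scf00088g01715.1) 2.08, LBD16 (Peaxi162Scf00134g01213.1) 1.20, ERF114 (Peaxi162Scf00314g00628.1) 1.99, LBD33 (Peaxi162Scf00658g00051.1) 2.66, LBD1 (Peaxi162Scf00809g00423.1) 1.81, LBD41 (Peaxi162Scf00814g00013.1) 2.63, GH3.1 (Peaxi162Scf00945g00013.1) 2.60 and LBD16 (Peaxi162Scf01530g00032.1) 2.17. It was lower for ERF5 (Peaxi162Scf00167g00083.1) -1.90, SAUR68-like (Peaxi162Scf00464g00323.1) -1.62, ERF13 (Peaxi162Scf00475g00071.1) -1.98, LBD4 (Peaxi162Scf00559g00009.1) -1.55 and ERF13 (Peaxi162Scf00672g00031.1) -2.05. In P. inflata it was higher for GH3.1 (Peinf101Scf00138g04009.1) 4.32, LBD25 (Peinf101Scf00394g09009.1) 1.57, PIN-like3 (Peinf101Scf00471g03026.1) 1.20, LBD4 (Peinf101Scf00793g08016.1) 2.41, LBD1 (Peinf101Scf01145g01007.1) 1.20, PIN6 (Peinf101Scf01691g05010.1) 2.07, LBD16 (Peinf101Scf01886g03013.1) 2.80, LBD1 (Peinf101Scf01968g00003.1) 2.29, IAA29-like (Peinf101Scf02774g00002.1) 2.19, LBD1 (Peinf101Scf03600g00001.1) 2.39, LBD16 (Peinf101Scf08155g00017.1) 3.49 and LBD16 (Peinf101Scf08590g00012.1) 2.98. It was lower for PINOID (Peinf101Scf00423g01001.1) -1.45, LBD25 (Peinf101Scf00597g00028.1) -1.35 and LBD25 (Peinf101Scf03134g00006.1) -1.06. For 20 of the 30 genes 1 or more of the compared groups were not above background, in the stem base itself for 15, so that the sizes of their differences are not measured. These genes include LBD16, a regulator of root initiation downstream of auxin, and PIN6, an auxin transporter. With alternative settings all 4 differences passed the test for 30 of 30 genes with the replicate block, 18 with scan day as a fixed block, 12 with values floored, 6 with normexp and quantile and 1 of 15 with slide as a fixed block, and ERF114 (Peaxi162Scf00314g00628.1) and IAA29-like (Peinf101Scf02774g00002.1) kept them in every alternative that gave all 4, while for LBD1 (Peinf101Scf01145g01007.1) the difference from the upper stem changed sign with the 75th percentile and all 4 with values floored.

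The difference from the upper stem was kept for 21 of these 30 genes whichever of the 12 arrays of the comparison was left out. It was lost for LBD16 (Peaxi162Scf00134g01213.1) without stem base 24 hpe replicate 2 (0.82), for SAUR68-like (Peaxi162Scf00464g00323.1) without stem base 0 hpe replicate 1 (-1.69), stem base 24 hpe replicate 3 (-1.60), upper stem 0 hpe replicate 3 (-1.66) and upper stem 24 hpe replicate 1 (-1.68) or 2 (-1.63), for LBD4 (Peaxi162Scf00559g00009.1) without stem base 0 hpe replicate 1 (-1.35), stem base 24 hpe replicate 3 (-1.31), upper stem 0 hpe replicate 2 (-1.43) or 3 (-1.39) and upper stem 24 hpe replicate 1 (-1.25), for LBD41 (Peaxi162Scf00814g00013.1) without stem base 0 hpe replicate 2 (2.01), stem base 24 hpe replicate 1 (2.09) or 2 (2.54), upper stem 0 hpe replicate 1 (2.31) and upper stem 24 hpe replicate 3 (2.11), for GH3.1 (Peaxi162Scf00945g00013.1) without stem base 0 hpe replicate 1 (2.56) or 2 (2.62) or 3 (2.68), stem base 24 hpe replicate 1 (2.40) or 2 (2.26), upper stem 0 hpe replicate 2 (2.65) or 3 (2.59) and upper stem 24 hpe replicate 1 (2.59) or 3 (2.57). It was also lost for LBD25 (Peinf101Scf00394g09009.1) without stem base 0 hpe replicate 2 (1.44), upper stem 0 hpe replicate 1 (1.49) and upper stem 24 hpe replicate 1 (1.15), for PINOID (Peinf101Scf00423g01001.1) without stem base 0 hpe replicate 2 (-1.42) or 3 (-1.34), stem base 24 hpe replicate 1 (-1.42) or 3 (-1.27), upper stem 0 hpe replicate 1 (-1.33) and upper stem 24 hpe replicate 3 (-1.17), for LBD1 (Peinf101Scf01145g01007.1) without stem base 0 hpe replicate 1 (1.17) or 2 (1.26) or 3 (1.18), stem base 24 hpe replicate 1 (0.83) or 2 (0.93), upper stem 0 hpe replicate 1 (1.20) or 2 (1.20) or 3 (1.21) and upper stem 24 hpe replicate 1 (1.11), for LBD25 (Peinf101Scf03134g00006.1) without stem base 0 hpe replicate 1 (-0.83) or 2 (-0.97), stem base 24 hpe replicate 1 (-1.02) or 2 (-1.06), upper stem 0 hpe replicate 2 (-1.01) or 3 (-0.93) and upper stem 24 hpe replicate 2 (-0.97) or 3 (-1.06).

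In data the article does not analyse, 198 P. inflata genes were called on P. axillaris arrays and 177 P. axillaris genes on P. inflata arrays in the stem base at any time. In the median P. axillaris array 58.05% of its own and 56.26% of the P. inflata probes were well above background. In the median P. inflata array these were 61.0% of its own and 57.28% of the P. axillaris probes. Each array held RNA of its own species, so these calls are no evidence of further changed genes.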

How the results depend on the processing

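The alternatives were set before the data were examined, except scan day as a fixed block, which was chosen after the files had shown the scan days. A count of genes higher or lower is said to move where it leaves 1.5-fold of the value reported in the text, and counts are written higher/lower, with the reported value in parentheses. Of the 34 counts, 34 stayed within that range when dim genes were left out, with replicate number as a block and with slide as a random block, and 32 of 32 did with the unadjusted test of the methods section. Sections other than the stem base were sampled at 24 hpe. Shares are percentage points, P. inflata minus P. axillaris, and no difference in share passed its test in the reported values. Where an alternative below is given without a cause, the cause was not tested.

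With normexp background correction (offset 50) the counts were in P. axillaris 15/8 (42/21) in the stem base at 0.5 hpe, 17/0 (52/13) in the stem base at 2 hpe, 6/2 (30/35) in the stem base at 24 hpe, 13/15 (59/55) in the stem base at 72 hpe, 1/1 (13/14) in the upper stem, 1/1 (14/7) in the basal leaves, 1/0 (17/1) in the upper leaves and 0/0 (7/6) in the shoot apex, and in P. inflata 27/1 (43/11) in the stem base at 0.5 hpe, 22/1 (63/26) in the stem base at 2 hpe, 12/4 (46/29) in the stem base at 24 hpe, 19/25 (75/69) in the stem base at 72 hpe, 4/0 (18/24) in the upper stem, 7/1 (15/8) in the basal leaves, 8/0 (16/10) in the upper leaves and 3/1 (8/13) in the shoot apex. Genes whose change differed between stem base and upper stem numbered 23 (62) in P. axillaris and 29 (74) in P. inflata. Differences of gene pairs past the threshold numbered 9 (5). The difference in share was -2.45 (1.58) for JA genes higher at 2 hpe and -0.117 (0.751) for auxin genes higher at 72 hpe. Of 34 counts 34 moved. The offset added to every signal shrinks the fold changes of dim genes by construction, and the cause of the changes in shares and pairs was not tested. Counts of 0 here were also 0 with limma at an unadjusted p.

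With slide as a fixed block the counts were in P. axillaris 6 (21) lower in the stem base at 0.5 hpe, 17/17 (30/35) in the stem base at 24 hpe, 3/2 (13/14) in the upper stem, 0/0 (14/7) in the basal leaves, 0/0 (17/1) in the upper leaves and 0/0 (7/6) in the shoot apex, and in P. inflata 14/10 (63/26) in the stem base at 2 hpe, 6/7 (46/29) in the stem base at 24 hpe, 34/32 (75/69) in the stem base at 72 hpe, 0/0 (18/24) in the upper stem, 1/0 (16/10) in the upper leaves and 0/0 (8/13) in the shoot apex. Between stem base and upper stem, the genes whose change differed numbered 34 (62) in P. axillaris and 0 (74) in P. inflata. In share, the difference was 2.27 (-2.42) for auxin genes lower at 0.5 hpe, -14.8 (1.58) for JA genes higher at 2 hpe, -3.61 (0.0256) for auxin genes higher at 2 hpe, -0.640 (2.56) for auxin genes lower at 2 hpe, -5.08 (5.72) for JA genes higher at 24 hpe, -0.408 (1.92) for auxin genes higher at 24 hpe, -8.31 (11.4) for JA genes higher at 72 hpe, -2.56 (0.751) for auxin genes higher at 72 hpe and -1.34 (1.94) for auxin genes lower at 72 hpe. Log2 values that changed sign were -0.47 (2.36) for Peaxi162Scf00037g01815.1 (upper leaves), -0.88 (2.03) for Peaxi162Scf00175g00218.1 (basal leaves), -5.84 (2.52) for Peaxi162Scf00175g00218.1 (upper leaves), -6.30 (2.94) for Peaxi162Scf00667g00615.1 (shoot apex), -9.25 (4.83) for Peaxi162Scf00667g00615.1 (upper leaves), -0.95 (3.96) for Peaxi162Scf00767g00033.1 (shoot apex), -2.36 (4.32) for Peaxi162Scf00767g00033.1 (upper leaves), 1.22 (-2.54) for Peaxi162Scf00848g00318.1 (upper leaves), -0.62 (2.22) for Peaxi162Scf00882g00021.1 (upper leaves), -2.78 (2.18) for Peaxi162Scf01560g00009.1 (upper leaves) and 0.0086 (-2.12) for Peinf101Scf00889g19036.1 (upper stem). Of 32 counts 25 moved. This fit leaves 7 residual degrees of freedom against 26, and in simulated data it recovered fewer changed genes in every comparison tried. At an unadjusted p, limma gave for the comparisons with 0 in both directions 17/6 in the basal leaves, 36/9 in the upper leaves and 20/10 in the shoot apex of P. axillaris and 32/20 in the upper stem and 25/7 in the shoot apex of P. inflata, with 6 lower in its upper leaves, and for differences between sections in P. inflata 21/24. The cause of the changes of sign was not tested.

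With values floored at the lowest signal well above background the counts were in P. axillaris 9 (14) lower in the upper stem, 7 (14) higher in the basal leaves, 7/0 (17/1) in the upper leaves and 3 (7) higher in the shoot apex, and in P. inflata 7 (26) lower in the stem base at 2 hpe, 29 (46) higher in the stem base at 24 hpe, 14 (24) lower in the upper stem, 4 (8) lower in the basal leaves, 4 (10) lower in the upper leaves and 6 (13) lower in the shoot apex. Genes whose change differed between stem base and upper stem numbered 34 (62) in P. axillaris and 37 (74) in P. inflata. Differences of gene pairs past the threshold numbered 3 (5). The difference in share was -2.59 (1.58) for JA genes higher at 2 hpe, -1.05 (0.0256) for auxin genes higher at 2 hpe, -0.175 (2.56) for auxin genes lower at 2 hpe, -0.263 (1.92) for auxin genes higher at 24 hpe and -0.381 (0.751) for auxin genes higher at 72 hpe. Log2 values that changed sign were -0.054 (2.01) for Peinf101Scf00610g04002.1 (stem base, 0.5 hpe), 0.10 (-2.05) for Peinf101Scf00914g07044.1 (basal leaves), -0.11 (2.18) for Peinf101Scf01480g08001.1 (stem base, 72 hpe), 0.066 (-2.15) for Peinf101Scf03539g00043.1 (basal leaves) and -0.25 (1.15) for the species difference of LBD41 at 72 hpe. Of 34 counts 13 moved. Raising low values shrinks fold changes by construction. The floor differed between arrays, from 1.91 to 5.35 in log2, the count of 0 was also 0 with limma at an unadjusted p, and the cause of the changes of sign was not tested.

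With the methods section's test and adjusted p the counts were in P. axillaris 4/2 (13/14) in the upper stem, 1/1 (14/7) in the basal leaves and 8/0 (17/1) in the upper leaves, and in P. inflata 19/16 (46/29) in the stem base at 24 hpe, 12 (24) lower in the upper stem, 3/2 (16/10) in the upper leaves and 5/8 (8/13) in the shoot apex. In share, the difference was -2.59 (1.58) for JA genes higher at 2 hpe, -0.410 (0.0256) for auxin genes higher at 2 hpe, -0.612 (5.72) for JA genes higher at 24 hpe and -0.0889 (1.92) for auxin genes higher at 24 hpe. Of 32 counts 13 moved.

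With the scanner values scaled to each array's 75th percentile the counts were in P. axillaris 20 (13) lower in the stem base at 2 hpe, 8 (14) lower in the upper stem and 6 (1) lower in the upper leaves, and in P. inflata 16 (26) lower in the stem base at 2 hpe and 40/15 (18/24) in the upper stem. Genes whose change differed between stem base and upper stem numbered 44 (74) in P. inflata. Differences of gene pairs past the threshold numbered 2 (5). The difference in share was -0.963 (0.0256) for auxin genes higher at 2 hpe and -0.0341 (0.751) for auxin genes higher at 72 hpe. Of 34 counts 7 moved.

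With scaling to the normalization probes the counts were in P. axillaris 55 (35) lower in the stem base at 24 hpe and 2 (1) lower in the upper leaves, and in P. inflata 52 (24) lower in the upper stem and 5/21 (8/13) in the shoot apex. Between stem base and upper stem, the genes whose change differed numbered 38 (62) in P. axillaris and 42 (74) in P. inflata. In share, the difference was -1.20 (1.58) for JA genes higher at 2 hpe and -0.963 (0.0256) for auxin genes higher at 2 hpe. Of 34 counts 7 moved.

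With the brightest probe of each gene the counts were in P. axillaris 20 (13) higher in the upper stem and 4 (1) lower in the upper leaves, and in P. inflata 17 (11) lower in the stem base at 0.5 hpe and 29 (18) higher in the upper stem. Differences of gene pairs past the threshold numbered 2 (5). The difference in share was 0.289 (-2.62) for auxin genes lower at 24 hpe and -0.586 (0.751) for auxin genes higher at 72 hpe. Log2 values that changed sign were 0.049 (-2.07) for Peaxi162Scf00271g00061.1 (stem base, 2 hpe), 0.34 (-2.01) for Peinf101Scf00062g07015.1 (stem base, 2 hpe), 3.44 (-2.12) for Peinf101Scf00062g07015.1 (stem base, 72 hpe), -0.11 (2.39) for Peinf101Scf00094g09004.1 (stem base, 72 hpe), 0.39 (-2.09) for Peinf101Scf00445g10016.1 (shoot apex), -0.95 (3.17) for Peinf101Scf00576g03024.1 (stem base, 24 hpe), -0.11 (4.96) for Peinf101Scf00576g03024.1 (stem base, 72 hpe), -0.0059 (2.05) for Peinf101Scf01691g05010.1 (stem base, 24 hpe), -0.092 (2.76) for Peinf101Scf01691g05010.1 (stem base, 72 hpe), -0.049 (2.62) for Peinf101Scf01962g00011.1 (stem base, 0.5 hpe), -0.55 (2.03) for Peinf101Scf02757g03063.1 (shoot apex), -0.27 (2.54) for Peinf101Scf02757g03063.1 (stem base, 24 hpe), -0.32 (2.57) for Peinf101Scf02757g03063.1 (stem base, 72 hpe), 0.70 (-2.01) for Peinf101Scf03134g00006.1 (stem base, 2 hpe) and 3.83 (-2.03) for Peinf101Scf03690g00002.1 (stem base, 2 hpe). Of 34 counts 4 moved.

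With scan day as a fixed block the counts were in P. axillaris 3 (1) lower in the upper leaves and 3 (7) higher in the shoot apex. Between stem base and upper stem, the genes whose change differed numbered 36 (74) in P. inflata. Past the threshold were 2 (5) differences of gene pairs. Of 34 counts 3 moved.

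With the compared groups alone in the fit the counts were in P. axillaris 8 (14) higher in the basal leaves. Genes whose change differed between stem base and upper stem numbered 33 (62) in P. axillaris and 29 (74) in P. inflata. Differences of gene pairs past the threshold numbered 3 (5). The difference in share was -2.59 (1.58) for JA genes higher at 2 hpe and -1.22 (5.72) for JA genes higher at 24 hpe. Of 34 counts 3 moved.

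With the compared section alone in the fit the counts were in P. axillaris 8 (14) higher in the basal leaves. Past the threshold were 3 (5) differences of gene pairs. In share, the difference was -2.59 (1.58) for JA genes higher at 2 hpe and -0.207 (0.0256) for auxin genes higher at 2 hpe. Of 32 counts 1 moved.

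With ratios of arithmetic means the counts were in P. axillaris 3 (1) lower in the upper leaves. The difference in share was -0.440 (0.0256) for auxin genes higher at 2 hpe. Of 34 counts 1 moved.

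With the scanner values quantile-normalized the counts were in P. axillaris 2 (1) lower in the upper leaves. Of 34 counts 1 moved.

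With the methods section's test unadjusted the difference in share was -2.59 (1.58) for JA genes higher at 2 hpe and -0.207 (0.0256) for auxin genes higher at 2 hpe.

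With dim genes left out the difference in share was -1.20 (1.58) for JA genes higher at 2 hpe.

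With replicate number as a block the difference in share was -0.207 (0.0256) for auxin genes higher at 2 hpe.

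Leaving out each replicate in turn, 11 of 216 counts moved, as follows. Basal leaves genes lower in P. axillaris (7) ranged from 4 to 15, with 15 without the 0 hpe replicate 1 and 4 without the 0 hpe replicate 2. Upper leaves genes lower in P. axillaris (1) ranged from 1 to 7, with 7 without the 0 hpe replicate 1, 2 without the 0 hpe replicate 2, 2 without the 0 hpe replicate 3, 5 without the later replicate 1 and 2 without the later replicate 3. Shoot apex genes lower in P. axillaris (6) ranged from 3 to 9, with 3 without the later replicate 2. Stem base genes lower in P. inflata at 2 hpe (26) ranged from 17 to 33, with 17 without the later replicate 1. Basal leaves genes lower in P. inflata (8) ranged from 5 to 9, with 5 without the later replicate 2. Shoot apex genes lower in P. inflata (13) ranged from 10 to 20, with 20 without the later replicate 2. The share difference of JA genes higher at 2 hpe (1.58) ranged from -1.20 to 4.36, with -1.20 without the 0 hpe replicate 2 and -1.20 without the 0 hpe replicate 3. The share difference of auxin genes higher at 2 hpe (0.0256) ranged from -0.701 to 0.287, with -0.469 without the 0 hpe replicate 1, -0.701 without the 0 hpe replicate 2, -0.207 without the later replicate 2 and -0.469 without the later replicate 3. Differences of gene pairs (5) ranged from 2 to 7, with 3 without the 0 hpe P. inflata replicate 2, 2 without the later P. axillaris replicate 3, 3 without the later P. inflata replicate 1 and 2 without the later P. inflata replicate 2. Fewer arrays entered these fits.

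The median log2 fold change of all genes moved by over 0.1 from the reported value, to the values below (a time alone stands for the stem base), with 75th-percentile scaling, in P. axillaris -0.232 in the basal leaves, 0.161 in the shoot apex, 0.180 at 0.5 hpe, 0.216 at 2 hpe, 0.451 at 24 hpe, 0.488 at 72 hpe, -0.647 in the upper leaves and 0.406 in the upper stem and in P. inflata 0.218 in the shoot apex, -0.409 at 0.5 hpe, 0.00510 at 2 hpe, -0.421 at 24 hpe, -0.415 at 72 hpe, 0.143 in the upper leaves and 0.286 in the upper stem, and with scaling to the normalization probes, in P. axillaris -0.170 in the basal leaves, 0.278 at 0.5 hpe, 0.421 at 2 hpe, 0.179 at 72 hpe and -0.376 in the upper leaves and in P. inflata -0.255 at 2 hpe, -0.426 at 24 hpe, -0.308 at 72 hpe and -0.517 in the upper stem, and fold changes under these scalings are to be read relative to it. The median ranged from -0.143 to -0.00320 in the reported values, -0.757 to 0.358 with values floored and -0.285 to 0.148 with the brightest probe. The larger of the counts higher and lower changed side with 75th-percentile scaling, 40/15 (18/24) in the upper stem of P. inflata, 45/32 (30/35) at 24 hpe in P. axillaris and 18/8 (13/14) in the upper stem of P. axillaris, and with the brightest probe, 35/26 (30/35) at 24 hpe in P. axillaris and 20/12 (13/14) in the upper stem of P. axillaris, with quantile-normalized scanner values, 73/75 (75/69) at 72 hpe in P. inflata and 16/14 (13/14) in the upper stem of P. axillaris, with scaling to the normalization probes, 7/9 (7/6) in the shoot apex of P. axillaris, with the adjusted test of the methods section, 4/2 (13/14) in the upper stem of P. axillaris, with scan day as a fixed block, 70/72 (75/69) at 72 hpe in P. inflata and 3/4 (7/6) in the shoot apex of P. axillaris, and with slide as a fixed block, 6/7 (46/29) at 24 hpe in P. inflata and 3/2 (13/14) in the upper stem of P. axillaris. It also did with normexp, 3/1 (8/13) in the shoot apex of P. inflata, 19/25 (75/69) at 72 hpe in P. inflata, 4/0 (18/24) in the upper stem of P. inflata, 6/2 (30/35) at 24 hpe in P. axillaris and 13/15 (59/55) at 72 hpe in P. axillaris, and with values floored, 8/6 (8/13) in the shoot apex of P. inflata, 50/54 (75/69) at 72 hpe in P. inflata, 17/14 (18/24) in the upper stem of P. inflata, 3/5 (7/6) in the shoot apex of P. axillaris and 10/9 (13/14) in the upper stem of P. axillaris. Among categories and families it also changed side with normexp for PDR genes of P. inflata at 24 hpe, 4/1 (4/7), and 72 hpe, 4/1 (4/5), and with scaling to the normalization probes for PDR genes of P. inflata at 72 hpe, 4/3 (4/5).

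Of 705 called values of named genes, those below the threshold but in the same direction numbered 533 with normexp, 185 with values floored, 170 with the adjusted test of the methods section, 146 with the brightest probe, 74 with scan day as a block, 50 with 75th-percentile scaling, 48 with scaling to the normalization probes, 44 with the compared groups alone, 29 with the section alone, 27 with arithmetic means, 27 with that test unadjusted, 23 with quantile-normalized scanner values, 5 with slide as a random block and 0 with replicate number as a block. With slide as a fixed block 379 of 682 fell below it. Of 4230 values without 1 replicate, 291 fell below it and 0 changed sign.

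Not run were slide as a fixed block in the basal leaves of P. inflata, where the slides leave the comparison without an estimate, the tests of the methods section on differences between sections and on gene pairs, the section alone for differences between sections, and another membership of the categories, since the deposited table carries no annotation. Signal over background limits the dim genes: 43.1% to 74.1% of probes were well above background per array, and for genes not above background in a compared group a lower bound is given where the text reports the change.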

Differences from the paper's values

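The 70 values of the article that were set against limits (64 counts of Tables S3 and S4, 4 log2 fold changes of LBD41 and 2 counts of ERF genes) all lay within them. The limits were 1.5-fold for a count and the larger SD of the 2 groups for a log2 fold change. The 862 log2 fold changes of Tables S3 and S4 were matched to within 0.0050. Further counts in the article's text that differ from those here are given below. Counts here take log2 fold changes past 2, as the article does, but an adjusted p under 0.05 from a fit over all arrays of a species, where the article takes an unadjusted p under 0.05 from 2 groups. The statements below are those in the article's text that the values here went against. Counts of 0 for a gene family in the reported values were also 0 with limma at an unadjusted p.

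In the stem base of P. axillaris, the article has an exclusive fall of LOX, AOS and OPR genes at 24 and 72 hpe. Read as a fall in this species and not in P. inflata, it holds here, since no JA gene of P. inflata was called lower at these times. Read as these families being only lower, the values here went against it. Here 4 LOX genes were lower and 0 higher at 24 hpe, and 1 AOS gene lower and 0 higher, as in the article. However, 2 OPR genes were higher and 1 lower at 24 hpe. At 72 hpe, 2 LOX genes were higher and 4 lower, 2 AOS genes higher and 1 lower, and 4 OPR genes higher and 1 lower. The unadjusted test of the methods section gave the same counts at both times, and no alternative left any of the 3 families only lower at 72 hpe, or OPR genes only lower at 24 hpe.

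For LOX genes of P. inflata at 0.5 hpe, 6 were higher, 1 more than the article states. The unadjusted and the adjusted test of the methods section, only the groups compared, scaling to the 75th percentile, slide as a fixed block and values floored gave 5, as did scan day as a fixed block, an alternative chosen after seeing the data. The article places higher NINJA genes at 24 hpe in the stem base of P. axillaris alone. In P. inflata 1 NINJA gene, Peinf101Scf00160g17008.1, was higher by 2.10 on the log2 scale (adjusted p 0.00133). It was not called with either test of the methods section, with only the groups compared, with normexp and quantile, with slide as a fixed block or with scan day as a fixed block, the last chosen after seeing the data. For P. axillaris the article leaves the shoot apex out of the upper sections with higher NINJA genes, and here Peaxi162Scf00667g00615.1 was higher there by 2.94 (adjusted p 0.048). That call was absent under either test of the methods section, only the groups compared, only the section compared, the 75th percentile, normexp and quantile, scaling to normalization probes, slide as a fixed block and, chosen after seeing the data, scan day as a fixed block.

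The article has an ASA gene of P. axillaris higher at 0.5 hpe. ASA2 (Peaxi162Scf01313g00027.1) had a log2 fold change of -1.03 at 0.5 hpe and of 3.21 at 2 hpe, and in all 16 alternatives that kept every replicate it was called higher at 2 hpe and not at 0.5 hpe. The number of lower TAR genes in P. inflata at 24 hpe was 3, above the article's. The unadjusted and adjusted tests of the methods section, only the groups compared, dim genes left out and the ratio of arithmetic means gave 2. Lower AUX/LAX genes at 24 hpe were 2 in each species, where the article has more in P. axillaris. They were 2 and 1 with the unadjusted test of the methods section, only the groups compared, the ratio of arithmetic means and, chosen after seeing the data, scan day as a fixed block, and 2 and 0 with the adjusted test of the methods section. At 72 hpe 3 cyclin genes of P. axillaris were higher, above the article's count, with 2 under slide as a fixed block and under scan day as a fixed block, the latter chosen after seeing the data.

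Of the 2 ARF11 genes that the article has higher in P. inflata from 0.5 hpe on, Peinf101Scf00986g00014.1 was called at 0.5 hpe (at least 0.30), while Peinf101Scf02588g00007.1 was called from 2 hpe on and not at 0.5 hpe. It was called at 0.5 hpe with the ratio of arithmetic means and with the brightest probe. ERF17 genes are given as higher at 0.5 hpe alone. All 6 were higher then, 2 in P. axillaris and 4 in P. inflata, and 5 at no other time. Peinf101Scf01480g08001.1 was also called higher at 72 hpe, against a level not above background at 0 hpe, a call absent with the brightest probe, normexp and quantile, slide as a fixed block and values floored. The number of higher ERF genes in P. axillaris at 0.5 hpe was 21, above the article's, with 20 under the unadjusted test of the methods section, and no alternative gave the article's count. The discussion dates higher ERF114 of P. axillaris from 24 hpe and the results section from 2 hpe, and Peaxi162Scf00314g00628.1 was higher by at least 2.68 at 2 hpe. It was not called then with normexp and quantile. For LBD16 the discussion names 1 homolog per species as higher at 24 and 72 hpe. This held for P. axillaris (Peaxi162Scf01530g00032.1), and in P. inflata 3 genes were higher at both times. At 24 hpe the adjusted test of the methods section called 2 of these 3, and normexp and quantile, slide as a fixed block and values floored called 0.

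In the upper sections at 24 hpe, the article has 1 PIN gene lower in all of them in P. inflata and in the upper stem and leaves in P. axillaris. In P. inflata 1 was lower in the upper stem, 1 in the basal leaves and 1 in the upper leaves, but 0 in the shoot apex in the main setting and in all 16 alternatives. In P. axillaris 1 was lower in the upper stem and 1 in the basal leaves, but 0 in the upper leaves. The ratio of arithmetic means, the 75th percentile and, chosen after seeing the data, scan day as a fixed block gave 1 there. The genes differed between sections, PIN11 in the upper stem and PIN-like3 in the leaves. JA genes higher in the upper stem of P. axillaris numbered 4, below the article's count, which no alternative reached. In the upper leaves of P. axillaris they numbered 5, above the article's range, and within that range with either test of the methods section, only the groups or the section compared, the ratio of arithmetic means, the 75th percentile, values floored and scan day as a fixed block (chosen after seeing the data). The article has AOS genes lower in all upper sections of P. inflata but the shoot apex. In its upper stem 2 were higher and 0 lower, and scaling to normalization probes gave 1 lower. For auxin genes higher in leaves, the article has more than double the number in P. inflata, without separating basal and upper leaves. This held in the upper leaves, with 6 in P. inflata and 2 in P. axillaris. Auxin genes higher in basal leaves were 6 in P. inflata and 3 in P. axillaris, not more than double. They were more than double with only the groups compared, only the section compared, the 75th percentile, the brightest probe, scaling to normalization probes, normexp and quantile, and values floored. Interaction genes higher in upper sections reached 10 in P. axillaris (upper leaves) and 8 in P. inflata (upper stem), the other way round from the article. The highest were 9 and 10 with scan day as a fixed block, chosen after seeing the data, and P. inflata also had the higher with the adjusted test of the methods section (5 and 6), the brightest probe (8 and 9), normexp and quantile (0 and 4) and values floored (6 and 8).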

Other observations

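The tests of a swap with an upper stem array and of fewer probes detected were chosen after the result was seen. LBD41, whose Arabidopsis homolog responds to low oxygen, rose at 24 hpe not only in the stem base but also in the upper stem of P. inflata. There Peinf101Scf00357g04012.1 went from a level not above background (3.27 ± 0.305) to 72.3 ± 35.1, at least 7.94-fold higher (n = 3, adjusted p = 1.47e-07, higher in 3 of 3 arrays than in all 3 at 0 hpe). It missed the threshold with normexp background correction and with slide as a fixed block (adjusted p = 0.19), with adjusted p from 1.44e-08 to 0.19 over its alternatives. The gene was not above background at 0 hpe in the stem base either, so the sizes of the 2 changes were not compared. In P. axillaris Peaxi162Scf00814g00013.1 had 22.5 ± 11.2 against 11.3 ± 4.70 in the upper stem, a log2 fold change of 0.91 (SE 0.56, adjusted p = 0.232), and its change in the stem base exceeded this by 2.63 (SE 0.79, adjusted p = 0.025). That difference missed an adjusted p of 0.05 without stem base 0 hpe replicate 2 (2.01), stem base 24 hpe replicate 1 (2.09) or 2 (2.54), upper stem 0 hpe replicate 1 (2.31) or upper stem 24 hpe replicate 3 (2.11). The difference between the species in the upper stem was not tested, and the article lists this gene for the upper stem of P. inflata in its supplementary tables.

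2 ERF13 genes and an LBD4 gene of P. axillaris had a lower change in the stem base than in each of the 4 other sections at 24 hpe. ERF13, of a family of wound and ethylene response factors, went from 171 ± 22.5 to 19.0 ± 11.7 for Peaxi162Scf00475g00071.1 (log2 fold change -3.33, SE 0.34, n = 3, adjusted p = 4.76e-09) and from 189 ± 35.7 to 21.5 ± 8.96 for Peaxi162Scf00672g00031.1 (-3.19, SE 0.26, n = 3, adjusted p = 4.6e-11), lower in 3 of 3 arrays in each. In the upper stem they also fell, by -1.34 (adjusted p = 0.00288) and -1.14 (adjusted p = 0.00119), short of the threshold. In the basal leaves, shoot apex and upper leaves these 2 genes had log2 fold changes of 0.43, 0.33 and 0.73 and of 0.41, 0.42 and 0.63, with adjusted p of 0.0893 or more. LBD4 (Peaxi162Scf00559g00009.1), of a family of regulators of organ boundaries and root initiation, went from 80.3 ± 20.9 to 6.74 ± 1.82 (not above background) in the stem base (-2.91 or lower, n = 3, adjusted p = 9.18e-10), and was called lower in the upper stem too (adjusted p = 2.54e-05). The ERF13 genes were at -1.47 and -1.61 in the stem base with normexp background correction, short of the threshold, as was LBD4, which also missed it with slide as a fixed block (adjusted p = 0.0896). The difference of LBD4 from the upper stem missed an adjusted p of 0.05 without stem base 0 hpe replicate 1 (-1.35), stem base 24 hpe replicate 3 (-1.31), upper stem 0 hpe replicate 2 (-1.43) or 3 (-1.39) or upper stem 24 hpe replicate 1 (-1.25).

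Comparisons of 3 arrays at 0 hpe with 3 later ones allow 10 splits of the arrays, too few for a share under 0.05, and in each of the 16 comparisons 1 split, the real one, gave as many called genes as the real one. In the stem base of P. axillaris the real split called 63, 65, 65 and 114 genes at 0.5, 2, 24 and 72 hpe, against at most 0, 0, 2 and 0 in any other split, and in the stem base of P. inflata 54, 89, 75 and 144 against at most 0, 2, 13 and 0. In the upper stem, basal leaves, upper leaves and shoot apex at 24 hpe it called 27, 21, 18 and 13 genes in P. axillaris, against at most 4, 3, 1 and 1, and 42, 23, 26 and 21 in P. inflata, against at most 1, 0, 1 and 0.

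Replicate 3 of the P. inflata stem base at 24 hpe stood apart from replicates 1 and 2, with a correlation of 0.917 with them where they had 0.979 with each other, and of 0.918 with the mean of the upper stem arrays, so that it lay no closer to its own section than to the upper stem. A swap with an upper stem array of P. inflata at 24 hpe is argued against, as 0 of 3 upper stem arrays lay closer to replicates 1 and 2 than to each other, and fewer probes detected on this array (50.1% well above background against 59.3% and 65.2%) alone is argued against for the 425 genes with a probe well above background on all 3 arrays, over which, on unscaled scanner values, its correlation with either was lower by 0.0850 or more (SE 0.0103) than theirs with each other, while for the other genes it cannot be told apart, since 1 distribution for all arrays balances genes above and below and the 35.2% of outlying genes that lay above replicates 1 and 2 decide nothing. An equally weaker response of this pool of cuttings in both directions is argued against by the test set in advance, a slope of 1.125 (SE 0.107) over the 69 genes lower at 72 hpe beside 0.670 (SE 0.0927) over the 75 higher, but that slope went with an intercept of 0.55, through 0 it was 0.914 (SE 0.0751) beside 0.525 (SE 0.0495), and replicate 3 changed less in 46 and 65 of these genes, with medians of -1.02 against -1.69 and of 0.98 against 2.21. A weaker response, unequal in the 2 directions, may therefore remain beside the slope of 1.125, as may a single wrong label or a swap with a sample from outside these groups, which were not tested. Without this array 108 genes differed between stem base and upper stem in P. inflata, where the count with it was 74.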
